# The leaf idioblastome of the medicinal plant *Catharanthus roseus* is associated with stress resistance and alkaloid metabolism

**DOI:** 10.1093/jxb/erad374

**Published:** 2023-10-07

**Authors:** Joana G Guedes, Rogério Ribeiro, Inês Carqueijeiro, Ana Luísa Guimarães, Cláudia Bispo, John Archer, Herlander Azevedo, Nuno A Fonseca, Mariana Sottomayor

**Keywords:** Abiotic stress, anticancer drugs, biotic stress, *Catharanthus roseus*, fluorescence-activated cell sorting (FACS), idioblasts, monoterpenoid indole alkaloids, protoplasts, transcriptome, vinblastine

## Abstract

*Catharanthus roseus* leaves produce a range of monoterpenoid indole alkaloids (MIAs) that include low levels of the anticancer drugs vinblastine and vincristine. The MIA pathway displays a complex architecture spanning different subcellular and cell type localizations, and is under complex regulation. As a result, the development of strategies to increase the levels of the anticancer MIAs has remained elusive. The pathway involves mesophyll specialized idioblasts where the late unsolved biosynthetic steps are thought to occur. Here, protoplasts of *C. roseus* leaf idioblasts were isolated by fluorescence-activated cell sorting, and their differential alkaloid and transcriptomic profiles were characterized. This involved the assembly of an improved *C. roseus* transcriptome from short- and long-read data, IDIO+. It was observed that *C. roseus* mesophyll idioblasts possess a distinctive transcriptomic profile associated with protection against biotic and abiotic stresses, and indicative that this cell type is a carbon sink, in contrast to surrounding mesophyll cells. Moreover, it is shown that idioblasts are a hotspot of alkaloid accumulation, suggesting that their transcriptome may hold the key to the in-depth understanding of the MIA pathway and the success of strategies leading to higher levels of the anticancer drugs.

## Introduction

Understanding plant specialized metabolism is central to decipher plant defence strategies, as well as to fully exploit its diverse human applications, often hindered by low levels of metabolites and limited availability of plant material. The advent of high-throughput sequencing has provided a way to tackle these hurdles, by enabling the thorough transcriptomic profiling of conditions, organs, tissues, or cell types associated with specific metabolic profiles, thus generating unprecedented insights into the genetic determinants of the architecture and dynamics of specialized metabolism (Dugé de Bernonville *et al.*, 2020; Courdavault *et al*., 2021).

*Catharanthus roseus* (L.) G. Don (*Apocynaceae*) is the source of the low level anticancer drugs vinblastine and vincristine, and of the antihypertensive drug ajmalicine (Fig. 1). These drugs are monoterpenoid indole alkaloids (MIAs) and, despite intense research, the MIA pathway still hides several blindspots and remains a challenge regarding the low levels of vinblastine and vincristine. The biosynthesis of the dimeric vinblastine from the basic precursors tryptophan (indole moiety precursor) and geranyl pyrophosphate (monoterpenoid moiety precursor) involves nearly 30 enzymatic steps (Fig. 1). The pathway has been elucidated up to the coupling of the vinblastine monomeric building blocks, vindoline and catharanthine, into α-3ʹ,4ʹ-anhydrovinblastine (anhydrovinblastine) (Costa *et al.*, 2008; Dugé de Bernonville *et al*., 2015a; Kulagina *et al.*, 2022). However, the conversion of anhydrovinblastine into the extremely low-level vinblastine and vincristine remains elusive.

**Fig. 1.**
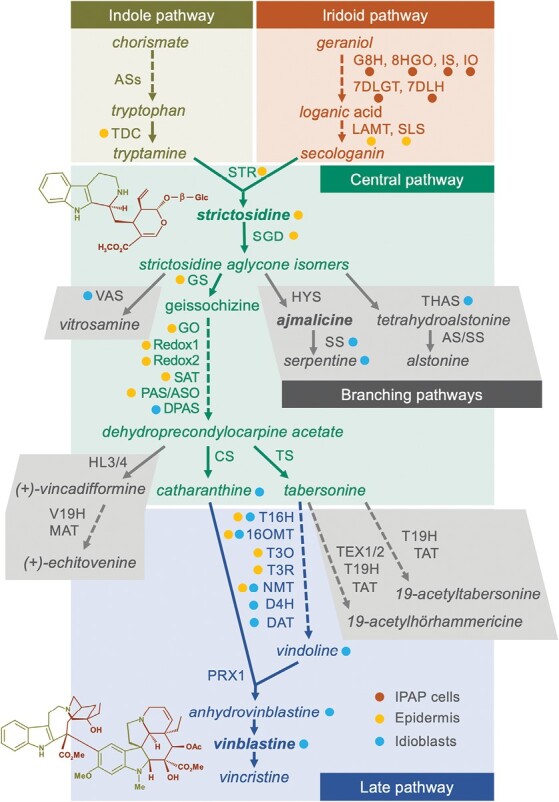
The MIA pathway in *C. roseus.* The indole and iridioid monoterpenoid pathways generate the indole precursor tryptamine and the monoterpenoid precursor secologanin, which condensate to yield strictosidine, the first MIA and the precursor of all MIA scaffolds. The central MIA pathway generates catharanthine and tabsersonine, and is thought to occur in the epidermis. The late MIA pathway involves the conversion of tabersonine into vindoline, and the steps leading to the anticancer alkaloids vinblastine and vincristine. Idioblast localization is represented by blue dots and is based on the results of this study. Epidermal and IPAP (internal phloem-associated parenchyma) localization is represented by yellow and red-orange dots, respectively, and has been previously published, corresponding to transcript localization by *in situ* analysis or presence in an epidermal RNA library, complemented in a few cases with protein localization using antibodies (St-Pierre *et al.*, 1999; Irmler *et al.*, 2000; Burlat *et al.*, 2004; Murata *et al.*, 2008; Guirimand *et al.*, 2011a, b; Geu-Flores *et al.*, 2012; Miettinen *et al.*, 2014; Qu *et al.*, 2015, 2018a, b, 2019). Structural formulae correspond to strictosidine (above) and vinblastine (below), with colours representing the pathway origin of each part of the backbone. The indole pathway: ASs, anthranilate synthase; TDC, tryptophan decarboxylase. The iridoid pathway: G8H, geraniol 8-hydroxylase; 8HGO, 8-hydroxygeraniol oxidoreductase; IS, iridoid synthase; IO, iridoid oxidase; 7DLGT, 7-deoxyloganetic acid glucosyltransferase; 7DLH, 7-deoxyloganic acid hydroxylase; LAMT, loganic acid *O*-methyltransferase; SLS, secologanin synthase. The central pathway: STR, strictosidine synthase; SGD, strictosidine-β-D-glucosidase; GS, geissoschizine synthase; GO, geissoschizine oxidase; SAT, stemmadenine-*O*-acetyltransferase; PAS/ASO, precondylocarpine acetate synthase/*O*-acetylstemmadenine oxidase; DPAS, dihydroprecondylocarpine synthase; CS, catharanthine synthase; TS, tabersonine synthase. The late pathway: T16H, tabersonine 16-hydroxylase; 16OMT, tabersonine 16-*O*-methyltransferase; T3O, tabersonine 3-oxygenase; T3R, tabersonine 3-reductase; NMT, 3-hydroxy-16-methoxy-2,3-dihydrotabersonine *N*-methyltransferase; D4H, desacetoxyvindoline-4-hydroxylase; DAT, deacetylvindoline-4-*O*-acetyltransferase; PRX1, class III peroxidase 1. Branching pathways: VAS, vitrosamine synthase; HYS, heteroyohimbine synthase; THAS, tetrahydroalstonine synthase; AS, alstonine synthase; SS, serpentine synthase; HL, hydrolase; V19H, vincadifformine-19-hydroxylase; MAT, minovincinine-19-*O*-acetyltransferase; TEX, tabersonine epoxidase; T19H, tabersonine 19-hydroxylase; TAT, 19-hydroxytabersonine 19-*O*-acetyltransferase.

MIA biosynthesis and accumulation in *C. roseus* is modulated by jasmonates and is under multilayer transcriptional regulation that has been partially deciphered, including the characterization of several transcription factors inducing and repressing the early pathways (Patra *et al.*, 2018; Schweizer *et al.*, 2018; Colinas *et al.*, 2021). Promising results were obtained recently with the characterization of the transcription factors ethylene responsive factor 5 (ERF5) and GATA-binding protein 1 (GATA1), which, for the first time, enabled up-regulation of the late MIA pathway genes and alkaloids (Liu *et al.*, 2019; Pan *et al.*, 2019). Nevertheless, the transcriptional regulatory network of MIA biosynthesis is far from being fully understood.

The MIA pathway displays a surprisingly complex spatial architecture, spanning five subcellular compartments throughout four different cell types in *C. roseus* leaves, the organ where the dimeric anticancer drugs vinblastine and vincristine are specifically produced and accumulated (Courdavault *et al.*, 2014; De Luca *et al.*, 2014; Dugé de Bernonville *et al*., 2015a; Kulagina *et al.*, 2022). The monoterpenoid moiety pathway (Fig. 1) starts in the chloroplasts and cytosol of internal phloem-associated parenchyma (IPAP) leaf cells, after which it proceeds to the leaf epidermis, where the monoterpenoid and indole final precursors, secologanin and tryptamine, are generated in the cytosol (Burlat *et al.*, 2004; Miettinen *et al.*, 2014). Secologanin and tryptamine are condensed inside the vacuole of epidermal cells by strictosidine synthase (STR) to yield strictosidine, the first MIA of the pathway and the central precursor of all MIA scaffolds (Fig. 1) (Guirimand *et al.*, 2011a). Many of the subsequent reactions appear to proceed in the epidermis, a localization that has also been observed for other alkaloid pathways and is consistent with the assumed defence role of these compounds (Guirimand *et al.*, 2011b; Qu *et al.*, 2019). The final steps of vindoline biosynthesis were shown to be specifically expressed in leaf laticifers and in specialized mesophyll cells—the idioblasts—both of which have also been shown to constitute leaf alkaloid accumulation targets (Yoder and Mahlberg, 1976; Mersey and Cutler, 1986; St- Pierre *et al.*, 1999; Carqueijeiro *et al.*, 2016; Yamamoto *et al.*, 2019). All multiple intra- and intercellular transmembrane transport events involved in the MIA pathway’s architecture are putative rate-limiting steps of MIA metabolic fluxes. However, so far, only a few of those events have been (partially) characterized, including: vacuolar accumulation of vindoline, catharanthine, and anhydrovinblastine by a H^+^-antiport system; efflux of catharanthine to the leaf surface by an ATP-binding cassette G (ABCG) transporter; vacuolar export of strictosidine by a nitrate/peptide family (NPF) transporter; and the involvement of three NPF transporters in the transport of iridoid intermediates (Carqueijeiro *et al.*, 2013; Yu and De Luca, 2013; Larsen *et al.*, 2017; Payne *et al.*, 2017).

Leaf idioblasts, whose vacuoles are likely a final alkaloid accumulation target, are potentially the home of the important vinblastine/vincristine biosynthetic steps and of transmembrane transport events with a high impact in the metabolic flux of the MIA pathway. In this study, *C. roseus* leaf idioblast protoplasts were isolated using a fluorescence-activated cell sorting (FACS) methodology (Carqueijeiro *et al.*, 2016), and the characterization of the differential alkaloid and transcriptomic profile of this cell type was performed. The sequence data obtained enabled the generation of a comprehensive transcriptome, IDIO+, which represents a new valuable tool for the species. It is shown that the *C. roseus* mesophyll idioblasts possess a unique transcriptomic profile, deeply implicated in protection against biotic and abiotic stresses, and displaying low expression of genes involved in photosynthesis, in comparison with common mesophyll cells. It is also shown that idioblasts accumulate much higher levels of MIAs than other leaf cells, suggesting that their transcriptome information may be decisive to the understanding of the vinblastine/vincristine pathway towards manipulation of *C. roseus* for higher levels of those anticancer drugs.

## Materials and methods

### Plant material

*Catharanthus roseus* (L.) G. Don ‘Little Bright Eye’ plants were grown at 25 °C in a growth chamber under a 16 h/8 h photoperiod, using white fluorescent light with a photon medium intensity of 70 μmol m^–2^ s^–1^. Seeds were acquired from B&T World Seeds (France).

For the indoor/outdoor experiment, one group of *C. roseus* mature flowering plants were kept in the growth chamber, while an equivalent group was transferred outdoors, under natural environmental conditions and exposed to direct sunlight during ~6 months. Leaves of the first, second, third, and fourth pair (counting from the shoot apical meristem) of three plants from each set were collected at around 14.00 h, at the beginning of September, on a hot (>30 °C) sunny day. After the removal of central veins, leaves were macerated with liquid nitrogen and part was stored at –80 °C for RNA extraction, while the remainder was freeze-dried and stored at –20 °C for alkaloid extraction.

### Isolation of leaf protoplasts and FACS

Six-month-old plants were used for protoplast isolation and three biological replicates were performed. Each replicate contained 1.5–2 g of fully developed healthy young leaves from the second to the fourth pair (counting from the shoot apex), collected from three mutually exclusive groups of 3–5 plants. Protoplast isolation was performed as previously described in Carqueijeiro *et al.* (2013). The FACS methodology is described in Carqueijeiro *et al.* (2016) and Guedes *et al.* (2022). Matching leaf samples were also collected and processed as described in the plant material section.

### Alkaloid extraction and analysis by HPLC-MS

Fresh material was freeze-dried immediately after being collected. Leaf samples contained 70–180 mg FW. The number of cells used for each sorted sample was 200 000 for total protoplasts, 300 000 for mesophyll protoplasts, and 30 000 for idioblast protoplasts. Alkaloids were extracted by adding 150 µl or 500 µl of HPLC grade methanol to cell or leaf samples, respectively. Papaverine was added at this stage as an internal control: 17.5 µg or 35 µg to cell or leaf samples, respectively, using a 2.5 mg ml^–1^ methanolic solution. Samples were resuspended and extracted by vortexing during 2 min, followed by sonication for 30 min, and centrifugation at 10 000 *g* for 10 min. Supernatants were filtered and analysed by HPLC-electrospray ionization-tandem MS as described in Carqueijeiro *et al.* (2016). All alkaloid standards were obtained from Sigma Aldrich, except anhydrovinblastine, which was obtained from Pierre Fabre. Retention times (RTs) and masses were as follows: serpentine, RT=8.03 min, *m/z* 349.15; papaverine, RT=10.98 min, *m/z* 340.15; vindoline, RT=19.30 min, *m/z* 457.23; vincristine, RT=26.12 min, *m/z* 825.41; catharanthine, RT=29.00 min, *m/z* 337.19; ajmalicine, RT=34.04 min, *m/z* 353.19; vinblastine, RT=38.63 min, *m/z* 811.43; anhydrovinblastine, RT=49.20 min, *m/z* 793.42. For calculation of cell millimolar concentration, a medium diameter of *n*=132 protoplasts (including idioblasts and common mesophyll cells) was measured by ImageJ software and the protoplast medium volume was calculated under the assumption that the protoplasts are spherical.

### RNA extraction, library preparation, and sequencing

RNA was extracted from paired samples of whole leaves, total protoplasts (200 000 cells), sorted idioblast protoplasts (50 000 cells), and sorted mesophyll protoplasts (120 000 cells). To purify RNA from the three protoplast populations, a solution of 1% (v/v) β-mercaptoethanol in RNeasy Lysis Buffer (Qiagen) was added in a volume ratio of 3.5:1 of cell suspension. Cells were disrupted by vigorous vortexing, flash-frozen in liquid nitrogen, and stored at –80 °C. RNA extraction was performed with the Rneasy Micro Kit (Qiagen) protocol in agreement with the manufacturer’s instructions. For whole leaf samples, processed as described in the plant material section, RNA was extracted with the Rneasy Plant Mini Kit (Qiagen) following the manufacturer’s instructions. All RNA extracts were precipitated with RNA-grade glycogen (Thermo Scientific), according to the manufacturer’s protocol. Due to RNA degradation, one leaf sample was discarded. For the FACS experiment, libraries were prepared using the Smart-seq2 kit following the manufacturer’s protocol (Picelli *et al.*, 2013). For the indoor/outdoor experiment, libraries were prepared using the TruSeq RNA Library Prep Kit. Sequencing was performed with Illumina HiSeq1500 on pair-end mode (2 × 125 bp) for 250 cycles. Long-read libraries were prepared with Nanopore SQK-PCB109 kit following the manufacturer’s protocol. Sequencing was performed on single-end mode with a MinION sequencer using an R9.4.1 flow cell for 71 h.

### Data quality control and filtering

Illumina raw data were processed with Trimmomatic (version 0.39) (parameters: ILLUMINACLIP:2:30:10 LEADING:3 TRAILING:10 SLIDINGWINDOW:4:15 MINLEN:50) to remove adaptors and low-quality bases, and to filter reads with ≤50 bp (Bolger *et al.*, 2014). For Nanopore data, basecalling and demultiplexing were performed using the Guppy v4.0.14 [Oxford Nanopore Technologies (ONT) Oxford, UK] high accuracy model. All reads were oriented based on barcode sequences using Pychopper (version 2.4, https://github.com/Nanoporetech/pychopper). During this process, barcode sequences were trimmed, low-quality reads were removed, and reads with <50 bp were discarded. Both ‘oriented’ and ‘rescued’ reads were used for downstream analysis. Data quality and statistics were verified using the FastQC tool (version 0.19.11, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### Genome-guided transcriptome assembly and annotation

Following read filtering, all samples were mapped to the *C. roseus* genome v2 (Franke *et al.*, 2019; https://datadryad.org/stash/dataset/doi:10.5061/dryad.08vv50n). For Illumina data, reads were aligned using HISAT2 (version 2.2.0) with the ‘-dta’ option enabled (Kim *et al.*, 2019). Following this step, a transcriptome for each sample was assembled using Stringtie (version 2.1.4) setting the minimum isoform abundance per locus to 0.05 (Kovaka *et al.*, 2019). Nanopore long reads were mapped to the *C. roseus* genome v2 using minimap2 (version 2.15-r905 using parameters -ax splice -uf; Li, 2018), and the primary alignments were used for assembly with Stringtie (using parameters -rf -L).

The Mikado pipeline (version 2.1.0) was then used to merge Stringtie runs and remove redundant sequences (Venturini *et al.*, 2018). Several metrics related to each gene model were computed to aid in improving the final transcriptome reconstruction. Sequences were subjected to ORF calling using TransDecoder (version 5.5.0; Haas *et al.*, 2013) and to homology searches against the Swiss-Prot viridiplantea database using DIAMOND (version 2.0.6 using parameters -e 0.00001 -sensitive -max-target-seqs 50; Buchfink *et al.*, 2015). High-quality splicing junctions were obtained from the Illumina alignments using Portcullis (Mapleson *et al.*, 2018). The CDF97 transcriptome (Dugé de Bernonville *et al.*, 2015b) *C. roseus* complete genes downloaded from NCBI (accessed on 14 February 2021) were mapped to the genome v2 reference annotation using minimap2, and sequences >2500 bp containing two or more hits (>90% query coverage and >80% identity) were identified as putative chimeric reference gene models. The final set of transcripts was obtained using Mikado pick with the ‘plant.yaml’ scoring file, with the above-mentioned fusion gene models being penalized. The genome browser Jbrowser (Buels *et al.*, 2016) was used for visualization of resulting gene models, and manual curation was performed when necessary. GTF and FASTA files including all the mRNA gene models were generated (Supplementary Datasets S1, S2). Gffcompare (Pertea and Pertea, 2020) was used for identification of novel genes, by comparing the final transcriptome with the reference gene models (Supplementary Table S1). BUSCO (Benchmarking set of Universal Single-Copy Orthologs; version 5.0.0) was used to assess the completeness of the final transcriptome using the eudicots_db10 dataset as queries. The full IDIO+ transcriptome (TSA, transcriptome shotgun assembly), including coding, non-coding, and splicing variants, has been deposited at DDBJ/EMBL/GenBank under the accession GKIJ00000000. The version described herein is the first version, GKIJ0100000.

The functional annotation of coding protein sequences was performed using both the pannzer2 (Toronen *et al.*, 2018) web server (http://ekhidna2.biocenter.helsinki.fi/sanspanz/) and the InterproScan software (version 5.50-84.0) (Quevillon *et al.*, 2005) with default parameters (Supplementary Dataset S3). Only the representative transcript isoform for each gene (defined as the higher scoring Mikado transcript for each gene) was annotated. Gene Ontology (GO) terms were obtained from pannzer2 annotation. Enzymes, transporters, and transcription factors from the MIA pathway were annotated manually, with the GO annotation being retrieved from the Uniprot database.

### Quantification and exploratory analysis

Following mapping, quantification of short reads was obtained with featureCounts (version 2.0.1, parameters: -p -t exon -g gene_id) using the mRNA gene models gtf file (Supplementary Dataset S1). Transcripts per million (TPM) values were calculated using the formula: 10^6^×(reads_mapped_to_transcript/ transcript_length)/Sum (reads_mapped_to_transcript/ transcript_length), where reads_mapped_to_transcript is the total number of reads mapped to a gene and transcript length is the size of the gene as outputted by featureCounts. Principal component analysis (PCA) and hierarchical clustering based on sample correlation were performed on short-read data. Count data were imported to R, normalized using the DESeq2 package (version 1.28.1), and transformed using the rlog function (Love *et al.*, 2014). For the PCA, only the top 500 genes, in terms of variance, were considered. Spearman correlation was used for the hierarchical clustering and the figure was generated using the pheatmap package. The RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al*., 2002) and are accessible through GEO Series accession number GSE217852 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217852).

### Differential gene expression analysis

Differential gene expression (DGE) analysis was performed using the DESeq2 package (Soneson *et al.*, 2015). For the analysis, idioblast, mesophyll, and total protoplast samples, as well as indoor and outdoor plant samples from leaf pairs 1 and 4 (12 samples; short reads), were incorporated into the statistical model. Leaf samples from the FACS experiment were excluded from the model due to a higher within-group variance (Supplementary Fig. S1). Only genes with adjusted *P*-values ≤0.05 and absolute log_2_ fold change (FC) ≥1 were considered differentially expressed. The results of DGE are included in Supplementary Tables S2–S4. The TPM expression levels for all the samples used can be found in Supplementary Dataset S4.

### Weighted gene co-expression network analysis

Expression levels from mesophyll and idioblast protoplast samples as well as from leaf pairs 1 and 4 from plants growing indoors/outdoors were used to build a co-expression network using the R package WGCNA (version 1.69; Langfelder and Horvath, 2008). To filter genes with low expression levels, count data were first normalized into counts per million (CPM). Only genes with >1.5 CPM in at least six of the samples were considered for network construction. The filtered gene matrix with raw counts was then subjected to normalization using DESeq2 (Soneson *et al.*, 2015) and was subjected to variance-stabilizing transformation (Anders and Huber, 2010). For the signed network construction, an adjacency matrix was computed by raising to a power of 20 (soft threshold) the Pearson correlation between the expression profiles of every pair of genes (Supplementary Fig. S2). A topological overlap matrix was then computed based on the adjacency values and the network was constructed using the corresponding dissimilarity matrix. Gene modules were identified using the cutreeDynamic function, with the minimum module size set to 30. Resulting modules were clustered using a representative expression profile (the module ‘eigengene’), and correlated modules with a maximum height of 0.15 were merged. Enrichment analysis for each module was performed as described below using the network genes as the background annotation.

For module–trait correlation analysis, the measurements of catharanthine, vindoline, anhydrovinblastine, and vinblastine in idioblast and common mesophyll protoplast samples were converted from ng per cell into ng mg^–1^ DW. It was assumed that the alkaloid content of total protoplasts and leaves was roughly the same, and the average ratio between pair-wise leaf/protoplast samples was applied to idioblast and common mesophyll protoplast samples to estimate values in ng mg^–1^ DW. Module–trait correlation analysis was performed by computing the Pearson correlation between module eigengenes and alkaloid levels. Correlations with a false discovery rate- (FDR) adjusted *P*-value <0.05 were considered significant (Benjamini and Hochberg, 1995).

### Enrichment analysis

Enrichment analysis in GO terms was performed using the topGO package version 2.40 (Alexa *et al.*, 2006) for both up-regulated and down-regulated gene sets. The background annotation was defined as the full list of genes expressed in either idioblasts or common mesophyll protoplasts. For the analysis, GO terms with <5 annotated genes were excluded, to prevent statistical artefacts. The ‘weigth01’ algorithm was used during the analysis. Fisher’s exact test was used to calculate significance for all tests, with *P*-values ≤0.01 being considered as statistically significant.

### Phylogenetic analysis

For phylogenetic analysis, the dicots PLAZA portal (version 4.5; https://bioinformatics.psb.ugent.be/plaza/versions/plaza_v4_5_dicots/) was surveyed to obtain all protein sequences for each studied gene family, from the genomes of *Arabidopsis thaliana*, *Amborella trichopoda*, and *Oryza sativa* (Van Bel *et al.*, 2012). In addition, protein sequences of members with known functions in specialized metabolism, as concluded from a literature survey, were retrieved from GenBank. Protein sequence data were aligned with the *C. roseus* candidate sequences using MAFFT (version 7.475, default parameters, Katoh and Standley, 2013), and the most fitting evolutionary model was determined with SMS version 1.8.4 (Lefort *et al.*, 2017) using the BIC (Bayesian information criterion) as the selection criterion (Supplementary Table S5). Phylogenetic analyses were performed on the CIPRES portal (http://www.phylo.org/) (Miller *et al.*, 2011) using RaxML version 8.2.12 (Stamatakis, 2014), with 1000 rapid bootstraps. Resulting trees were visualized and edited using FigTree (version 1.4.4; http://tree.bio.ed.ac.uk/software/figtree/).

## Results

### Anticancer alkaloids are specifically accumulated in idioblasts

To establish the precise roles of *C. roseus* leaf idioblasts in the MIA pathway, a highly enriched population of leaf idioblast protoplasts was generated by FACS (Fig. 2A), together with a pure population of common mesophyll cell protoplasts. The protoplasts of idioblasts and common mesophyll cells obtained with the applied methodology have been previously shown to retain their *in planta* distinctive identities (Carqueijeiro *et al.*, 2016), and may therefore be used to investigate the precise metabolic and transcriptomic profiles of these two leaf cell types. Idioblast populations contained ~90% of cells showing the intense blue/green autofluorescence and high refraction of the vacuolar content characteristic of *C. roseus* leaf idioblasts, while mesophyll cell populations were constituted exclusively by this cell type.

**Fig. 2.**
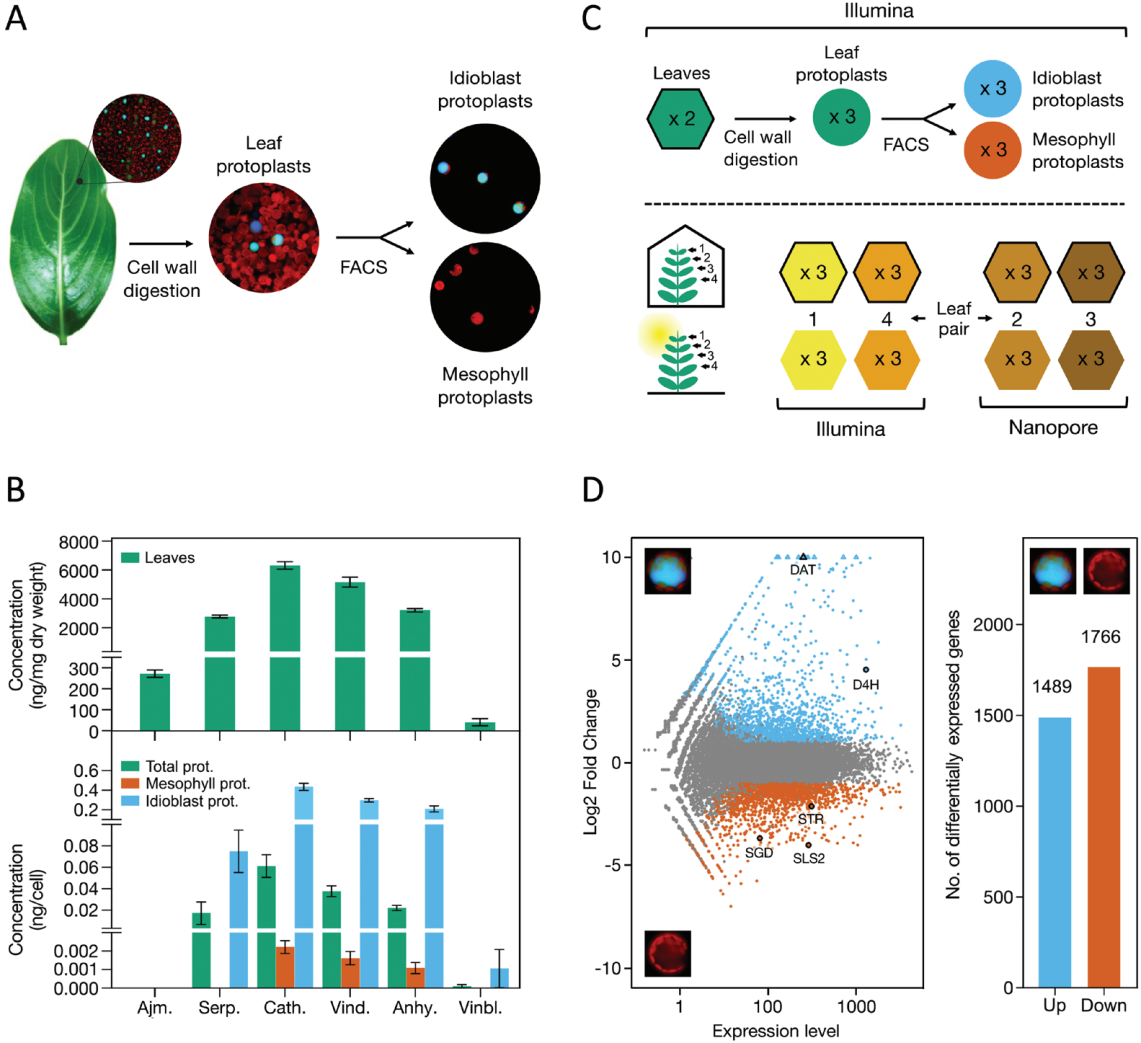
(A) Outline of the experimental setup used to generate populations of *C. roseus* leaf idioblast cells and common mesophyll cells. FACS, fluorescence-activated cell sorting. (B) Levels of the alkaloids detected in leaves, total protoplasts, sorted common mesophyll protoplasts, and sorted idioblast protoplasts. *n*=3. Ajm., ajmalicine; Serp., serpentine; Cath., catharanthine; Vind., vindoline; Anhy., anhydrovinblastine; Vinbl., vinblastine. (C) Experimental design used to generate RNA-seq data for transcriptome assembly. Samples/replicates from the idioblast experimental setup displayed in (A) were used for Illumina sequencing. Samples/replicates from leaf pairs 1 and 4 (counting from the shoot apex) of an experiment including one group of control plants grown in a growth chamber (indoor plants) and another group of plants grown outdoors whilst submitted to natural light/temperature conditions (outdoor plants) were used for Illumina sequencing. Samples/replicates from leaf pairs 2 and 3 of the latter experiment were used for Nanopore sequencing. Hexagons represent leaf samples and circles represent protoplast samples. (D) Summary plots of differentially expressed genes in idioblast protoplasts compared with protoplasts of common mesophyll cells. Left: MA plot showing idioblast up-regulated genes in blue, idioblast down-regulated genes in red-orange, and non-differentially expressed genes in grey. Right: bar plot showing the numbers of differentially expressed genes. Genes with absolute log_2_ FC >1 and adjusted *P*-values <0.05 were considered as differentially expressed. DAT, deacetylvindoline-4-*O*-acetyltransferase; D4H, desacetoxyvindoline-4-hydroxylase; SGD, strictosidine-β-D-glucosidase; STR, strictosidine synthase; SLS, secologanin synthase.

HPLC-MS analysis of the alkaloid profile of leaves and the several protoplast populations is shown in Fig. 2B (details in Supplementary Fig. S3). The analysis revealed the differential presence in idioblasts of extremely high levels of serpentine, catharanthine, vindoline, and anhydrovinblastine, >100-fold in comparison with common mesophyll cells—from 183-fold for vindoline to 196-fold for catharanthine (Supplementary Table S6). These results are in line with the previously observed staining of idioblasts by alkaloid indicators, and recent alkaloid-specific localization using imaging MS and single-cell metabolomics (Yoder and Mahlberg, 1976; Carqueijeiro *et al.*, 2016; Yamamoto *et al.*, 2019; Li *et al.*, 2023). Vinblastine was detected in idioblasts in low levels but was not detectable in common mesophyll cells. Ajmalicine was detected in leaves and was absent from all protoplast samples. Li *et al.* (2023) also did not detect the presence of ajmalicine in any *C. roseus* leaf protoplast cell population.

The relative proportions of the different alkaloids in idioblast protoplasts were very similar to those observed in leaves and total protoplasts, suggesting that the alkaloid content of idioblasts makes a decisive contribution to the total alkaloid content of leaves (together with laticifers, likely accumulating a similar alkaloid profile, given the similar autofluorescence profile and reactivity with alkaloid reagents; Carqueijeiro *et al.*, 2016). Furthermore, the catharanthine/vindoline ratio is similar in leaves and in idioblasts (1.67 and 1.99, respectively, Supplementary Table S6), clearly indicating that all catharanthine detected in leaves is co-localized with vindoline in idioblasts and likely in laticifers. The presence of high levels of anhydrovinblastine indicates the occurrence of intense dimerization, further confirming co-localization of catharanthine and vindoline. The molar concentration estimated for catharanthine, vindoline, and anhydrovinblastine in idioblasts was in the milimolar range (158, 79, and 32 mM, respectively; Supplementary Table S6), as observed very recently for catharanthine and vindoline by Li *et al.* (2023) using single-cell metabolomics.

### A novel transcriptome assembly refines *C. roseus* gene models

The observed importance of idioblasts for alkaloid accumulation in *C. roseus* leaves (Fig. 2B) prompted the investigation of the differential transcriptomic profile of this cell type, aiming to identify candidate genes for key biosynthetic, transport, and transcriptional regulatory events of the MIA pathway, as well as to build up a global picture of the biology of this cell type. Idioblasts are under-represented within leaf tissues and, therefore, their transcripts may not have been detected in previous *C. roseus* transcriptomic projects, which were the main sources for the identification of coding sequences in the *C. roseus* genomes v1 and v2 (Kellner *et al.*, 2015; Franke *et al.*, 2019). 

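Idioblasts are scattered leaf cells that store alkaloids, and common mesophyll cells are the photosynthetic cells around them. In the fluorescence-activated cell sorting (FACS) experiment, leaf protoplasts, which are cells freed of their walls, of plants kept at 25 °C with 16 h of light were sorted into idioblast and common mesophyll protoplasts, and unsorted total protoplasts and whole leaves were sampled beside them. The paper took its 3 replicates from separate groups of plants. RNA-seq counts of 3 samples each of idioblast, mesophyll and total protoplasts and of 2 leaf samples were analysed, the paper stating that a further leaf sample was discarded because its RNA was degraded. RNA was extracted from 50000 idioblast, 120000 mesophyll or 200000 total protoplasts, and libraries were made with the Smart-seq2 kit and sequenced as Illumina read pairs. Counts over genes added up to 11649548 to 17625811 (median 15621103) per idioblast sample, 10640004 to 12670642 (median 11621136) per mesophyll sample and 11955674 to 15877878 (median 12827310) per total protoplast sample. The 2 leaf samples had 10263533 and 13169700 counts. The authors trimmed the reads with Trimmomatic 0.39, aligned them to the C. roseus genome v2 with HISAT2 and counted them over the exons of each IDIO+ gene model with featureCounts 2.0.1, which gave raw counts for 35722 genes. No strand option is given for that counting, so the counts of overlapping and antisense genes are uncertain. Starting from these counts, expression was scaled by TMM to CPM, the count of a gene relative to the scaled total of its sample. Groups were compared with edgeR's quasi-likelihood test over the 21 Illumina samples that the paper put into its own model, in 7 groups of 3. A gene was called at an adjusted p of at most 0.05 and a log2 fold change (FC) of at least 1 in either direction, among the 18339 genes with enough counts. The test used, the low-count filter, the scaling and the samples that share the estimate of spread are the choices that could change these numbers.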

As such, a *de novo* genome-guided transcriptome assembly was performed, using RNA-seq short-read data obtained from the same samples as those analysed for alkaloid levels, complemented with RNA-seq data generated from a second experiment (Fig. 2C). In the latter, a group of control plants was grown in a growth chamber (indoor plants) while another group was grown outdoors, submitted to natural light/temperature conditions (outdoor plants). 

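For the indoor/outdoor experiment, leaf pairs 1 to 4, counted from the shoot apex so that pair 1 is the youngest, were taken from 3 plants per growth condition. Indoor plants stayed at 25 °C with 16 h of light, and outdoor plants had spent about 6 months in direct sunlight. Leaf pairs 1 and 4 were sequenced as Illumina read pairs from TruSeq libraries, and leaf pairs 2 and 3 as Nanopore long reads, with 3 samples per leaf pair and growth condition. Total counts were 11965685 to 15035709 (median 13941446) for leaf pair 1 indoors and 13402073 to 15122993 (median 14049404) outdoors, and 11786879 to 12931050 (median 12149689) for leaf pair 4 indoors and 11567947 to 12484041 (median 12261217) outdoors. The long reads were far fewer, with totals of 85976 to 507057 (median 489903) for leaf pair 2 indoors, 282960 to 549018 (median 524688) for leaf pair 2 outdoors, 452863 to 509438 (median 452932) for leaf pair 3 indoors and 453941 to 732961 (median 543025) for leaf pair 3 outdoors. The authors oriented and trimmed the long reads with Pychopper and estimated counts per gene with minimap2 and Salmon 1.4.0. These estimated counts were rounded to whole numbers before any test. The 12 Illumina leaf samples were fitted together, with 17299 genes tested, and the 12 Nanopore samples separately, with 5641 genes tested, by the same test and thresholds as the protoplasts.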

The RNA-seq experiment design illustrated in Fig. 2C generated a short-read dataset containing 432 million paired-end reads (2 × 125 bp) across 23 biological samples, and a long-read dataset containing 12.6 million reads across 12 biological samples with a median length of 479 bp and an N50 of 731 bp. Consistency in the alignment ratio was observed across all samples, with >90% of the short-read data and 84% of the Nanopore data mapping to the genome v2. An overview of the data can be found in Supplementary Table S7.

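Idioblast samples had at least 1 count for 18669 to 19233 genes, mesophyll samples for 18176 to 18773 and total protoplast samples for 18155 to 18681. In the Illumina leaf samples of the indoor/outdoor experiment, 19589 to 19723 genes had a count in leaf pair 1 indoors and 18920 to 19176 in leaf pair 4 outdoors. The shallower Nanopore samples reached 9787 to 14376 genes in leaf pair 2 indoors and 13531 to 14232 in leaf pair 3 outdoors. Set against the processed reads of Table S7, the counts made up 68.5% to 86.4% of the read pairs over the 23 Illumina samples, where the paper's reported share of quantified reads is 65.0% to 83.3%. Over the 12 Nanopore samples they made up 48.7% to 61.3% of the reads, and the paper's reported share is 65.1% to 74.9%. All values given here use the counts, not the raw reads.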

The approach used for the genome-guided transcriptome assembly is summarized in Supplementary Fig. S4. After the initial assembly and analysis, several erroneous gene models were detected not only on the individual Stringtie runs but also on the original reference annotation (Supplementary Fig. S5). These artefacts included transcript fusion, fragmented transcripts, and incorrect exon–intron chains. To minimize this problem, Mikado was employed to merge the independent sample assemblies and refine the resulting transcripts (Venturini *et al.*, 2018). This approach corrected several gene models, including models present in the genome v2 reference annotation. The novel assembly contained 59 496 transcriptomic isoforms across 38 788 genes, of which 35 722 were predicted to have an ORF (Supplementary Table S8). This novel transcriptome assembly is hereafter named IDIO+.

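Counts were given for 35722 genes, and 23391 of them had at least 1 count in at least 1 of the 23 Illumina samples. Of the 74 genes of the MIA pathway in Table S9 (enzymes, transporters and transcription factors), 73 had a row of counts, and geissoschizine oxidase (GO) was not analysed here. The early iridoid enzyme geraniol 8-hydroxylase (G8H) had 246 ± 26.2 CPM (SD, n = 3) in leaf pair 1 indoors, and strictosidine synthase (STR), which joins the iridoid and indole branches, 112 ± 12.1 CPM (SD, n = 3) in leaf pair 1 indoors. Copies of a gene that are nearly identical, such as the secologanin synthases SLS1 to SLS4, can share reads, so their individual levels are uncertain.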

Assessment with BUSCO detected 96% of the eudicot core orthologues as complete and 1.3% as fragmented in IDIO+, which represents a significant improvement over the annotation of the reference genome v2, whose scores are 90.6% complete and 3.5% fragmented (Supplementary Table S8) (Franke *et al.*, 2019; Seppey *et al.*, 2019). The IDIO+ BUSCO scores are similar to the CDF97 consensus transcriptome reported by Dugé de Bernonville *et al.* (2015b). However, the high number of gene clusters in CDF97, as well as its high number of duplicated orthologues in BUSCO, indicate redundancy, which was avoided with the genome-guided method used here.

Protein-coding genes were annotated with panzer2 and resulted in GO terms being assigned to 34, 35.1, and 35.5% of the genes for Biological Process, Molecular Function, and Cellular Component, respectively (Toronen *et al.*, 2018). Functional domains and protein families were also annotated using Interpro (Blum *et al.*, 2021) and resulted in 59.9% of the genes being annotated in at least one of the member databases. The overall annotation rate across both methods was 61%. Since the MIA pathway is central to this study, annotation of this pathway’s enzymes, transporters, and transcription factors was performed manually in IDIO+ (Supplementary Table S9).

IDIO+ generated 1128 novel gene loci in comparison with the *C .roseus* genome v2 reference annotation (Supplementary Table S1). 

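The 1128 gene loci of Table S1 are those that IDIO+ has and the genome v2 annotation lacks, and all of them had a row of counts. At a mean of at least 1 CPM over the 3 idioblast samples, 602 were expressed in idioblasts, and 757 had a count in every idioblast sample. Among the 832 that could be tested, 65 were higher and 59 lower in idioblasts than in mesophyll protoplasts, and 135 had a log2 FC of at least 1 whatever their p. They include the MYB transcription factor CATHA_22102 and the LOB domain transcription factor CATHA_35704, which had a log2 FC of 6.56 (standard error 0.618, adjusted p = 2.1e-07). The ankyrin repeat protein gene CATHA_29525 was at 27.2 ± 8.82 CPM (SD, n = 3) in idioblasts and 0.340 ± 0.102 CPM (SD, n = 3) in mesophyll protoplasts. Lower in idioblasts was CATHA_28816, described as a boron transporter, with a log2 FC of -2.55 (standard error 0.398, adjusted p = 8.7e-05). DESeq2 gave an adjusted p for 993 of the loci, and 207 had a log2 FC of at least 1, loci without an adjusted p included. Without its low-count filter, edgeR also gave 207, with 1122 loci tested. With edgeR fitted to the 6 compared samples alone, 78 of 598 did.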

Most significantly, 567 of these new genes are expressed in idioblasts, 208 with a log_2_ FC ≥1, increasing the likelihood of discovery of undisclosed transcripts involved in the MIA pathway (Supplementary Table S1; Supplementary Fig. S6). IDIO+ further allowed to uncover alternative splicing events and transcriptomic isoforms, adding new layers of information to the genome.

### Differential gene expression reveals a clear specialization of idioblasts

The improved *C. roseus* reference gene models of IDIO+ were used to perform the characterization of the differential transcriptomic landscape of idioblasts. PCA and hierarchical clustering based on gene expression profiles revealed that idioblasts and common mesophyll cells have clearly distinct transcriptomic profiles (Supplementary Figs S7, S8). This allowed the implementation of DGE analysis of idioblast protoplasts, using the mesophyll protoplast samples as a reference. 

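Idioblast samples resembled each other more than any of them resembled a mesophyll sample. Over the 500 most variable genes on the rlog scale, a log2 scale that shrinks low counts, Spearman's rho was 0.973 to 0.983 between idioblast samples, 0.969 to 0.978 between mesophyll samples and 0.895 to 0.928 between an idioblast and a mesophyll sample. Total protoplasts stood nearer to mesophyll protoplasts, with rho of 0.954 to 0.982, than to idioblasts, with rho of 0.933 to 0.952. In the PCA over all 23 Illumina samples, idioblasts and mesophyll protoplasts parted on the second component (4.8% of the variance), where idioblasts lay between 8.98 and 10.7 and mesophyll protoplasts between -4.11 and -2.69. Over all genes with a count, the gap was narrower, with rho of 0.97 to 0.979 between the cell types against 0.991 to 0.994 between idioblast samples. These correlations run across genes within pairs of samples, and genes are not independent replicates.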

Robustness of the DGE approach was further guaranteed using an effect size filter (absolute log_2_ FC ≥1) in addition to the significance filter, and by the inclusion in the statistical model of RNA-seq short-read data from the three samples of total protoplasts and from 12 samples of the indoor/outdoor experiment.

The idioblastome included 1489 genes overexpressed in this cell type, relative to common mesophyll cells, while 1776 genes were underexpressed (Fig. 2D). 

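Against common mesophyll protoplasts, 1322 genes were higher and 1672 lower in idioblasts among the 18339 tested. Among the 10 described genes with the largest fitted increases were a glycosyltransferase (CATHA_25538), an aromatic amino acid decarboxylase (CATHA_32840), a 2-oxoglutarate-dependent oxygenase (CATHA_15400) and an AP2 transcription factor (CATHA_26959), each with no counts in any mesophyll sample. In idioblasts they were at 155 ± 45.5 CPM (SD, n = 3), 68.4 ± 10.0 CPM (SD, n = 3), 38.5 ± 2.45 CPM (SD, n = 3) and 10.3 ± 4.12 CPM (SD, n = 3). Taking 3 counts over the mesophyll group as the floor, these are at least 1366-fold, 602-fold, 339-fold and 90.5-fold higher. Descriptions were found for 475 of the genes higher but for 48 of those lower, since Table S3, of genes lower in idioblasts, was not used here, and 23 of these 48 are MIA genes of Table S9. The 10 largest decreases among described genes, all from Table S9, included the MIA enzyme loganic acid methyltransferase (LAMT), the reductase Redox1 and the transporter CrNPF2.6, with a log2 FC of -3.74 (standard error 0.381, adjusted p = 5.6e-07) by edgeR's quasi-likelihood test. Of the 2994 calls, 2675 had every idioblast sample on one side of every mesophyll sample; 6113 of the 18339 tested genes did, where chance gives 10%. Against total protoplasts, 1463 genes were higher and 1478 lower in idioblasts, while 80 were higher and 147 lower in mesophyll than in total protoplasts, these comparisons sharing the total protoplast samples. With only the 9 protoplast samples in the fit, 1147 genes were higher and 954 lower in idioblasts than in total protoplasts. Mesophyll against total protoplasts moved with the fit, to 208 higher and 285 lower with DESeq2 and to 13 and 64 with those 9 samples. It also moved with single libraries, to 192 higher and 223 lower without mesophyll replicate 1, 43 higher and 121 lower without mesophyll replicate 3, 133 higher and 168 lower without total protoplast replicate 2 and 47 higher and 126 lower without total protoplast replicate 3.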

The full list of differentially expressed genes can be found in Supplementary Tables S2–S4. The top 25 idioblast up-regulated genes ranked by log_2_ FC and the top 25 genes ranked by expression levels in idioblasts are presented in Tables 1 and 2, respectively. 

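All 25 genes of Table 1 were higher in idioblasts than in mesophyll protoplasts, as were 24 of the 25 genes of Table 2 (25 when adjusted over the list alone). The paper chose both lists on these samples, so their direction is not independent evidence. The median log2 FC was 9.88 over Table 1, or 9.56 with the genes that had no mesophyll count at their lower bound, and 2.43 over Table 2. Some of the most abundant idioblast transcripts were also abundant in mesophyll protoplasts. The enzyme 1-aminocyclopropane-1-carboxylate oxidase (CATHA_22715), which makes the hormone ethylene, was at 6448 ± 701 CPM (SD, n = 3) in idioblasts and 2965 ± 291 CPM (SD, n = 3) in mesophyll protoplasts, a log2 FC of 1.15 (standard error 0.18, adjusted p = 8.7e-05). In contrast, the repressor MYB4 (CATHA_20042) of Table 1 was at 508 ± 107 CPM (SD, n = 3) against 0.634 ± 0.723 CPM (SD, n = 3). A histone deacetylase (CATHA_23202), which acts on chromatin, had a log2 FC of 2.86 (standard error 0.164, adjusted p = 1.9e-10), and a hexosyltransferase (CATHA_7984) of 2.46 (standard error 0.331, adjusted p = 1.7e-05). Some calls depended on the samples used. CATHA_9026 fell short of the threshold without idioblast replicate 2 or 3 or mesophyll replicate 1 or 2, at an adjusted p of 0.0524 to 0.115, and with the FACS leaves in the fit (adjusted p = 0.165), as did the J domain gene CATHA_15979 in that fit (adjusted p = 0.0771).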

To further understand the underlying roles played by idioblasts, a GO term enrichment analysis was performed for both up- and down-regulated genes (Fig. 3).

**Table 1.** Top 25 up-regulated genes in idioblast protoplasts compared with protoplasts of common mesophyll cells, ranked by log_2_ FC

Gene ID	Log_2_FC	Annotation	TPM
CATHA_25538	12.92	Glycosyltransferase	109.9
CATHA_32840	11.73	Aromatic amino acid decarboxylase 2	53.4
CATHA_24235	11.28	Small GTPase superfamily	109.1
CATHA_18760	10.92	Abscisic stress-ripening protein 2	45.3
CATHA_15400	10.90	**2-Oxoglutarate (2OG) and Fe (II)-dependent oxygenase superfamily protein**	43.9
CATHA_18104	10.77	Beta-amylase	841.4
CATHA_5278	10.23	Sugar transporter	18.4
CATHA_18617	10.23	**Deacetylvindoline-4-*O*-acetyltransferase (DAT)**	65.1
CATHA_12642	10.09	**Tetrahydroalstonine synthase (THAS)**	20.4
CATHA_33484	10.01	DUF679 domain membrane protein 2	695.5
CATHA_10489	10.00	**Serpentine synthase**	75.4
CATHA_38357	10.00	Hypothetical protein	293.2
CATHA_33482	9.95	DUF679 domain membrane protein 2	3725.2
CATHA_30029	9.73	Nodulin MtN21/EamA-like transporter family protein (fragment)	55.1
CATHA_26821	9.73	**Nitrate transporter (NPF2)**	989.6
CATHA_29024	9.71	Premnaspirodiene oxygenase-like (71D)	12.7
CATHA_20042	9.68	Transcription repressor MYB4	612.8
CATHA_33483	9.64	DUF679 domain membrane protein 2	187.1
CATHA_32017	9.60	Major latex protein domain-containing protein	1547.4
CATHA_5494	9.46	Major latex protein	580.6
CATHA_22670	9.46	Phytocyanin domain-containing protein	214.6
CATHA_21679	9.44	**MATE efflux family protein**	258.9
CATHA_24905	9.42	**WRKY transcription factor**	145.3
CATHA_27906	9.38	Purine permease (PUP)	334.7
CATHA_27908	9.29	Purine permease (PUP)	710.1

Manually annotated genes from the MIA pathway are in bold, as are gene families implicated in the MIA pathway. Transcripts per million (TPM) are the average of three idioblast protoplast samples.

**Table 2.** Top 25 up-regulated genes in idioblast protoplasts, compared with protoplasts of common mesophyll cells, ranked by expression levels

Gene ID	Log_2_FC	Annotation	TPM
CATHA_15668	5.86	Major latex protein domain-containing protein	7199.5
CATHA_22715	1.18	1-Aminocyclopropane-1-carboxylate oxidase	5773.2
CATHA_35751	1.83	Beta-fructofuranosidase, insoluble isoenzyme CWINV1-like	4103.5
CATHA_10184	1.82	Hypothetical protein	4078.3
CATHA_33482	9.95	DUF679 domain membrane protein 2	3725.2
CATHA_19823	3.39	Dehydrin	3393.2
CATHA_16221	2.66	Glutamic acid-rich protein-like isoform X1	3347.6
CATHA_13610	1.78	Dehydrin	2585.9
CATHA_7984	2.48	Hexosyltransferase	2382.5
CATHA_9897	1.97	Response to dessication 2	2107.2
CATHA_15979	1.21	J domain-containing protein	2074.7
CATHA_36137	1.21	GDSL-like lipase/acylhydrolase superfamily protein	1973
CATHA_23202	2.88	Histone deacetylase HDT1-like	1964
CATHA_9026	1.09	Hypothetical protein	1786.8
CATHA_18758	2.62	Similar to *Saccharomyces cerevisiae* YMR173W DDR48 DNA damage-responsive protein	1770.5
CATHA_32017	9.60	Major latex protein domain-containing protein	1547.4
CATHA_25357	4.53	**Desacetoxyvindoline-4-hydroxylase (D4H)**	1541.2
CATHA_8113	2.45	Polygalacturonase inhibitor	1501.8
CATHA_26149	7.39	Patatin	1386.8
CATHA_12222	5.02	Glutamine synthetase	1354.1
CATHA_29872	1.23	Nematode resistance protein-like HSPRO2	1348.8
CATHA_34966	1.17	Malic enzyme	1329.5
CATHA_26934	1.84	NAC domain-containing protein	1300.1
CATHA_18632	1.44	Kunitz trypsin inhibitor 2-like	1241.9
CATHA_7086	5.69	Isoflavone reductase homologue	1233.8

Manually annotated genes from the MIA pathway are in bold. TPMs are the average of three idioblast protoplast samples.

**Fig. 3.**
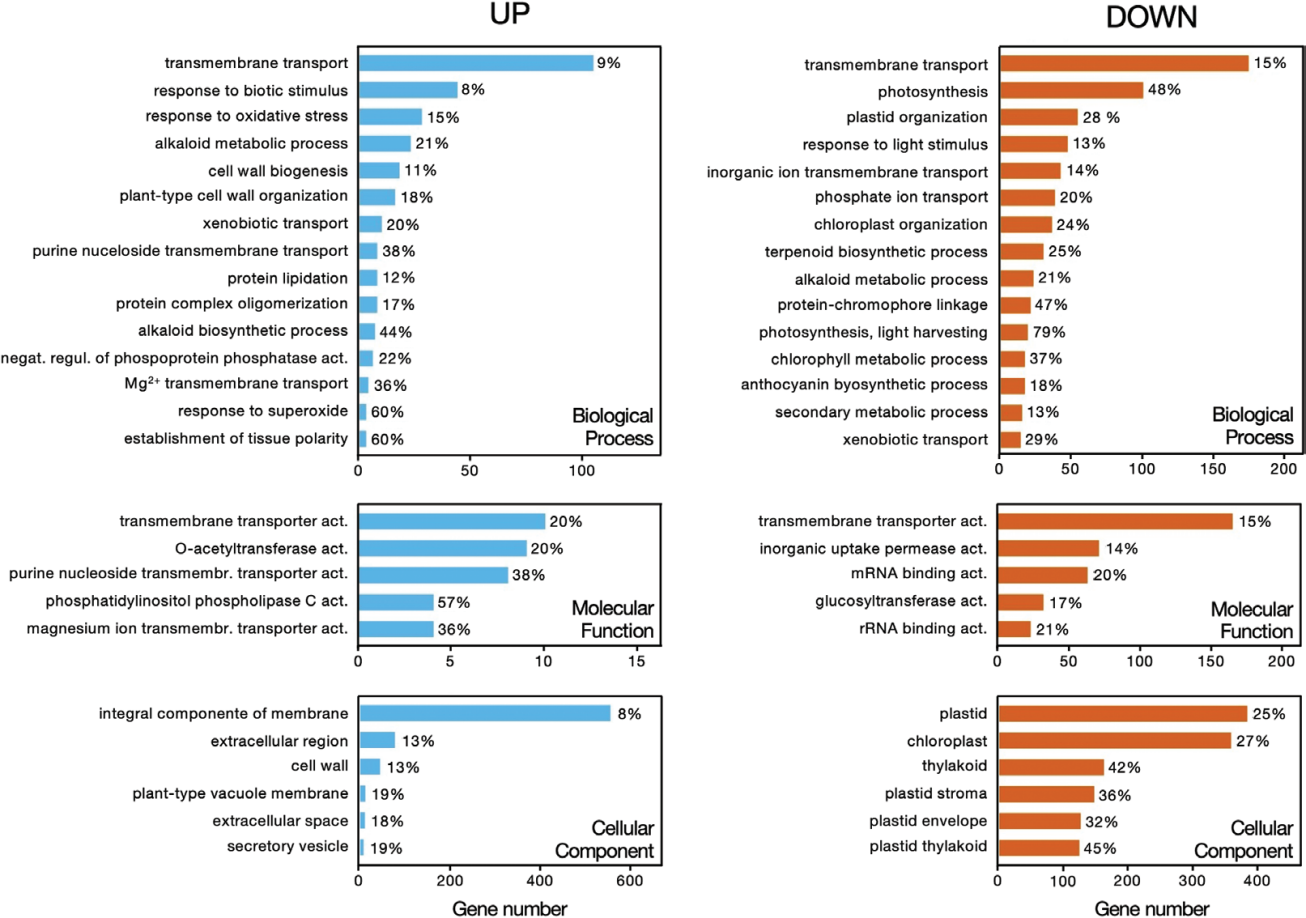
Enrichment analysis of GO terms associated with genes up-regulated (left, blue) and down-regulated (right, red-orange) in idioblast protoplasts compared with common mesophyll cell protoplasts. The percentage of up- or down-regulated genes from each GO term, in relation to the background annotation (list of genes expressed in either idioblasts or common mesophyll protoplasts), is represented next to the respective bar. When a category included >15 significantly enriched terms, only the top 15 (ordered by the number of genes up- or down-regulated) were included.

The top up-regulated/highly expressed idioblast genes include several genes involved in the biosynthesis of MIAs, namely the idioblast marker genes deacetylvindoline-4-*O*-acetyltransferase (*DAT*) and desacetoxyvindoline-4-hydroxylase (*D4H*), confirming the identity of the idioblast protoplast population and the robustness of the DGE approach. 

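Among the protoplast samples, transcripts of the last enzymes of vindoline synthesis were highest in idioblasts. The late pathway genes had a median log2 FC of -3.33 in total protoplasts against FACS leaves, so levels in protoplasts need not be those in the leaf. DAT, which acetylates deacetylvindoline to vindoline, was at 87.7 ± 15.6 CPM (SD, n = 3) in idioblasts, against 2 counts over the 3 mesophyll samples, a ratio of 1122 (95% counting interval 310.4 to 9271). D4H, which hydroxylates the intermediate before it, was at 2212 ± 1043 CPM (SD, n = 3) in idioblasts and 101 ± 53 CPM (SD, n = 3) in mesophyll protoplasts, a log2 FC of 4.50 (standard error 0.379, adjusted p = 4.5e-08) by edgeR's quasi-likelihood test. In total protoplasts, DAT was at 4.67 ± 0.537 CPM (SD, n = 3) and D4H at 152 ± 43.7 CPM (SD, n = 3), and against these both were higher in idioblasts, with log2 FCs of 4.29 and 3.92. Counting intervals and floors given here cover counting error only, since PCR copies of a read are not independent molecules. The paper takes the place of these marker genes among the top up-regulated and highly expressed genes as added evidence that the sorted population is one of idioblasts. Its other evidence is the autofluorescence and refraction of the sorted cells and earlier work with the same sorting.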

Quantitative PCR (qPCR) confirmation of *DAT* and *D4H* differential expression in a similar FACS idioblast protoplast population has been reported in Carqueijeiro *et al.* (2016). GO enrichment analysis shows that the Biological Process terms ‘alkaloid metabolic process’ (23 genes, 21%) and ‘alkaloid biosynthetic process’ (7 genes, 44%) appear over-represented in idioblasts, while ‘alkaloid metabolic process’ (23 genes, 21%) is also enriched in the down-regulated genes. This fits with the known partition of the *C. roseus* alkaloid pathway between different cell types.

The top idioblast up-regulated genes further include several transporters from gene families involved in alkaloid transport discussed below as MIA candidates [multidrug and toxic compound extrusion (MATE), purine permease (PUP), and nitrate and peptide transporter family (NPF)], and a bidirectional amino acid transporter (MtN21/EamA-like transporter) that may be important to feed idioblasts with amino acid precursors (Table 1). 

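The 10 transporters that the paper singles out as MIA candidates (4 MATE, 4 PUP, 1 NPF and 1 ABCB gene) were all higher in idioblasts than in mesophyll protoplasts by edgeR's quasi-likelihood test, with a median log2 FC of 6.30, or 5.94 with the gene that had no mesophyll count at its lower bound. Against total protoplasts, all 10 were higher as well, with a median of 5.01. In mesophyll protoplasts, 5 of them were lower than in total protoplasts. All 10 increases were also called when adjusted over the list alone, and since the paper chose the genes on these samples the list is not independent evidence. In total protoplasts, the nitrate/peptide family gene CATHA_26821 was at 53.1 ± 16.6 CPM (SD, n = 3) and the MATE gene CATHA_21679 at 9.30 ± 5.74 CPM (SD, n = 3).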

MtN21/EamA-like transporters have been implicated in glutamine transport (Denancé *et al.*, 2014) and their strong up-regulation in idioblasts (~10 log_2_ FC, Table 1) may be related to the fact that glutamine synthetase is also up-regulated (~5 log_2_ FC, Table 1), and is among the top 25 genes with higher expression levels in idioblasts (Table 2). 

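The MtN21/EamA-like gene CATHA_30029, of a family of amino acid carriers, was at 62.2 ± 12.2 CPM (SD, n = 3) in idioblasts, against 2 counts over the 3 mesophyll samples. That is a ratio of 844 (95% counting interval 234 to 6976), and a fitted log2 FC of 9.56 (standard error 0.618, adjusted p = 1.1e-09). Glutamine synthetase (CATHA_12222), which fixes ammonium into glutamine, was at 2276 ± 230.1 CPM (SD, n = 3) in idioblasts and 73.1 ± 16.4 CPM (SD, n = 3) in mesophyll protoplasts, a log2 FC of 5.00 (standard error 0.205, adjusted p = 1.3e-12) by edgeR's quasi-likelihood test. In total protoplasts the transporter was at 1.40 ± 0.843 CPM (SD, n = 3) and glutamine synthetase at 165 ± 7.84 CPM (SD, n = 3).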

The top enriched term for the GO category Biological Process is ‘transmembrane transport’, for both up- and down-regulated genes, indicating an important differential specialization of idioblasts. Up-regulated ‘transmembrane transport’ represents the term with the highest number of annotated genes (105), with up-regulated genes further including enrichment in ‘xenobiotic transport’, ‘purine nucleoside transport’, and ‘copper ion transmembrane transport’. Transporter activities are also the bulk of GO terms enriched in idioblasts for the category Molecular Function, with ‘integral component of membrane’ being the top enriched term for the category Cellular Component, further indicating a strong distinctiveness of idioblast membranes.

Idioblast vacuoles, a logical final alkaloid accumulation target, also seem to be distinct from surrounding cells, as indicated by the enrichment of the GO term ‘plant-type vacuole’ in up-regulated genes. Moreover, DUF679 domain membrane protein genes, which appear among the genes with the highest log2 fold up-regulation and expression levels in idioblasts (Tables 1, 2), have been implicated in tonoplast and endoplasmic reticulum membrane remodelling, namely during vacuole biogenesis (Kasaras *et al.*, 2012).

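All 3 DUF679 membrane protein genes were higher in idioblasts than in mesophyll protoplasts. CATHA_33482 was at 2875 ± 478 CPM (SD, n = 3) in idioblasts and 2.98 ± 1.68 CPM (SD, n = 3) in mesophyll protoplasts, and CATHA_33484 at 711 ± 76.7 CPM (SD, n = 3) against 0.729 ± 0.279 CPM (SD, n = 3). Their log2 FCs were 9.93 (standard error 0.481, adjusted p = 1.5e-11) and 9.96 (standard error 0.318, adjusted p = 5.2e-14) by edgeR's quasi-likelihood test. CATHA_33483, with a log2 FC of 9.59 (standard error 0.681, adjusted p = 3.9e-09), had 7 counts in 1 mesophyll sample and none in the other two. The same 3 genes were lower in mesophyll than in total protoplasts, with a median log2 FC of -5.10. The genes have neighbouring numbers and similar descriptions, so reads shared between close copies leave their individual levels uncertain. The paper drew them from these samples, which makes their direction not independent evidence.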

Second to transmembrane transport, ‘response to biotic stimulus’ and ‘response to oxidative stress’ are the GO terms more represented in idioblast up-regulated genes (Fig. 3). Accordingly, some of the genes with the highest expression/up-regulation in idioblasts are related to plant defence responses, including several major latex proteins (MLPs), patatin, nematode resistance protein-like, isoflavone reductase, etc. 

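Of 13 defence and stress genes that the paper names or lists in Tables 1 and 2, 12 were higher in idioblasts than in mesophyll protoplasts and 1 did not pass the test (13 higher when adjusted over the list alone). The major latex protein genes, for a family of pathogen-related proteins, CATHA_15668, CATHA_32017 and CATHA_5494, reached 4396 ± 509 CPM (SD, n = 3), 1118 ± 178 CPM (SD, n = 3) and 825 ± 278 CPM (SD, n = 3) in idioblasts. In mesophyll protoplasts, they were at 79.0, 1.55 and 1.24 CPM, and the log2 FCs were 5.83, 9.57 and 9.42. Patatin (CATHA_26149), a storage protein with lipase activity, had a log2 FC of 7.37 (standard error 0.524, adjusted p = 3.9e-09), and isoflavone reductase (CATHA_7086) of 5.67 (standard error 0.428, adjusted p = 9.5e-09) by edgeR's quasi-likelihood test. The nematode resistance protein-like gene HSPRO2 (CATHA_29872) was at 2091 ± 549.9 CPM (SD, n = 3) in idioblasts and 940.1 ± 421 CPM (SD, n = 3) in mesophyll protoplasts, a log2 FC of 1.20 (standard error 0.466, adjusted p = 0.0625). It did not pass the test, whereas it passed with DESeq2 (adjusted p = 0.0340) and with replicate as a block (adjusted p = 0.0373). Against total protoplasts, 11 of the 13 genes were higher in idioblasts. The list was drawn from these samples and is not independent evidence. The median log2 FC over the list was 5.67, also with the gene without mesophyll counts at its lower bound.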

(Tables 1, 2) (Lytle *et al.*, 2009; Cheng *et al.*, 2015; Bártová *et al.*, 2019). Notably, isoflavone reductases are found only in plants and they are considered to be very important in defence against several biotic stresses (Cheng *et al.*, 2015). Several of the top idioblast up-regulated genes have also been implicated in abiotic stress, such as abcisic acid ripening 1 (*ASR1*), dehydrin, and phytocyanin (Golan *et al.*, 2014; Cao *et al.*, 2015).

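ASR (CATHA_18760), a small protein induced by abscisic acid and ripening, was at 39.0 ± 4.04 CPM (SD, n = 3) in idioblasts with no counts in mesophyll protoplasts, which is at least 343-fold higher against a floor of 3 counts over the mesophyll group. Of the 2 dehydrins, proteins that protect cells from water loss, CATHA_19823 was at 3561 ± 258 CPM (SD, n = 3) in idioblasts and 353 ± 115 CPM (SD, n = 3) in mesophyll protoplasts, and CATHA_13610 at 2443 ± 244 CPM (SD, n = 3) and 742 ± 42.4 CPM (SD, n = 3). Their log2 FCs were 3.36 (standard error 0.322, adjusted p = 2.5e-07) and 1.75 (standard error 0.198, adjusted p = 2.1e-06) by edgeR's quasi-likelihood test. The phytocyanin gene (CATHA_22670), for a blue copper protein, was at 206 ± 8.41 CPM (SD, n = 3) against 0.311 ± 0.182 CPM (SD, n = 3), a log2 FC of 9.40 (standard error 0.337, adjusted p = 2.2e-13). A desiccation-response gene (CATHA_9897) had a log2 FC of 1.95, and the other members of the same list, Kunitz trypsin inhibitor (CATHA_18632) and polygalacturonase inhibitor (CATHA_8113), of 1.42 and 2.43.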

The idioblast genetic programme seems to be particularly fitted not only to respond to stress, but also to sense stress. The signalling differential specialization of idioblasts is suggested by the high number/‘category %’ of idioblast up-regulated genes annotated with the GO terms ‘integral component of membrane’ (557 genes) and ‘phosphatidylinositol phospholipase C activity’ (57% genes of the category) (Fig. 3). 

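The small GTPase gene CATHA_24235 was at 97.4 ± 10.6 CPM (SD, n = 3) in idioblasts, and a single count was found over the 3 mesophyll samples. The ratio is 2619 (95% counting interval 469.7 to 103500), and the fitted log2 FC 11.06 (standard error 0.547, adjusted p = 1.9e-11) by edgeR's quasi-likelihood test. In total protoplasts it was at 1.92 ± 0.675 CPM (SD, n = 3), and idioblasts stood above these with a log2 FC of 5.70 (standard error 0.342, adjusted p = 5.1e-10). With 1 mesophyll count, the ratio is known only within that wide interval.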

The ~11 log_2_ FC idioblast up-regulation of a small GTPase, which is the third gene with higher log_2_ FC (Table 1), also indicates that idioblasts are quite distinct from mesophyll cells in relation to signalling, since small GTPases are molecular switches that typically function as network nodes integrating broad regulatory inputs into broad effector outputs (Reiner and Lundquist, 2018). A further indication of the higher capacity of idioblasts to sense and respond to stress is the fact that the GO terms ‘cell wall biogenesis’, ‘cell wall thickening’, and ‘cell wall’ are enriched in this cell type, suggesting that these cells respond more efficiently to the protoplasting aggression than common mesophyll cells. Consequently, idioblasts are likely more responsive to cell wall damage resulting from herbivore attack. Another idioblast-enriched term worth mentioning is ‘establishment of tissue polarity’, which potentially includes genes involved in the differentiation of this cell type.

The top enriched GO terms among idioblast down-regulated genes, after ‘transmembrane transport’, include many terms related to photosynthesis, chloroplasts, light, etc., and show an impressive down-regulation of 79% of the genes related to light harvesting (Fig. 3). Furthermore, all enriched GO terms among down-regulated genes for the category Cellular Component are related to plastids/chloroplasts. This indicates that idioblasts are not centrally engaged in light harvesting and carbon fixation, unlike common mesophyll cells. 

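A β-amylase, a sugar transporter and a cell wall invertase gene that the paper names were higher in idioblasts than in mesophyll protoplasts. The starch-splitting β-amylase (CATHA_18104) was at 1392 ± 71.8 CPM (SD, n = 3) in idioblasts and 0.810 ± 0.505 CPM (SD, n = 3) in mesophyll protoplasts, a log2 FC of 10.73 (standard error 0.382, adjusted p = 2.0e-13). The sugar transporter CATHA_5278 was at 24.1 ± 2.18 CPM (SD, n = 3) with no counts in mesophyll protoplasts, which is at least 212-fold higher (adjusted p = 5.6e-10). The cell wall invertase β-fructofuranosidase (CATHA_35751) was abundant in both cell types, at 11080 ± 1120 CPM (SD, n = 3) and 3248 ± 400.4 CPM (SD, n = 3), and its log2 FC was 1.80 (standard error 0.324, adjusted p = 3.4e-04) by edgeR's quasi-likelihood test. Malic enzyme (CATHA_34966) had a log2 FC of 1.15 (standard error 0.189, adjusted p = 1.5e-04); it fell short of the thresholds without mesophyll replicate 3 (log2 FC 0.99) and with the FACS leaves in the fit (adjusted p = 0.127). With the amino acid transporter and glutamine synthetase above, 6 of 6 carbon and nitrogen genes named by the paper were higher (6 when adjusted over the list alone), with a median log2 FC of 7.28, or 6.37 with the sugar transporter at its lower bound. The paper chose them on these samples, so this is not independent evidence.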

Related to this, the strong idioblast up-regulation of β-amylase, of a sugar transporter, and of β-fructofuranosidase/invertase (Tables 1, 2), responsible for sucrose hydrolysis, further suggest that idioblasts are carbon sinks rather than carbon sources.

### Gene co-expression modules show correlation with alkaloid traits

The RNA-seq data of this study originated from two experimental setups (Fig. 2A, C) for which alkaloid levels were also determined. Therefore, the extended RNA-seq dataset of this study was used to generate co-expression modules using weighted gene co-expression network analysis, followed by module–trait analysis inputting the levels of the alkaloids vindoline, catharanthine, anhydrovinblastine, and vinblastine (Supplementary Table S10). Ajmalicine and serpentine levels were not included in the analysis since their biosynthetic pathway is solved, in contrast to the biosynthesis of vinblastine from its precursors anhydrovinblastine, vindoline, and catharanthine. PCA of gene expression levels of all the different samples showed that leaf data from the two experiments dissociated well from protoplast samples (Supplementary Fig. S1). 

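Protoplasts and leaves separated on the first component, which held 86.1% of the variance of the 500 most variable genes. Protoplast samples lay between 69.0 and 77.7, the leaf pairs of the indoor/outdoor experiment between -60.0 and -46.3, and the 2 FACS leaf samples at -17.9 and -7.83. The FACS leaves also stood apart from all other samples on the second component, at -46.3 and -42.9. Spearman's rho was 0.884 between the 2 FACS leaf samples, 0.406 to 0.476 between them and total protoplasts, and 0.583 to 0.666 between them and leaf pair 1. Idioblasts and leaf pair 1 had rho of 0.201 to 0.268. Protoplasts and FACS leaves came from the same library kit and leaf pairs 1 and 4 from another.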

After network construction, module detection, and clustering, 12 gene modules were obtained, and were then used for module–trait analysis (Fig. 4A; Supplementary Table S11). Overall, the results show that catharanthine, vindoline, and anhydrovinblastine levels present a very similar correlation pattern with the different gene modules, in clear contrast to the vinblastine pattern (Fig. 4A).

**Fig. 4.**
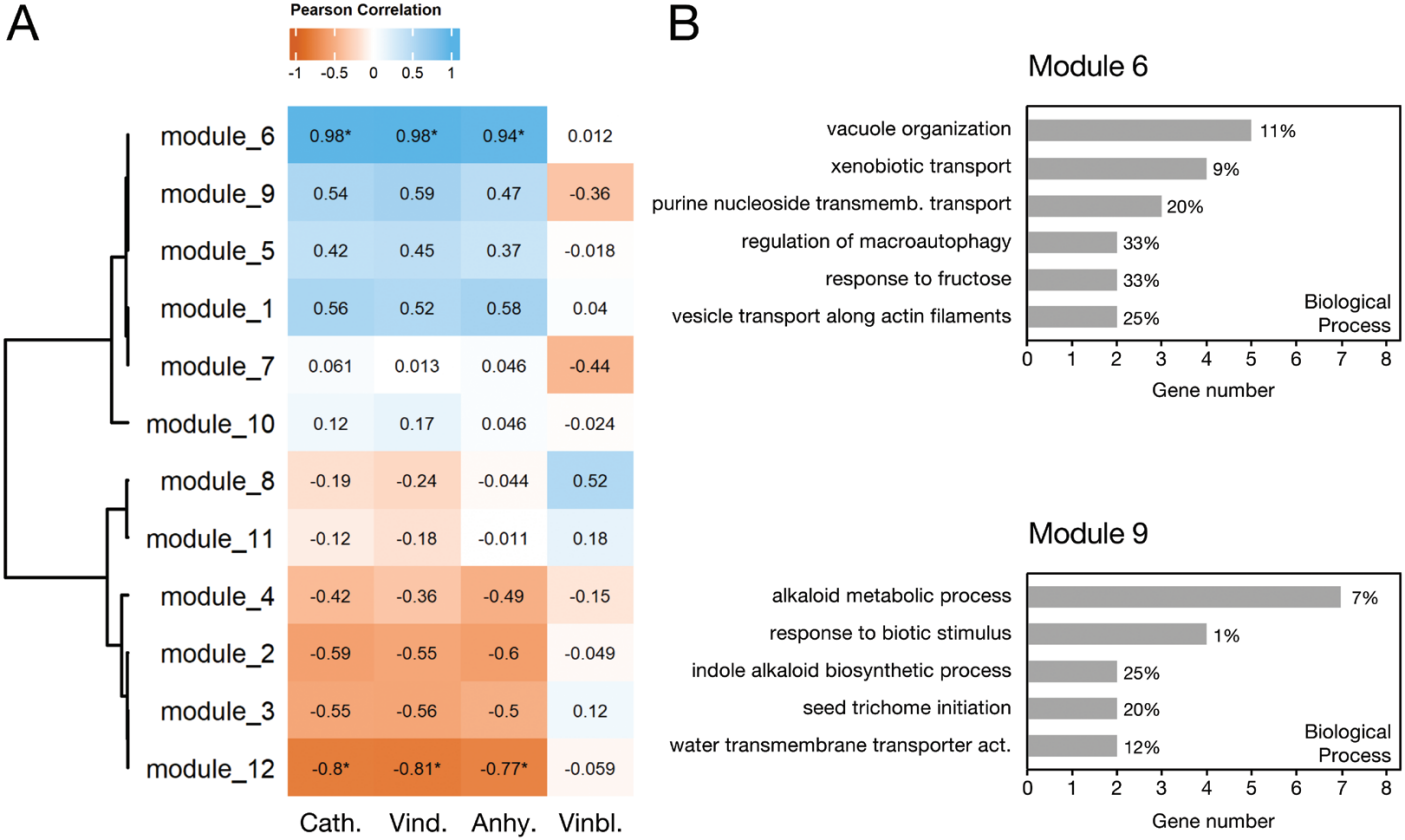
(A) Module–trait correlation analysis of gene co-expression modules with the levels of the alkaloids catharanthine (Cath.), vindoline (Vind.), anhydrovinblastine (Anhy.), and vinblastine (Vinbl.). The clustered heatmap represents correlations between module eigengenes and alkaloid levels, with blue representing positive correlations and red-orange representing negative correlations. Statistically significant correlations are marked with * (adjusted *P*-value <0.05). (B) Enrichment analysis of GO terms (Biological Process) of module 6 and module 9 genes. The percentage of genes from each GO term present in the module, in relation to the background annotation (list of genes included in the co-expression analysis), is represented next to the respective bar. Gene lists per module are given in Supplementary Table S11.

Over 70% of the genes in modules 6 and 9 are up-regulated in idioblasts (Supplementary Table S11), implying that they might be related to processes specific to these specialized cells. Module 6 presents a significant positive correlation with catharanthine (0.98), vindoline (0.98), and anhydrovinblastine (0.94) traits, suggesting a key role in the regulation of MIA levels (Fig. 4A). 

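The 13 module 6 genes that the paper names, among them DPAS, MYB transcription factors and MATE and PUP transporters, were high in idioblasts and low in mesophyll protoplasts. Their mean log2(CPM + 1) was 7.30 ± 0.155 (SD, n = 3) in idioblasts and 2.06 ± 0.122 (SD, n = 3) in mesophyll protoplasts, a difference of 5.24. Whole leaves, made with another library kit, were at 4.20 ± 0.049 (SD, n = 3) in leaf pair 1 indoors and 3.79 ± 0.173 (SD, n = 3) outdoors, and at 3.80 ± 0.169 (SD, n = 3) in leaf pair 4 indoors and 3.46 ± 0.092 (SD, n = 3) outdoors. Outdoors minus indoors, the difference was -0.41 for leaf pair 1 and -0.34 for leaf pair 4. The median over the genes in place of their mean gives -0.22 for leaf pair 1 (exact permutation p = 0.1). In each of these comparisons every sample of one group lay above every sample of the other (exact permutation test, two-sided, p = 0.1, the smallest that 3 samples against 3 allow). All 13 genes were called higher in idioblasts (13 when adjusted over the list alone), with a median log2 FC of 5.93; the module was built on these samples and is not independent evidence. Alkaloid levels and the network itself were not analysed here. From the correlation of module 6 with catharanthine, vindoline and anhydrovinblastine levels, the paper proposes a key role for the module in regulating MIA levels.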

Despite the high correlation, dihydroprecondylocarpine synthase (*DPAS*) was the only MIA biosynthetic gene found in this module. Module 6 has an over-representation of genes related to ‘xenobiotic transport’ and ‘purine nucleoside transport’ (Fig. 4B), corresponding, respectively, to MATE and PUP family transporters, which have been implicated in alkaloid transmembrane transport and may be determinants of MIA metabolic flux. Module 9 is closely correlated with module 6 and includes three vindoline pathway genes [tabersonine 16-*O*-methyltransferase (*16OMT*) *DAT*, and *D4H*]. However, the module–trait analysis revealed that the correlation between module 9 and alkaloid levels is not statistically significant (Fig. 4A). 

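The 5 genes that the paper names for module 9 (16OMT, DAT, D4H, the MATE gene CATHA_29545 and the PUP gene CATHA_27932) had higher levels in idioblasts than in mesophyll protoplasts. Their mean log2(CPM + 1) was 5.54 ± 0.177 (SD, n = 3) in idioblasts, 1.76 ± 0.132 (SD, n = 3) in mesophyll protoplasts and 5.95 ± 0.092 (SD, n = 3) in leaf pair 1 indoors. Outdoors, leaf pair 1 was at 5.60 ± 0.234 (SD, n = 3). Leaf pair 4 was at 5.87 ± 0.047 (SD, n = 3) indoors and 4.93 ± 0.181 (SD, n = 3) outdoors, a difference of -0.94, while idioblasts and mesophyll protoplasts differed by 3.78. Each of these differences had the smallest p that 3 against 3 samples allow, 0.1 (exact permutation test, two-sided). Taking the median over the 5 genes in place of their mean changes the leaf pair 4 difference to -0.35 (exact permutation p = 0.2), and that of leaf pair 1, -0.34 by the mean, to -0.41 (exact permutation p = 0.2). By edgeR's quasi-likelihood test, 5 of 5 genes were higher in idioblasts (5 when adjusted over the list alone), with a median log2 FC of 5.50, or 4.50 with the gene without mesophyll counts at its lower bound. Since the module was built on these samples, the count is not independent evidence. The paper's text places CATHA_27932 in module 9 while Fig. 8 shows no module for it, and the values over 5 genes rest on that membership.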

GO term analysis revealed that module 9 is enriched in genes involved in alkaloid biosynthesis and response to biotic stimulus (Fig. 4B).

### Differential gene expression confirms specialization of idioblasts in the late MIA pathway

The results obtained for the differential expression in idioblasts of genes involved in the biosynthesis of the anticancer drug vinblastine are shown in Fig. 5. As already shown in Table 1 above, *D4H* and *DAT* (Fig. 1), responsible for the last two steps of vindoline biosynthesis, are strongly up-regulated in the idioblast cell populations generated in this study. Five of the seven enzymatic steps involved in the late vindoline biosynthetic pathway are up-regulated in idioblasts: tabersonine 16-hydroxylase 2 (*T16H2*), 1*6OMT*, 3-hydroxy-16-methoxy-2,3-dihydrotabersonine *N*-methyltransferase (*NMT*), *D4H*, and *DAT*, responsible for the first, second, fifth, sixth, and seventh steps, respectively (Fig. 1). 

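Of the 9 genes of the late pathway, which runs from tabersonine to vindoline and on to the dimer, 5 were higher in idioblasts than in mesophyll protoplasts, 2 were lower and 2 did not pass the test (5 and 2 when adjusted over the list alone). T16H2, the first step, was at 3.15 ± 0.604 CPM (SD, n = 3) in idioblasts with no counts in mesophyll protoplasts, which is at least 27.7-fold higher against a floor of 3 counts (adjusted p = 3.1e-06). The enzyme 16OMT, which methylates the hydroxyl that T16H2 adds, was at 62.7 ± 11.6 CPM (SD, n = 3) against 3.08 ± 2.13 CPM (SD, n = 3), a log2 FC of 4.39 (standard error 0.322, adjusted p = 6.2e-09). The N-methyltransferase (16NMT) was at 201 ± 92.7 CPM (SD, n = 3) against 61.7 ± 30.4 CPM (SD, n = 3), a log2 FC of 1.75 (standard error 0.435, adjusted p = 0.00519) by edgeR's quasi-likelihood test. T16H1, the other enzyme for the first step, was at 8.09 ± 6.38 CPM (SD, n = 3) against 4.57 ± 1.70 CPM (SD, n = 3) (adjusted p = 0.473). As a set, the late genes stood above other genes in idioblasts, with a mean log2 FC of 2.87 (camera, adjusted p = 0.00621; adjusted p = 0.0417 with an estimated correlation). Equal replicate numbers were taken to pair idioblast and mesophyll samples, from correlations in these data. With replicate as a block, the set's adjusted p by camera against mesophyll protoplasts was 0.0619 with an estimated correlation.

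**Figure D1:**
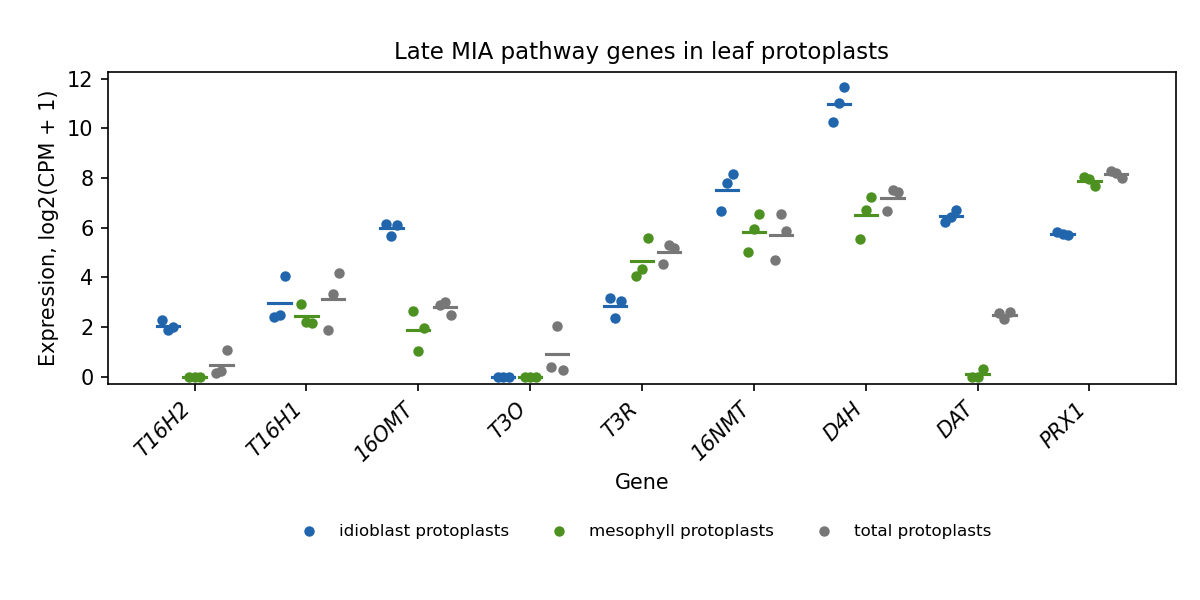
Expression of the late MIA pathway genes, as log2(CPM + 1), in idioblast, mesophyll and total protoplasts. Each point is 1 of 3 samples and each line the mean. D4H, DAT, 16OMT and 16NMT lie higher in idioblasts than in mesophyll protoplasts, T3R and PRX1 lower, and T3O has no counts in either.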

The fourth step, tabersonine 3-reductase (*T3R*), is down-regulated, and no expression levels were detected for the third step, tabersonine 3-oxygenase (*T3O*), in mesophyll or idioblast protoplasts. 

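T3R, the reductase that acts with T3O in the middle of the vindoline pathway, was at 6.42 ± 2.03 CPM (SD, n = 3) in idioblasts and 27.2 ± 16.9 CPM (SD, n = 3) in mesophyll protoplasts. The log2 FC was -2.03 (standard error 0.343, adjusted p = 1.9e-04) by edgeR's quasi-likelihood test. T3O had no counts in any of the 3 idioblast or 3 mesophyll samples, so no fold can be given. It was measured at 1.23 ± 1.67 CPM (SD, n = 3) in total protoplasts and 124 ± 19.7 CPM (SD, n = 3) in leaf pair 1 indoors. A count of 0 allows up to 3 counts over a group, so a level under that was not detectable at this depth.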

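PRX1, the vacuolar peroxidase thought to couple catharanthine and vindoline, was at 53.5 ± 1.81 CPM (SD, n = 3) in idioblasts, 238 ± 29.9 CPM (SD, n = 3) in mesophyll protoplasts and 288 ± 27.8 CPM (SD, n = 3) in total protoplasts. The log2 FC of idioblasts against mesophyll protoplasts was -2.12 (standard error 0.182, adjusted p = 5.9e-08) by edgeR's quasi-likelihood test, and against total protoplasts -2.37 (standard error 0.184, adjusted p = 1.6e-08). In whole leaves PRX1 was at 75.5 ± 17.8 CPM (SD, n = 3) in leaf pair 1 indoors and 153 ± 27.0 CPM (SD, n = 3) in leaf pair 4 indoors.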

Class III peroxidase 1 (*PRX1*), thought to be responsible for the dimerization reaction yielding anhydrovinblastine (Costa *et al.*, 2008), is down-regulated in idioblasts. All other parts of the MIA pathway leading to vinblastine are either down-regulated in idioblasts or not differentially expressed, except *DPAS*, which is up-regulated.

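Many genes of the early and middle parts of the pathway were lower in idioblasts. Of 11 genes of the iridoid branch, which makes secologanin, 8 were lower and 3 did not pass the test. Of 2 indole genes 2 were lower, and of 11 genes of the central pathway, from strictosidine to tabersonine and catharanthine, 5 were lower, 1 was higher and 5 did not pass the test. Adjusted over the list alone, 8 iridoid, 2 indole and 5 central genes were lower and 1 central gene was higher. LAMT, which methylates loganic acid, was at 88.2 ± 18.7 CPM (SD, n = 3) in idioblasts and 1481 ± 51.8 CPM (SD, n = 3) in mesophyll protoplasts, a log2 FC of -4.04 (standard error 0.336, adjusted p = 3.9e-08), and Redox1 had a log2 FC of -3.67 (standard error 0.19, adjusted p = 3.8e-11). Tryptophan decarboxylase (TDC), which makes the indole precursor tryptamine, was at 1.24 ± 0.231 CPM (SD, n = 3) against 16.1 ± 7.50 CPM (SD, n = 3), and STR at 25.1 ± 5.56 CPM (SD, n = 3) against 115 ± 16.7 CPM (SD, n = 3). DPAS, which acts late in the central pathway, was the member that was higher, at 81.8 ± 11 CPM (SD, n = 3) against 20.1 ± 2.28 CPM (SD, n = 3), a log2 FC of 2.06 (standard error 0.175, adjusted p = 4.9e-08) by edgeR's quasi-likelihood test. Catharanthine synthase (CS) had 7 counts in idioblasts and 1 in mesophyll protoplasts, a ratio of 5.17 (95% counting interval 0.664 to 233) (adjusted p = 0.526), and tabersonine synthase (TS) a log2 FC of -1.58. All 8 genes of the epidermis list used here (LAMT, SLS1 to SLS4, TDC, STR and SGD) were lower, also when adjusted over the list alone, with a median log2 FC of -3.67. The paper describes the whole central pathway as thought to run in the epidermis. Its other genes, among them DPAS, which was higher, and CS, which did not pass the test, are not in this list. Of 6 genes of the internal phloem-associated parenchyma, 3 were lower (3 when adjusted over the list alone), with a median of -1.08. Only 1 was lower without mesophyll replicate 3 or with the FACS leaves in the fit. Tested as sets by camera, the epidermis genes (adjusted p = 1.3e-09; 0.0215 with an estimated correlation) and the iridoid branch (adjusted p = 5.1e-07; 0.0415 with an estimated correlation) were lower than other genes. The calls for the central pathway (adjusted p = 0.0112) and the phloem parenchyma genes (adjusted p = 0.0182) were lost, at an adjusted p of 0.253 for both, with an estimated correlation. Iridoid synthase (IS) was called lower (adjusted p = 0.0454) but not without idioblast replicate 1 or 2 or mesophyll replicate 3 or in several other fits (adjusted p = 0.0609 to 0.329), and G8H was not without mesophyll replicate 3 (log2 FC -0.98) or with the FACS leaves in the fit (adjusted p = 0.0530). With replicate as a block and an estimated correlation, the adjusted p was 0.0619 for the epidermis genes and 0.0852 for the iridoid branch.

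**Figure D2:**
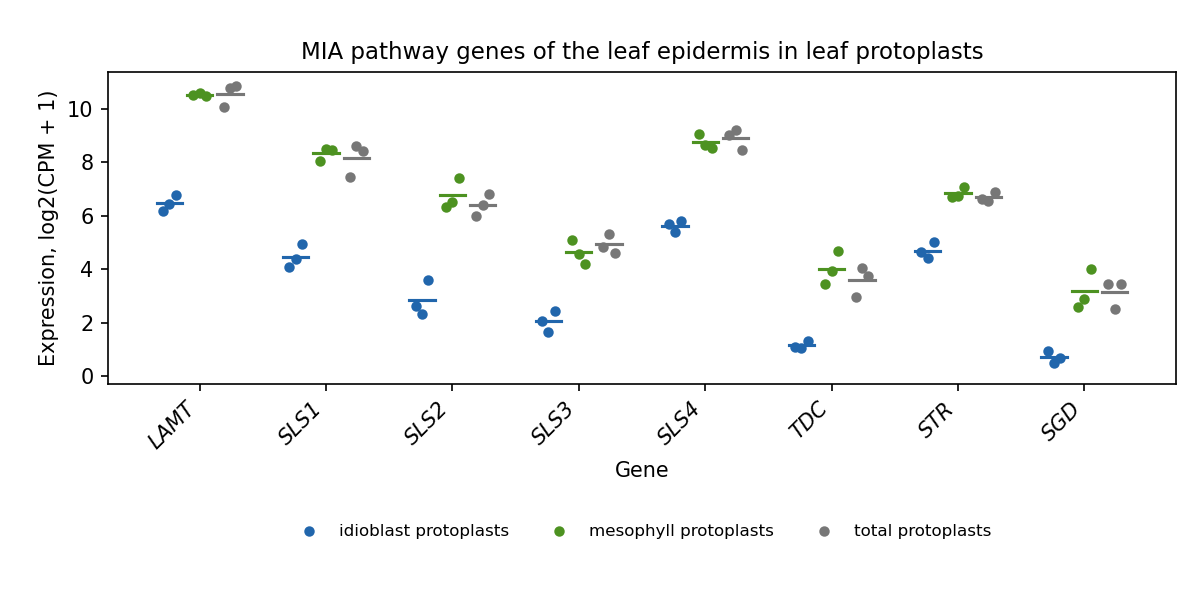
Expression of the MIA pathway genes of the epidermis list, as log2(CPM + 1), in idioblast, mesophyll and total protoplasts. Each point is 1 of 3 samples and each line the mean. For every gene the idioblast mean lies below the mesophyll and total protoplast means.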

**Fig. 5.**
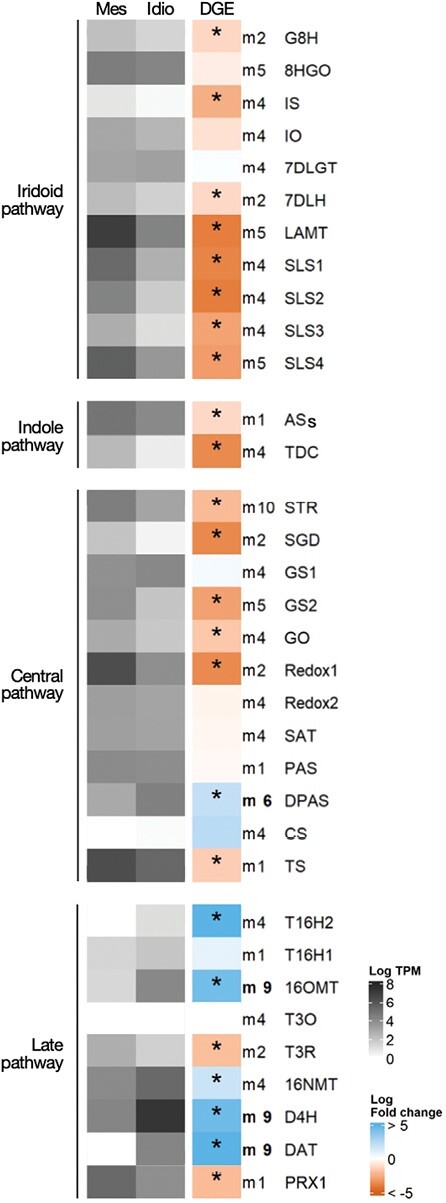
Expression analysis of genes involved in the biosynthesis of the anticancer drug vinblastine. Heatmap grey colours represent the mean log_2_ TPM of three independent biological samples of common mesophyll protoplasts (Mes) and idioblast protoplasts (Idio). DGE (differential gene expression) represents the log_2_ FC for each gene, with blue and red-orange representing, respectively, overexpression and underexpression in idioblast protoplasts compared with common mesophyll protoplasts. Significant differential expression is marked with *. The iridoid pathway: *G8H*, geraniol 8-hydroxylase; *8HGO*, 8-hydroxygeraniol oxidoreductase; *IS*, iridoid synthase; *IO*, iridoid oxidase; *7DLGT*, 7-deoxyloganetic acid glucosyltransferase; *7DLH*, 7-deoxyloganic acid hydroxylase; *LAMT*, loganic acid *O*-methyltransferase; *SLS*, secologanin synthase. The indole pathway: *ASs*, anthranilate synthase; *TDC*, tryptophan decarboxylase. The central pathway: *STR*, strictosidine synthase; *SGD*, strictosidine-β-D-glucosidase; *GS*, geissoschizine synthase; *GO*, geissoschizine oxidase; *SAT*, stemmadenine-*O*-acetyltransferase; *PAS*, precondylocarpine acetate synthase; *DPAS*, dihydroprecondylocarpine synthase; *CS*, catharanthine synthase; *TS*, tabersonine synthase. The late pathway: *T16H1*, tabersonine 16-hydroxylase 1; *T16H*, tabersonine 16-hydroxylase 2; *16OMT*, tabersonine 16-*O*-methyltransferase; *T3O*, tabersonine 3-oxygenase; *T3R*, tabersonine 3-reductase; 16*NMT*, 3-hydroxy-16-methoxy-2,3-tabersonine *N*-methyltransferase; *DAT*, deacetylvindoline-4-*O*-acetyltransferase; *D4H*, desacetoxyvindoline-4-hydroxylase; *PRX1*, class III peroxidase 1. Gene IDs are given in Supplementary Table S9; TPM values in Supplementary Dataset S4; and DGE in Supplementary Table S2.

Expression analysis of enzyme genes from MIA pathway branches other than the one leading to the anticancer drug vinblastine is shown in Supplementary Fig. S9. 

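Of 12 tested genes of the pathway branches away from vinblastine, 5 were higher in idioblasts and 7 did not pass edgeR's quasi-likelihood test (5 higher and 1 lower when adjusted over the list alone). Tetrahydroalstonine synthase 1 (THAS), which reduces strictosidine aglycone to a heteroyohimbine alkaloid, was at 22.0 ± 6.55 CPM (SD, n = 3) in idioblasts with no counts in mesophyll protoplasts, which is at least 194-fold higher (adjusted p = 4.8e-08). Its relative THAS2 was more abundant, at 525 ± 117 CPM (SD, n = 3) against 59.2 ± 1.68 CPM (SD, n = 3), a log2 FC of 3.19 (standard error 0.16, adjusted p = 2.5e-11). Vitrosamine synthase (VAS) was at 128 ± 7.91 CPM (SD, n = 3) against 43.4 ± 10.2 CPM (SD, n = 3), a log2 FC of 1.59 (standard error 0.156, adjusted p = 3.5e-07). Vincadifformine 19-hydroxylase (V19H) was low in both, at 1.32 ± 0.218 CPM (SD, n = 3) and 0.210 ± 0.363 CPM (SD, n = 3), with a log2 FC of 2.76 (standard error 0.93, adjusted p = 0.0347). It missed the threshold without any one of idioblast replicates 1, 2 and 3 or mesophyll replicates 1 and 2 and in the smaller fits, at an adjusted p of 0.0556 to 0.131. The set as a whole was higher by camera (adjusted p = 0.00145), a call lost with an adjusted p of 0.0564 with an estimated correlation.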

Tetrahydroalstonine synthase 1/2 (*THAS1/2*), vitrosamine synthase (*VAS*), and vincadifformine 19-hydroxylase (*V19H*) are significantly more expressed in idioblasts. Interestingly, heteroyohimbine synthase (HYS), the putative entry enzyme towards serpentine, an alkaloid present in high levels in idioblasts, is not differentially expressed in these cells, presenting very low absolute expression levels. This is the opposite of serpentine synthase (*SS*), which is expressed in differential and absolute high levels in idioblasts (Table 1; Supplementary Fig. S9), in accordance with the observed high serpentine levels in those cells (Fig. 2B). It has been shown that silencing *THAS1* in *C. roseus* leaves induces a significant decrease in ajmalicine levels (Stravinides *et al.*, 2016). This fact, together with the idioblast high levels of *THAS1*, *SS*, and serpentine observed here, suggests that THAS1 may be the enzyme acting together with SS to produce serpentine in idioblasts.

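HYS, which makes ajmalicine, tetrahydroalstonine and mayumbine from strictosidine aglycone, was at 1.78 ± 1.69 CPM (SD, n = 3) in idioblasts and 0.956 ± 0.740 CPM (SD, n = 3) in mesophyll protoplasts. The log2 FC of 0.82 (standard error 0.806, adjusted p = 0.492) did not pass edgeR's quasi-likelihood test. In whole leaves HYS was at 81.2 ± 20.5 CPM (SD, n = 3) in leaf pair 1 indoors and at 8.50 ± 9.16 CPM (SD, n = 2) in the FACS leaves.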

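SS, the cytochrome P450 that oxidizes ajmalicine to serpentine, was at 112 ± 18.0 CPM (SD, n = 3) in idioblasts, against 3 counts over the 3 mesophyll samples. The ratio is 956 (95% counting interval 327 to 4637) (adjusted p = 1.2e-11 by edgeR's quasi-likelihood test). In total protoplasts SS was at 3.05 ± 0.792 CPM (SD, n = 3), in leaf pair 1 indoors at 8.63 ± 1.01 CPM (SD, n = 3) and in leaf pair 4 indoors at 3.88 ± 1.42 CPM (SD, n = 3).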

The expression analysis of transporters and transcription factors previously implicated in the MIA pathway is also shown in Supplementary Fig. S9. 

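CrTPT2 was at 4.05 ± 2.83 CPM (SD, n = 3) in idioblasts and 0.375 ± 0.649 CPM (SD, n = 3) in mesophyll protoplasts, where 10 counts fell in 1 sample and none in the other two. The log2 FC was 3.47 (standard error 0.778, adjusted p = 0.00232) by edgeR's quasi-likelihood test, and the call was lost with only the 6 compared samples in the fit (adjusted p = 0.0513). In leaf pair 1 indoors CrTPT2 was at 75.8 ± 17.0 CPM (SD, n = 3).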

The ABCG transporter CrTPT2, thought to be responsible for the efflux of catharanthine to the leaf surface, seems to be up-regulated in idioblasts (Yu and DeLuca, 2013), but its expression level is very low in both cell types, removing significance to the differential result. 

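Among 7 transporters with known roles in the MIA pathway, CrTPT2 was higher in idioblasts, 5 were lower and 1 did not pass edgeR's quasi-likelihood test (1 higher and 5 lower when adjusted over the list alone). The strictosidine exporter CrNPF2.9 had a log2 FC of -4.12 (standard error 0.535, adjusted p = 1.1e-05), and CrMATE1 was at 5.85 ± 1.35 CPM (SD, n = 3) against 42.8 ± 5.78 CPM (SD, n = 3), a log2 FC of -2.83 (standard error 0.156, adjusted p = 9.8e-11). CrNPF2.4 was lower with a log2 FC of -1.39, which missed the threshold without idioblast replicate 1 or 2 or mesophyll replicate 2 or 3 (adjusted p = 0.0508 to 0.0921). Of 17 known transcription factors of the pathway, 1 was lower and 16 did not pass the test (1 lower when adjusted over the list alone). That gene was the GATA factor CrGATA1, an activator of late pathway genes, with a log2 FC of -3.66 (standard error 0.421, adjusted p = 2.6e-06). ORCA5, of the AP2 activators of early pathway genes, was at a log2 FC of 1.15 (adjusted p = 0.16) and the zinc-finger repressor ZCT3 at 1.17 (adjusted p = 0.281). The repressor ZCT3 was called higher with only the 9 protoplast samples (adjusted p = 0.00188) or the 6 compared (adjusted p = 0.00102), and in none of its other alternative fits. WRKY1 was called lower without idioblast replicate 3 (log2 FC -1.02) or mesophyll replicate 1 (log2 FC -1.05), which makes 2 lower. By camera, the transporters were lower as a set (adjusted p = 0.00271; 0.0415 with an estimated correlation, and 0.0598 with replicate as a block as well), and the transcription factors were not called (adjusted p = 0.788).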

No other transporter or transcription factor implicated in the MIA pathway was up-regulated in idioblasts.

### Differential gene expression reveals candidate genes for missing events of the MIA pathway

Alkaloid analysis (Fig. 2B) confirmed idioblasts as a central accumulating site of *C. roseus* leaf alkaloids and the putative site of vinblastine and vincristine biosynthesis. As such, DGE analysis was screened for candidate genes for vinblastine and vincristine biosynthesis, for transport events necessary for MIA accumulation in idioblast cells and their vacuoles, and for transcription factors potentially regulating vinblastine biosynthesis and MIA metabolic flux.

#### Candidate enzymes

Idioblast up-regulated genes belonging to gene families involved in the biosynthesis of specialized metabolites are shown in Fig. 6. Overall, 22 cytochrome P450s (P450s), seven alcohol dehydrogenases (ADHs), three short-chain dehydrogenases (SDRs), and seven class III peroxidases were identified, together with other enzyme genes such as berberine bridge enzymes, methyltransferases, etc. Several of those genes cluster in module 6 or module 9, further supporting their candidate status for MIA biosynthetic reactions. Two ADHs (CATHA_14789 and CATHA_31565) are similar to *Rauvolfia* spp. vomilenine reductase 2 (81% identity, 98% query coverage, at the amino acid level), which is involved in ajmaline biosynthesis (Geissler *et al.*, 2016). They also present similarity to *C. roseus* DPAS (67% identity 92%, query coverage, at the amino acid level) and they both cluster in module 6 (Fig. 4A).

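Both alcohol dehydrogenase genes, of the family that reduces MIA intermediates, were higher in idioblasts. CATHA_14789 was at 83.8 ± 5.18 CPM (SD, n = 3) in idioblasts and 6.86 ± 0.823 CPM (SD, n = 3) in mesophyll protoplasts, a log2 FC of 3.65 (standard error 0.162, adjusted p = 4.5e-12). CATHA_31565 was at 476 ± 47.3 CPM (SD, n = 3) against 39.5 ± 4.66 CPM (SD, n = 3), a log2 FC of 3.63 (standard error 0.151, adjusted p = 1.7e-12) by edgeR's quasi-likelihood test. Total protoplasts held 9.81 ± 2.45 CPM (SD, n = 3) of CATHA_14789 and 55.0 ± 1.78 CPM (SD, n = 3) of CATHA_31565. Since the paper chose the genes on these samples, the 2 increases (2 when adjusted over the list alone) are not independent evidence.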

**Fig. 6.**
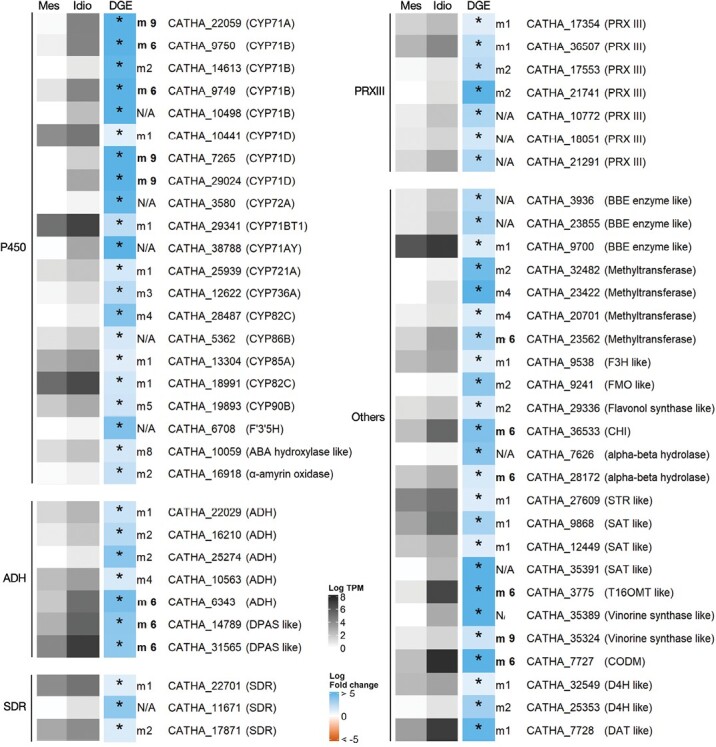
Expression analysis of candidate genes for MIA biosynthetic steps. P450, cytochrome P450s, ADH, alcohol dehydrogenases; SDR, short-chain dehydrogenases; PRX, class III peroxidases. Heatmap grey colours represent the mean log_2_ TPM of three independent biological samples of common mesophyll protoplasts (Mes) and idioblast protoplasts (Idio). DGE (differential gene expression) represents the log_2_ FC for each gene, with blue and red-orange representing, respectively, overexpression and underexpression in idioblast protoplasts compared with common mesophyll protoplasts. Significant differential expression is marked with *. CYP, cytochrome P450; F3ʹ5ʹH, flavonoid 3ʹ5ʹ hydroxylase; ADH, alcohol dehydrogenase; DPAS, dihydroprecondylocarpine synthase; SDR, short-chain dehydrogenases; PRX III, class III peroxidase; BBE, berberine-bridge enzyme; F3H, flavanone 3-hydroxylase; FMO, flavin-containing monooxygenase; CHI, chalcone-flavanone isomerase; STR, strictosidine synthase; SAT, stemmadenine-*O*-acetyltransferase; T16OMT, tabersonine 16-*O*-methyltransferase; CODM, codeine *O*-demethylase like; D4H, desacetoxyvindoline-4-hydroxylase; DAT, deacetylvindoline-4-*O*-acetyltransferase. TPM values are given in Supplementary Dataset S4 and DGE in Supplementary Table S2.

In order to further rank the idioblastome P450s, a phylogenetic analysis was performed (Fig. 7A; Supplementary Fig. S10). The P450 family is the largest gene family in plants, with substrate specificity being somewhat phylogenetically conserved (Hamberger and Bak, 2013; Zheng *et al*., 2019). Almost all P450s involved in MIA biosynthesis, as well as the P450 candidates from modules involved in alkaloid metabolism (6 and 9), belong to clan 71. As such, phylogenetic inferences were conducted using only members of this subdivision, to which were added genes from other plant origins with known roles in specialized metabolism (Supplementary Table S12). To generate a robust phylogeny, analysis incorporated the complement of clan 71 P450s from the eudicot and monocot model species *A. thaliana* (AT) and *O. sativa* (Os), and from the angiosperm basal lineage species *A. trichopoda* (ATR). Most of the idioblast P450 candidates are close to other proteins involved in specialized metabolism (Fig. 7A): CATHA_10498 and CATHA_38788 are close to alstonine synthase (AS) and *C. roseus* geissoschizine oxidase (GO); CATHA_29024 and CATHA_7265 are close to vincadifformine 19-hydroxylase (V19H) and T3O; CATHA_9749, CATHA_9750, and CATHA_29341 are close to tabersonine epoxidase 1/2 (TEX1/2) and tabersonine 16-hydroxylase 1/2 (T16H1/2); and CATHA_14613 and CATHA_22059 are in the same subclade as tabersonine 19-hydroxylase (T19H). Additionally, several of these idioblast P450 genes cluster in module 6 or module 9 (Fig. 4A), reinforcing a potential role in the MIA pathway.

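All 9 cytochrome P450 genes, for oxidases of specialized metabolism, were higher in idioblasts than in mesophyll protoplasts (9 when adjusted over the list alone), and all were also higher than in total protoplasts. The median log2 FC against mesophyll protoplasts was 7.03, or 5.60 with the genes without mesophyll counts at their lower bounds; the paper selected them on these samples, so this is not independent evidence. The most abundant was CATHA_29341, which the paper places close to tabersonine 16-hydroxylase, at 540.2 ± 32.0 CPM (SD, n = 3) in idioblasts and 120.4 ± 31.0 CPM (SD, n = 3) in mesophyll protoplasts. It also had the smallest increase, with a log2 FC of 2.20 (standard error 0.156, adjusted p = 3.8e-09). CATHA_9749 and CATHA_9750, which the paper places in the same group, had log2 FCs of 4.95 and 6.09. CATHA_10498, CATHA_29024 and CATHA_7265 had no mesophyll counts and were at least 48.5-fold, 149-fold and 37.0-fold higher. CATHA_38788 had 2 mesophyll counts, for a ratio of 142 (95% counting interval 39.1 to 1177), and CATHA_14613 had 1, for a ratio of 30.3 (95% counting interval 5.14 to 1224). CATHA_22059, of the subclade of tabersonine 19-hydroxylase in the paper, had a log2 FC of 7.57 (standard error 0.557, adjusted p = 6.5e-09) by edgeR's quasi-likelihood test. Neighbouring P450 genes are often similar, so reads that match close copies leave their individual levels uncertain.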

**Fig. 7.**
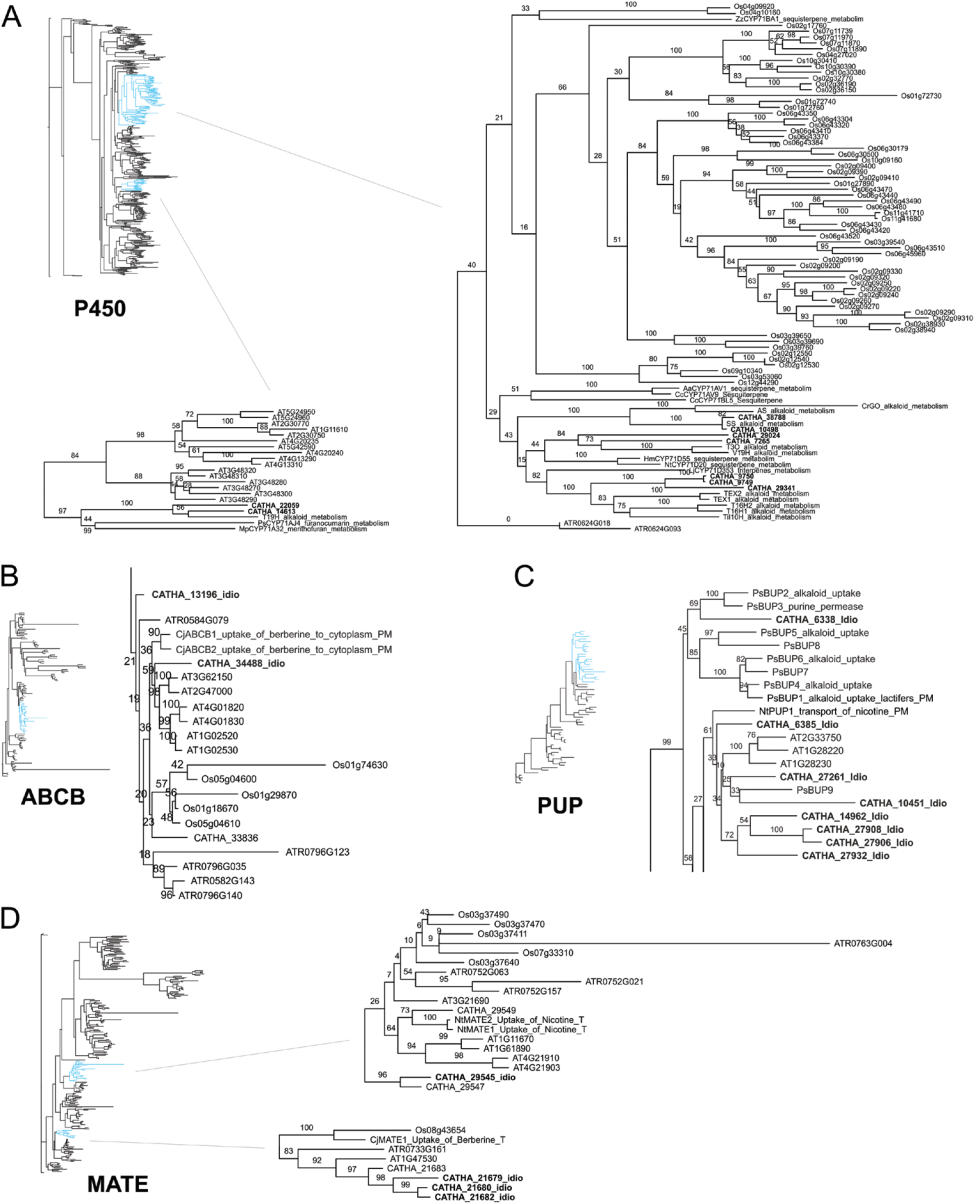
Relevant sections from the phylogenetic trees of selected *C. roseus* candidate proteins for MIA biosynthetic steps and MIA transmembrane transport, together with the whole family proteins from several model species. (A) Cytochromes P450 from clan 71. (B) ABCB transporters. (C) PUP transporters. (D) MATE transporters. MATE proteins previously implicated in alkaloid transport appear in two independent clades. For each gene family tree, the phylogenetic analysis included the selected *C. roseus* proteins up-regulated in idioblasts, the respective family proteins from *Arabidopsis thaliana* (AT), *Oryza sativa* (Os), and *Amborella trichopoda* (ATR) genomes, and the family proteins with known roles in specialized metabolism from other plant origins (Supplementary Tables S12, S14–S16). The full trees can be found in Supplementary Figs S10–S13. CATHA, IDIO+ gene IDs. Species initials: Aa, *Artemisia annua*; Cc, *Cynara cardunculus*; Cj, *Coptis japonica*; Hm, *Hyoscyamus muticus*; Lj, *Lotus japonicus*; Mp, *Mentha piperita*; Nt, *Nicotiana tabacum*; Ps (in C), *Papaver somniferum;* Ps (in A), *Pastinaca sativa*; Sm, *Salvia miltiorrhiza*; Ti, *Tabernanthe iboga*; Zz, *Zingiber zerumbet*. Enzymes (A): AS, alstonine synthase; CYP, cytochrome P450; GO, geissoschizine oxidase; I10H, ibogamine 10-hydroxylase; SS, serpentine synthase; T3O, tabersonine 3-oxygenase; T16H, tabersonine 16-hydroxylase; T19H, tabersonine 19-hydroxylase; TEX, tabersonine epoxidase; V19H, vincadifformine-19-hydroxylase.

#### Candidate transcription factors

Transcription factors belonging to gene families including members already implicated in the regulation of MIA metabolism in *C. roseus* were searched among up-regulated genes in idioblasts. 

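The transcription factor families with members known to regulate MIA genes were searched in Table S13. That table lists only genes that the paper found higher in idioblasts in these samples, so their direction is not independent evidence. All 4 AP2 genes, all 6 bHLH genes and all 9 WRKY genes of that table were higher in idioblasts than in mesophyll protoplasts, with median log2 FCs of 1.97, 2.43 and 4.00. Of its 19 MYB genes, 18 were tested and 17 were higher, with a median of 2.04. Wide gaps were found in the WRKY gene CATHA_24905, at 374 ± 67.9 CPM (SD, n = 3) in idioblasts and 0.562 ± 0.208 CPM (SD, n = 3) in mesophyll protoplasts, and in MYB4 (CATHA_20042), with a log2 FC of 9.64 (standard error 0.471, adjusted p = 1.7e-11) by edgeR's quasi-likelihood test. Among bHLH genes, CATHA_17631 had the largest log2 FC, 8.35 (standard error 0.272, adjusted p = 6.5e-14).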

In total, four AP2-domain (apetala 2), six bHLH (basic helix–loop–helix), nine WRKY genes, and 19 MYB-domain- (myeloblastosis) containing genes were retrieved (Fig. 8A). 

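Over Table S13 as a whole, 87 of 90 transcription factors were tested, and 83 of them were higher in idioblasts than in mesophyll protoplasts (87 when adjusted over the list alone), with a median log2 FC of 1.82. The table was drawn from these samples and is not independent evidence. All 7 homeobox genes, all 4 LOB genes and the 5 of 7 GARP genes that could be tested were higher, as were 5 of 6 NAC genes. The NAC gene CATHA_26934, of a plant-specific family active in stress and ageing, was at 1249 ± 109.8 CPM (SD, n = 3) in idioblasts and 360.2 ± 104 CPM (SD, n = 3) in mesophyll protoplasts, a log2 FC of 1.82 (standard error 0.398, adjusted p = 0.00189) by edgeR's quasi-likelihood test. Against total protoplasts, 60 of the 87 were higher in idioblasts.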

The full list of up-regulated transcription factors in idioblasts is shown in Supplementary Table S13 and further includes several homeobox genes and plant-specific families of transcription factors, such as NACs, GARPs, and LOBs. 

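The MYB genes CATHA_22102, CATHA_29588 and CATHA_30002, of a family that regulates cell fate and specialized metabolism, were each higher in idioblasts. CATHA_22102 was at 45.7 ± 6.85 CPM (SD, n = 3) in idioblasts and 0.224 ± 0.107 CPM (SD, n = 3) in mesophyll protoplasts, CATHA_29588 at 39 ± 2.24 CPM (SD, n = 3) and 0.653 ± 0.205 CPM (SD, n = 3), and CATHA_30002 at 57.2 ± 3.90 CPM (SD, n = 3) and 5.02 ± 1.55 CPM (SD, n = 3). Their log2 FCs were 7.64 (standard error 0.379, adjusted p = 2.1e-11), 5.93 (standard error 0.355, adjusted p = 3.4e-10) and 3.53 (standard error 0.348, adjusted p = 3.6e-07) by edgeR's quasi-likelihood test. In total protoplasts they were at 1.76 ± 0.469 CPM (SD, n = 3), 1.26 ± 0.617 CPM (SD, n = 3) and 5.22 ± 2.79 CPM (SD, n = 3).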

Three MYBs listed among candidate transcription factor genes, *CATHA_22102*, *CATHA_29588*, and *CATHA_30002* (Fig. 8A), are included in module 6, associated with alkaloid levels, and their Biological Process GO term annotation includes ‘cell differentiation’ as the unique term. This suggests a possible role in the regulation of the differentiation status of idioblasts and of their specific features concerning alkaloid metabolism. Several other candidate transcription factors clustered in module 6 or 9, including two other MYBs, three WRKYs, and one bHLH (Fig. 8A), all from transcription factor families previously implicated in the regulation of the MIA pathway. They are therefore interesting candidates for the transcriptional regulation of the late MIA biosynthetic steps and metabolic flux.

**Fig. 8.**
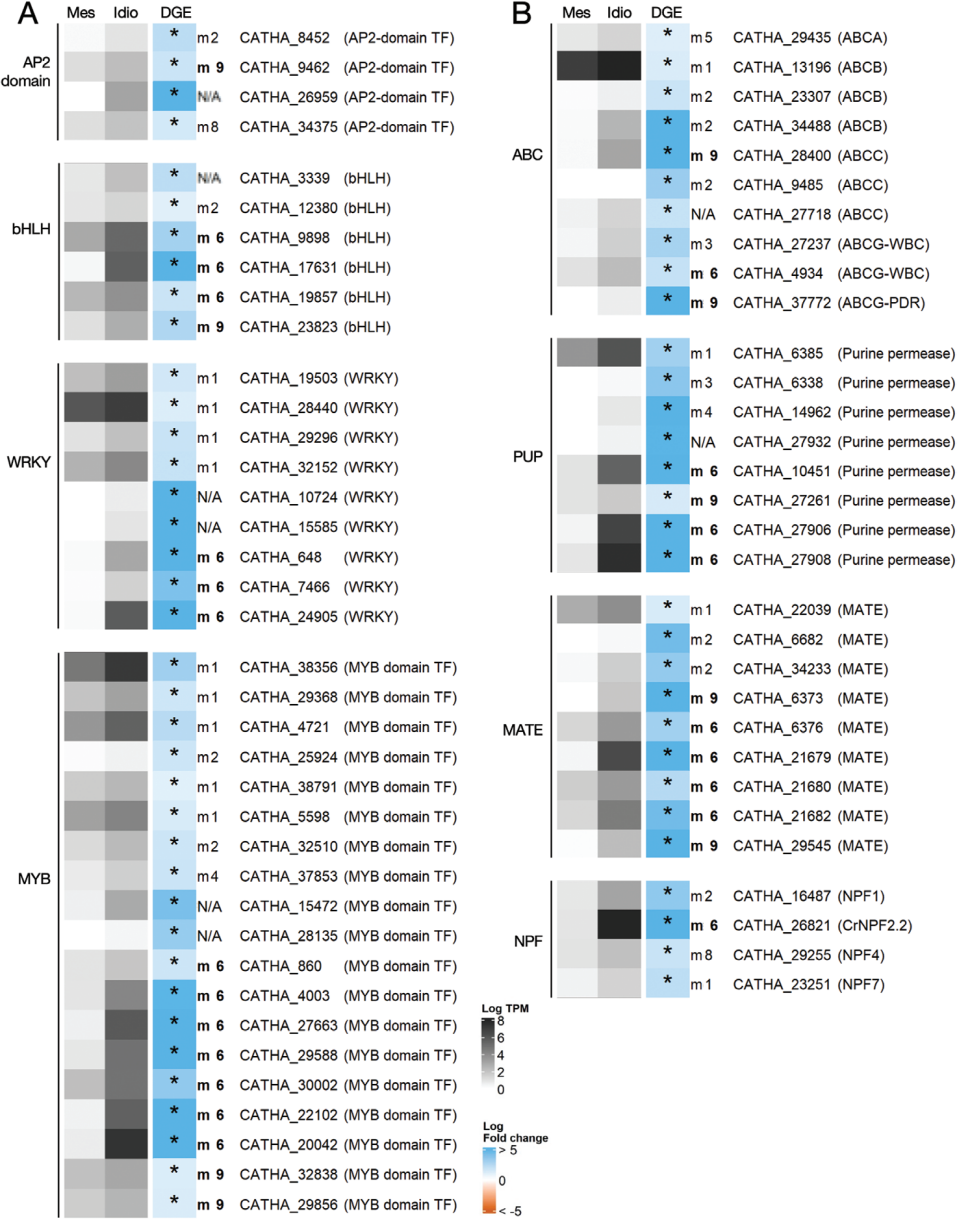
(A) Expression analysis of candidate genes for transcriptional regulation of the MIA pathway. AP2, Apetala 2 domain transcription factors; bHLH, basic helix–loop–helix transcription factors; WRKY, WRKY transcription factors; MYB domain TF, myeloblastosis domain transcription factors. (B) Expression analysis of candidate genes for MIA transmembrane transport events. ABC, ATP-binding cassette transporter; PUP, purine permease; MATE, multidrug and toxic compound extrusion transporter; NPF, nitrate/peptide transporter. Heatmap grey colours represent the mean log_2_ TPM of three independent biological samples of common mesophyll protoplasts (Mes) and idioblast protoplasts (Idio). DGE, differential gene expression, represents the log_2_ FC for each gene, with blue and red-orange representing, respectively, overexpression and underexpression in idioblast protoplasts compared with mesophyll protoplasts. Significant differential expression is marked with *. TPM values are given in Supplementary Dataset S4 and DGE in Supplementary Table S2.

#### Candidate transporters

The list of genes up-regulated in idioblasts was queried for members of transporter families known to have a role in transmembrane transport of specialized metabolites (Carqueijeiro *et al.*, 2013; Gani *et al.*, 2020). This search yielded several MIA candidates belonging to the transporter gene families MATE (9), ABC (10), PUP (8), and NPF (4) (Fig. 8B). In order to further rank the candidate status of those genes, a phylogenetic analysis was performed, aligning the idioblast candidate proteins of each transporter family with proteins of the respective families previously implicated in transport of specialized metabolites, in *C. roseus* or other plant species (Fig. 7B–D; Supplementary Figs S11, S12; Supplementary Tables S14–S16). Analyses also incorporated the complement of family proteins from *A. thaliana*, *O. sativa*, and *A. trichopoda*.

ABC transporters have been implicated in the transmembrane transport of specialized metabolites, namely the subfamilies ABCB, ABCC, and ABCG (Gani *et al.*, 2020). Phylogenetic analysis of ABCBs revealed that CATHA_34488 clustered with CjABCB1 and CjABCB2, involved in alkaloid cellular uptake in *Coptis japonica* (Shitan *et al.*, 2003, 2013) (Fig. 7B). *CATHA_34488*, like all other ABCB candidates, did not cluster in module 6 or 9, but its relative proximity with *C. japonica ABC1/2* involved in berberine transport is suggestive of alkaloid transport.

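The ABCB gene CATHA_34488, of the ATP-driven transporters, was at 26.6 ± 6.71 CPM (SD, n = 3) in idioblasts, 0.792 ± 0.668 CPM (SD, n = 3) in mesophyll protoplasts and 2.94 ± 1.36 CPM (SD, n = 3) in total protoplasts. Its log2 FC was 5.02 (standard error 0.42, adjusted p = 4.2e-08) against mesophyll protoplasts by edgeR's quasi-likelihood test. In whole leaves it was at 109.9 ± 10.8 CPM (SD, n = 3) in leaf pair 1 indoors and 215 ± 32.2 CPM (SD, n = 3) in leaf pair 4 indoors.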

Only one candidate NPF transporter (Fig. 8B; *CATHA_26821*) belongs to subfamily 2, which has been implicated in specialized metabolism and includes CrNPF2.9, responsible for export of strictosidine from the vacuoles (Larsen *et al.*, 2017; Payne *et al.*, 2017). *CATHA_26821* is among the top 25 up-regulated genes in idioblasts ranked by log_2_ FC (Table 2); it has high expression levels in idioblasts and clusters in module 6. 

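The nitrate/peptide family transporter CATHA_26821 was at 1759 ± 31.6 CPM (SD, n = 3) in idioblasts and 2.12 ± 0.647 CPM (SD, n = 3) in mesophyll protoplasts. The log2 FC was 9.71 (standard error 0.304, adjusted p = 4.5e-14) by edgeR's quasi-likelihood test, and against total protoplasts 5.11 (standard error 0.238, adjusted p = 2.3e-11). In leaf pair 1 it was at 63.8 ± 6.72 CPM (SD, n = 3) indoors and 50.5 ± 2.53 CPM (SD, n = 3) outdoors.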

BLAST search revealed that CATHA_26821 corresponds to a previously studied *C. roseus* NPF2.2 transporter. NPF2.2 was evaluated with negative results for the transport of MIA monoterpenoid precursors, but was not evaluated in relation to MIAs themselves (Larsen *et al.*, 2017). Therefore, the potential role of NPF2.2 in the idioblast import of MIA intermediates should be investigated.

Members of the PUP transporter family were implicated in alkaloid transport from the apoplast to the cytosol, in *Nicotiana tabacum* and *Papaver somniferum* (Jelesko, 2012; Dastmalchi *et al.*, 2019). All the eight candidate PUP transporters up-regulated in idioblasts (Fig. 8B) align in one strongly supported clade (Fig. 7C) containing the previously characterized alkaloid transporters, thus revealing a common evolutionary origin that may have functional significance. Three of the *C. roseus* PUPs cluster in module 6 of the co-expression network (*CATHA_10451*, *CATHA_27906*, and *CATHA_27908*), while one clusters in module 9 (*CATHA_27932*), further strengthening their potential as candidates for MIA transport.

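Purine permeases carry purines and, in some species, alkaloids into cells. CATHA_27906 was at 413 ± 30.7 CPM (SD, n = 3) in idioblasts and 0.636 ± 0.528 CPM (SD, n = 3) in mesophyll protoplasts, and CATHA_27908 at 735 ± 108 CPM (SD, n = 3) and 1.24 ± 0.652 CPM (SD, n = 3), for log2 FCs of 9.34 (standard error 0.323, adjusted p = 1.4e-13) and 9.26 (standard error 0.375, adjusted p = 1.2e-12). CATHA_10451 was at 130.1 ± 45.9 CPM (SD, n = 3) against 1.62 ± 0.562 CPM (SD, n = 3), a log2 FC of 6.38 (standard error 0.358, adjusted p = 1.2e-10) by edgeR's quasi-likelihood test. CATHA_27932 was close to the limit of detection, at 0.591 ± 0.512 CPM (SD, n = 3) in idioblasts with no counts in mesophyll protoplasts, which is at least 5.21-fold higher (adjusted p = 0.0293). Idioblast replicate 3 had no counts of it, and its call was lost without idioblast replicate 1 or 2 or any 1 of the 3 mesophyll replicates (adjusted p = 0.0630 to 0.0754). As close copies with neighbouring numbers, CATHA_27906 and CATHA_27908 can share reads, which leaves their individual levels uncertain.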

MATE transporters have been implicated in vacuole uptake of alkaloids in *N. tabacum* and *C. japonica* (Otani *et al.*, 2005; Shoji *et al.*, 2009). In *C. roseus*, it has been shown that catharanthine, vindoline, and anhydrovinblastine are transported from the cytosol to the vacuole by a H^+^-antiport system evocative of MATE transporters (Carqueijeiro *et al.*, 2013). There were nine *CrMATE* genes up-regulated in idioblasts (Fig. 8B), and phylogenetic analysis (Fig. 7D) showed that CATHA_29545 aligns in the clade of NtMATE1/2 and that CATHA_21679, CATHA_21680, and CATHA_21682 align in the clade of CjMATE1. *CATHA_29545* clusters in module 9, which includes *DAT* and *D4H*, while *CATHA_21679*, *CATHA_21680*, and *CATHA_21682* cluster in module 6, significantly correlated with alkaloid levels (Fig. 4A). Furthermore, *CATHA_21679* is among the top up-regulated genes in idioblasts (Table 2). These are therefore very strong candidates for the idioblast vacuolar uptake of the different MIAs, the transport event that is potentially the main determinant of MIA metabolic flux in *C. roseus* leaves.

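All 4 MATE genes, for proton-driven transporters that export compounds from the cytosol, were higher in idioblasts. CATHA_29545 was at 12.1 ± 4.17 CPM (SD, n = 3) in idioblasts and 0.252 ± 0.222 CPM (SD, n = 3) in mesophyll protoplasts, a log2 FC of 5.50 (standard error 0.617, adjusted p = 1.9e-06). CATHA_21679 was at 409 ± 62.2 CPM (SD, n = 3) in idioblasts. In mesophyll protoplasts, 1 sample held 16 counts and the other two none, and its log2 FC was 9.41 (standard error 0.637, adjusted p = 2.0e-09) by edgeR's quasi-likelihood test. CATHA_21680 and CATHA_21682 had smaller log2 FCs, 2.45 (standard error 0.294, adjusted p = 4.5e-06) and 4.44 (standard error 0.246, adjusted p = 1.1e-10), from 25.5 ± 3.48 CPM (SD, n = 3) and 141 ± 21.2 CPM (SD, n = 3) in idioblasts. CATHA_21679, CATHA_21680 and CATHA_21682 have neighbouring numbers and similar descriptions, so shared reads leave their individual levels uncertain.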

## Discussion

The term ‘idioblast’ is used to describe individual cells that differ in shape, size, wall structure, and/or content from a surrounding homogeneous tissue, and they may appear in any of the tissues of a plant (Foster, 1956). In *C. roseus* leaves, the only plant organ where the anticancer alkaloids are synthesized and accumulated, idioblasts are sparsely and randomly distributed across palisade and spongy parenchyma, are typically larger than their mesophyll counterparts, and display a distinctive refractile and autofluorescent vacuolar content (Mersey and Cutler, 1986; St-Pierre *et al.*,1999; Carqueijeiro *et al.*, 2016). *Catharanthus roseus* leaf idioblasts have been shown to react specifically with alkaloid staining reagents, to specifically express *DAT* and *D4H* responsible for the last steps of vindoline biosynthesis, and to specifically accumulate this alkaloid, one of the monomeric precursors of the anticancer dimeric vinblastine (Fig. 1) (Yoder and Mahlberg, 1976; St-Pierre *et al.*, 1999; Carqueijeiro *et al.*, 2016; Yamamoto *et al.* 2019; Usaki *et al.*, 2022; Li *et al.*, 2023; Sun *et al*., 2023). Here, the FACS isolation of idioblast protoplasts enabled the generation of a new transcriptome assembly, IDIO+, and revealed the differential transcriptome and alkaloid profiles of this cell type, contributing to the understanding of its biology and roles in alkaloid dynamics.

The importance of the anticancer alkaloids produced by *C. roseus* has driven the generation of multiple transcriptomic resources, which were pivotal for the full disclosure of the biosynthetic pathway of vindoline, catharanthine, and serpentine (Góngora-Castillo *et al.*, 2012; Van Moerkercke *et al.*, 2013; Dugé de Bernonville *et al.*, 2015b; Franke *et al.*, 2019). The novel transcriptome IDIO+ includes transcript information from isolated idioblasts, which are low abundant cells in leaves, guaranteeing representation of otherwise rare transcripts. The dataset used also included information from plants grown outdoors, seldom used in research, further enriching transcript representation. Accordingly, 1128 novel gene loci were identified relative to *C. roseus* genome v2, significantly improving gene model information. These results may also positively impact the three improved *C. roseus* genome versions published very recently, after the preparation of this manuscript (Cuello *et al*., 2022; Li *et al*., 2023; Sun *et al*., 2023).

### The idioblastome reveals a unique cell type associated with stress resistance

The differential transcriptome of *C. roseus* leaf idioblasts generated in this work shows the expression of a clearly distinct genetic programme from their surrounding mesophyll cells. Extensive idioblast down-regulation of genes involved in light harvesting/photosynthesis/chloroplasts, together with the high up-regulation of specific carbon metabolism proteins, strongly suggest that this cell type is a carbon sink, opposite to the surrounding mesophyll cells (Fig. 3; Table 2). Significantly, higher activity of β-fructofuranosidase/invertase, as observed in idioblasts, has been reported for sink organs together with higher expression of specialized metabolism (Sturm, 1999; Nishanth *et al.*, 2018).

GO enrichment analysis indicates that idioblasts show a radically different transport protein landscape (Fig. 3) that certainly is correlated with the distinct behaviour concerning carbon metabolism and the specialization in alkaloid accumulation (Fig. 2B). Likewise, idioblast up-regulation profiles show the presence of gene families implicated in alkaloid transport and of genes indicative of an intense nitrogen (e.g. glutamine) transport and metabolism that may feed idioblasts with an abundance of amino acids, such as the MIA precursor tryptophan (Table 1; Fig. 8B). Interestingly, a high glutamine production in Arabidopsis was previously associated with stress responses (Ji *et al.*, 2019), another highlighted feature of idioblasts.

Up-regulated and highly expressed genes in idioblasts (Tables 1, 2), together with GO term enrichment (Fig 3), clearly indicate a specialization of this cell type in biotic and abiotic stress resistance. In particular, the major presence of three MLPs in idioblasts should be highlighted, with *CATHA_15668* corresponding to the gene with the highest expression in this cell type (Table 2). MLPs are plant-specific proteins that were first identified as two of the most abundant proteins in the alkaloid-accumulating latex of opium poppy (Nessler *et al.*, 1985), and they have been implicated in drought and salt tolerance, as well as in the induction of resistance to pathogens (Fujita and Inui, 2021). Their major presence in the alkaloid-accumulating idioblasts of *C. roseus* is clearly related to a similar presence in the alkaloid-accumulating poppy latex, and suggests a common role, most probably defence against herbivore attacks and subsequent pathogen exposure. The action mechanisms of MLPs and their potential use in crop protection and improvement of stress resilience should be investigated.

Overall, the idioblastome reveals a unique cell type, associated with resistance to abiotic and biotic stresses. The overall functional portrait highlighted by the idioblastome, together with the high levels of alkaloids (Fig. 2B), whose animal toxicity and bitterness guarantee potent herbivore-deterrent activity, indicate that *C. roseus* leaf idioblasts must be instrumental in responses to and resistance against environmental challenges.

### A new paradigm for alkaloid accumulation in *C. roseus* leaves

In this work, analysis of the alkaloid profile of idioblast protoplasts revealed the differential presence of extremely high levels of serpentine, catharanthine, vindoline, and anhydrovinblastine, with relative proportions of the different alkaloids suggesting their major co-accumulation in idioblasts within the leaf (Fig. 2B; Supplementary Table S6). This confinement of specialized metabolism to particular cell types is a recurrent feature in plants, with examples including morphine in poppy laticifers, glucosinolate metabolism in Arabidopsis myrosin cells and S-cells, and terpenoids in glandular trichomes of ~30% of vascular plants (Glas *et al.*, 2012; Beaudoin and Facchini, 2014; Shirakawa and Hara-Nishimura, 2018). Such compartmentation, together with vacuole accumulation of most specialized metabolites, including MIAs, has been considered a strategy to manage the burdens of overproduction of specialized metabolites, including competition for resources, metabolic imbalance, and potential self-intoxication (Carqueijeiro *et al.*, 2013; Chezem and Clay, 2016).

Alkaloid concentrations in *C. roseus* idioblasts were further shown here to reach millimolar levels, similar to the values reported recently by Li *et al.* (2023). These high alkaloid concentrations are likely stored inside the idioblast vacuole, avoiding self-toxicity effects (Carqueijeiro *et al.*, 2013), and should guarantee a high local toxicity leading to high defence efficiency, when an insect herbivore bites the *C. roseus* leaf. This extreme alkaloid defence specialization of idioblasts may be incompatible with normal mesophyll cell metabolism, justifying the differentiation of this cell type and the observed partitioning of the MIA pathway.

Most studies show that *C. roseus* leaves accumulate high levels of catharanthine and vindoline, with high levels of anhydrovinblastine also being frequently reported, as detected in the present study (Balsevich and Bishop, 1989; Naaranlahti *et al.*, 1991; Tang *et al.*. 2009; Pan *et al.*, 2016; and, in our lab, by Sottomayor *et al.*, 1998; Costa *et al.* 2008; and Carqueijeiro *et al.*, 2013). In these cases, the true bottleneck in relation to the accumulation of the anticancer alkaloids is the conversion of anhydrovinblastine into vinblastine, a reaction that has escaped characterization so far. There are other reports where anhydrovinblastine levels are low, undetected, or not mentioned, indicating that the dimerization reaction may also be an important bottleneck for specific *C. roseus* cultivars/growing conditions (e.g. Mersey and Cutler, 1986; Murata and De Luca, 2005; Roepke *et al.*, 2010; Yu and De Luca, 2013; Dugé de Bernonville *et al.*, 2017; Yamamoto *et al.*, 2019; Li *et al.*, 2023). In the plants used here, the high dimerization activity is robustly co-regulated with the biosynthesis of the monomeric precursors, opposite to vinblastine levels (Fig. 4A).

The co-accumulation of catharanthine and vindoline in idioblasts observed in this study challenges previous data suggesting that catharanthine is accumulated at the epidermal cuticle, away from the idioblast-accumulated vindoline (Roepke *et al.*, 2010; Yu and De Luca, 2013). However, the claimed specific accumulation of catharanthine in the leaf surface was based on a leaf chloroform dipping technique, which was later shown to destroy the cell integrity of *C. roseus* leaves, leading to alkaloid cell leakage (Abouzeid *et al.*, 2019). Moreover, previous work by the same research group, using an uncontested abrasion technique to isolate the epidermis/cuticle, had shown that catharanthine was accumulated in the remnant leaf body (Murata and De Luca, 2005). Spatial co-accumulation of catharanthine and vindoline inside idioblasts has actually been reported for a long time based on centrifugation samples enriched in idioblast protoplasts (Mersey and Cutler, 1986), and was very recently confirmed using advanced imaging and single-cell MS technologies (Yamamoto *et al.*, 2019; Li *et al.*, 2023). In agreement with co-accumulation of catharanthine and vindoline, the treatment of *C. roseus* leaves with alkaloid staining reagents has consistently shown reaction with idioblasts and laticifers, but never with the epidermis or the leaf surface (Yoder and Mahlberg, 1976; Carqueijeiro *et al.*, 2016; Usaki *et al.*, 2022). Carqueijeiro *et al.* (2013) showed that mesophyll protoplasts accumulate high levels of vindoline, catharanthine, and anhydrovinblastine, indicating cellular accumulation of catharanthine and co-localization with vindoline to yield anhydrovinblastine. Additionally, it was shown that *C. roseus* mesophyll vacuoles perform specific uptake of all three alkaloids through a H^+^-antiport system, reinforcing the evidence supporting cellular accumulation of catharanthine. Finally, the presence of high levels of anhydrovinblastine in *C. roseus* leaves, indicative of catharanthine and vindoline co-localization, has been repeatedly reported (references above), spanning at least three different cultivars across six distinct geographical locations. The accumulation of catharanthine in idioblasts indicates that it must be transported from the epidermis to idioblasts, since catharanthine synthase (CS) has been recently shown to be preferentially expressed in epidermal cells (Li *et al.*, 2023).

This study, together with abundant reported evidence (notably Yamamoto *et al.*, 2019 and Li *et al.*, 2023), establishes idioblasts as a central accumulation target of alkaloids in *C. roseus* leaves, and rationally the home of the key biosynthetic steps leading to the dimeric anticancer alkaloids, of transporters determining alkaloid metabolic flux, and of instrumental transcriptional regulators of the MIA pathway (Fig. 9). As such, the low levels of the dimeric anticancer alkaloids vinblastine and vincristine should not be credited to the spatial seclusion of their monomeric precursors catharanthine and vindoline, as often stated in review literature (Courdavault *et al.*, 2014; De Luca *et al.*, 2014; Qu *et al.*, 2019; Kulagina *et al.*, 2022), but rather to elusive biosynthetic mechanisms whose final clarification should be searched for in idioblasts. Based on their similar fluorescent properties, reactivity with alkaloid reagents, and *D4H/DAT* expression profile (St-Pierre *et al.*, 1999; Carqueijeiro *et al.*, 2016), laticifers are most likely an alkaloid hot spot akin of idioblasts.

**Fig. 9.**
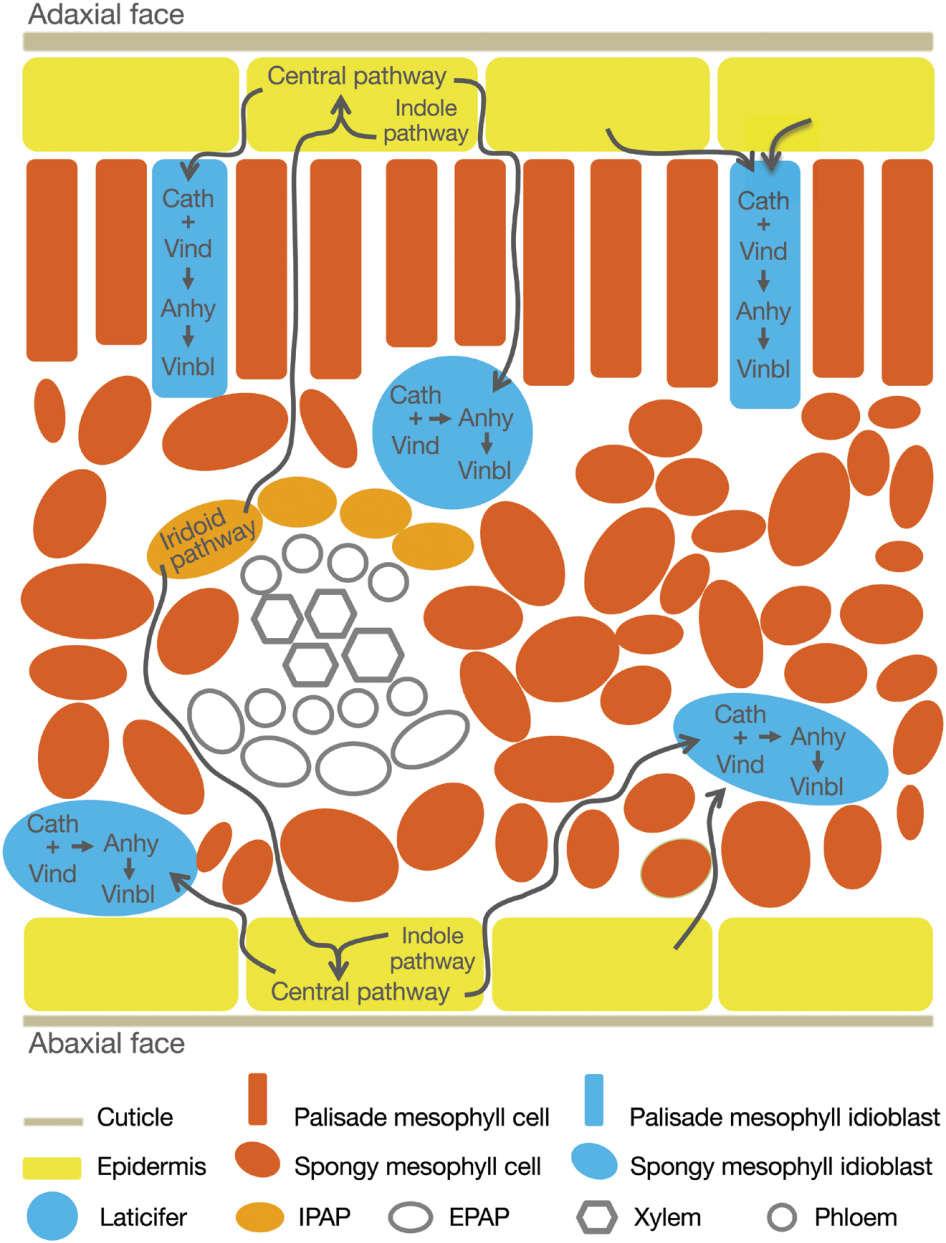
Model proposed for the architecture of the MIA pathway in *C. roseus* leaves. Iridoid precursors are produced in IPAP cells and transported to epidermal cells where the central pathway takes place, also incorporating indole precursors. Catharanthine and a vindoline precursor are transported to mesophyll idioblasts and laticifers, where those monomeric alkaloids accumulate in high levels. The dimerization into anhydrovinblastine and the subsequent conversions to vinblastine and vincristine, the true bottlenecks of the pathway, also take place in idioblasts and laticifers. Anhy, anhydrovinblastine; Cath, catharanthine; EPAP, external phloem-associated parenchyma; IPAP, internal phloem-associated parenchyma; Vinbl, vinblastine; Vind, vindoline. For pathway details, see Fig. 1.

### The idioblastome reveals new insights into the MIA pathway and establishes a roadmap towards its full elucidation

The differential expression of MIA biosynthetic genes in idioblasts shows that the indole, iridoid, and central MIA pathways are down-regulated in this cell type, while most of the late pathway, encompassing the conversion of tabersonine into vindoline, is up-regulated (Figs 1, 5). It is also evident that three of the branching pathways competing with the central pathway for the common strictosidine aglycone substrates are up-regulated in idioblasts (Fig. 1; Supplementary Fig. S9). How the plant regulates the channelling of strictosidine aglycone into the divergent structural classes stemming from this central precursor is precisely one of the main riddles of the MIA pathway. Metabolic channelling resulting from interaction between strictosidine-β-D-glucosidase (SGD) and subsequent enzymes is probably one of the mechanisms involved (Stravinides *et al.*, 2015, 2016). Our results suggest that differential subcellular localization may also be important to determine the fate of strictosidine aglycone, since geissochizine synthase 1 (*GS1*) transcripts, feeding the central pathway towards catharanthine and tabersonine, have been shown to be enriched in epidermal extracts (Tatsis *et al*., 2017; Qu *et al.*, 2018a), while the competing *THAS1/2* and *VAS* on are here shown to have differential higher expression in idioblasts. Strictosidine aglycone isomers are very unstable and toxic, and it has always been assumed that they are promptly converted on-site by subsequent enzymes (Guirimand *et al.*, 2010; Stravinides *et al.*, 2016). The high expression levels of *THAS1/2*, *VAS*, and *SS* in idioblasts, together with the high levels of the alkaloid product serpentine, suggest that the entry enzymes of the MIA central pathway, STR and SGD, although down-regulated in idioblasts, are also operating in this cell type.

An intriguing observation is the up-regulation of *DPAS* in idioblasts, opposite to the immediately previous and subsequent enzymes in the pathway (Figs 1, 5). This enzyme has been proposed to generate the unstable intermediate dihydroprecondylocarpine acetate (Caputi *et al.*, 2018), which also acts as a hub substrate originating at least three different products (Fig. 1). *DPAS* is also the only enzymatic step of the MIA pathway found in co-expression module 6 (Supplementary Table S11), which is the only module showing a significant positive correlation with the levels of the main alkaloids accumulated in *C. roseus* leaves/idioblasts (Fig. 4A). DPAS may therefore be a key step influencing decisively the metabolic flux into the production of catharanthine and vindoline, and deserves further attention.

*PRX1*, encoding a class III peroxidase putatively responsible for the coupling reaction of catharanthine and vindoline to yield anhydrovinblastine, is down-regulated in idioblasts (Fig. 5). *PRX1* is also not co-expressed with *D4H* and *DAT*, in module 9, nor clustered in module 6, which has a high correlation with anhydrovinblastine levels (Fig. 4A). Like most class III peroxidases, evidence suggests that PRX1 is not a specific enzyme and has a wide range of roles, including scavenging of excess hydrogen peroxide generated during photosynthesis at the expense of a range of different substrates (Ferreres *et al.*, 2011). Most photosynthetic processes are greatly down-regulated in idioblasts (Fig. 3), which could explain the lower expression of PRX1 in such cells, independently of its function as the dimerizing enzyme. Otherwise, it is not impossible that although PRX1 is capable of performing the coupling reaction *in vitro*, there is a more specific enzyme performing that reaction *in vivo*, in idioblasts.

A striking outcome of module–trait correlation analysis is the radically different correlation behaviour of vinblastine in comparison with all its immediate precursor alkaloids (Fig. 4A). This indicates that the unknown enzyme responsible for the reaction leading to this valuable anticancer alkaloid might not be co-expressed with the other MIA pathway steps occurring in idioblasts. Moreover, no significant correlation was found between vinblastine and any of the gene co-expression modules, in line with its elusive biosynthesis, whose key ultimately resides in idioblasts. Likewise, the gaps concerning the bottleneck biosynthetic steps leading to the anticancer vinblastine and vincristine should be among the candidate enzymes shown in Fig. 6, featuring two DPAS-like ADHs and several versatile P450s.

There seems to be a significant overlap between the transcriptional regulatory networks governing specialized metabolism and the development of associated cell types (Chezem and Clay, 2016). Our data indicate that *C. roseus* mesophyll idioblasts are specialized in the late steps of the MIA pathway and centralize MIA accumulation in *C. roseus* leaves. Therefore, the transcription regulatory network determining idioblast differentiation and the maintenance of their differentiation status is most likely key for the regulation of the late MIA pathway and MIA metabolic flux. Idioblast up-regulated transcription factors include strong candidates for such important regulatory functions (Fig. 8A).

Correlation analysis of gene co-expression modules with alkaloid traits showed that only module 6 has a significant correlation with alkaloid levels (Fig. 4A). This module includes mostly genes up-regulated in idioblasts, it includes only one MIA biosynthetic gene and it encompasses many transporter genes (Supplementary Table S11). This result indicates the relevance of idioblasts for alkaloid accumulation in *C. roseus* leaves and suggests that alkaloid levels are not determined by the expression levels of biosynthetic enzymes, but rather by the intensity of metabolic flux generated by alkaloid transmembrane transport. As such, the transporter candidates identified in the idioblast complement of genes (Fig. 8B) hold an exceptional potential regarding the understanding and improvement of alkaloid metabolic flux in *C. roseus*. Significantly, module 6 includes several candidates with close phylogenetic relationships with transporters previously shown to be involved in alkaloid transport in other species (Figs 7B–D, 8B, see the Results).

Given the exclusive accumulation of high levels of alkaloids in *C. roseus* leaf idioblasts (together with laticifers) it seems obvious that this cell type acts as a sink of whatever alkaloids are produced elsewhere in the leaves. On the other hand, the idioblast expression profile shows that these cells are particularly active in the last steps of biosynthesis of serpentine and vindoline, and are the specific home of the critical biosynthetic steps leading to the dimeric anticancer alkaloids from the monomeric precursors vindoline and catharanthine. Therefore, the idioblastome holds the key to the identification of the genes encoding the enzymes responsible for the bottleneck biosynthetic steps leading to the anticancer drugs vinblastine and vincristine, the transporters determining alkaloid metabolic flux, and the transcription factors regulating the expression levels of both MIA enzyme and transporter genes. The present work provides a comprehensive roadmap towards the deep understanding of the MIA pathway complexity and the future implementation of successful strategies to increase the levels of the *C. roseus* anticancer alkaloids.

## Supplementary data

The following supplementary data are available at *JXB* online.

Dataset S1. GTF file with the IDIO+ full mRNA gene models (including all alternative splicing isoforms) and the respective localization coordinates in *C. roseus* genome v2. This was the file used for DGE.

Dataset S2. FASTA file including IDIO+ mRNA coding sequences.

Dataset S3. TSV file including the functional annotation of IDIO+.

Dataset S4. CSV file including the TPM expression levels of IDIO+ genes in the samples used for DGE.

Fig. S1. Principal component analysis (PCA) of all the Illumina short-read transcriptomic datasets (Fig. 2C).

Fig. S2. Scale-free topological indices at various soft-thresholding powers for the co-expression network used in the module–trait correlation analysis of Fig. 4A.

Fig. S3. Extracted ion chromatograms of a typical sample of idioblast protoplasts and the extracted ion chromatograms of alkaloid standards used for alkaloid identification.

Fig. S4. Summary of the approach used for genome-guided transcriptome assembly.

Fig. S5. Screenshot obtained with the genome browser Jbrowse (jbrowse.org) depicting an example of an erroneous gene model of a MATE protein present in the reference genome annotation (CRO_T123311).

Fig. S6. Gene expression heat map of the 1128 novel gene loci identified in IDIO+.

Fig. S7. Principal component analysis (PCA) of the transcriptomic datasets generated for the different tissue and cell samples involved in the isolation of idioblasts (Fig. 2C, upper part).

Fig. S8. Hierarchical clustering of the different tissue and cell samples involved in the isolation of idioblasts, based on the regularized log transformation of normalized read counts per gene.

Fig. S9. Expression analysis of genes that have been implicated in MIA branching pathways (Fig. 1), in MIA transmembrane transport, and in transcriptional regulation of the MIA pathway.

Fig. S10. Phylogenetic analysis of cytochrome P450s from clan 71 up-regulated in *C. roseus* idioblasts.

Fig. S11. Phylogenetic analysis of ABCB transmembrane transporters up-regulated in *C. roseus* idioblasts.

Fig. S12. Phylogenetic analysis of PUP transmembrane transporters up-regulated in *C. roseus* idioblasts.

Fig. S13. Phylogenetic analysis of MATE transmembrane transporters up-regulated in *C. roseus* idioblasts.

Table S1. List of novel genes identified by IDIO+.

Table S2. Genes up-regulated in idioblast protoplasts in comparison with protoplasts of common mesophyll cells.

Table S3. Genes down-regulated in idioblast protoplasts in comparison with protoplasts of common mesophyll cells.

Table S4. Genes not significantly differentially expressed in idioblast protoplasts in comparison with protoplasts of common mesophyll cells.

Table S5. Best fitting evolutionary model used for the phylogenetic analyses performed for each gene family.

Table S6. Levels of the alkaloids detected in leaves, total protoplasts, sorted common mesophyll protoplasts, and sorted idioblast protoplasts.

Table S7. Overview of the sequencing data used for transcriptome assembly.

Table S8. Comparison of the IDIO+ transcriptome assembly with the *C. roseus* genome v2 annotation and the consensus CDF97 transcriptome.

Table S9. Manual annotation of the MIA pathway genes in the IDIO+ transcriptome.

Table S10. Levels of alkaloids for the different samples used for weighted gene co-expression network analysis.

Table S11. Gene lists of co-expression modules of Fig. 4.

Table S12. Proteins involved in specialized metabolism used in the phylogenetic analysis of the P450 family.

Table S13. Full list of putative transcription factors up-regulated in idioblasts and candidate for regulation of MIA metabolism.

Table S14. Proteins involved in specialized metabolism used in the phylogenetic analysis of the ABCB family.

Table S15. Proteins involved in specialized metabolism used in the phylogenetic analysis of the PUP family.

Table S16. Proteins involved in specialized metabolism used in the phylogenetic analysis of the MATE family.

erad374_suppl_Supplementary_Figs_S1-S12_Tables_S1-S13

## Data Availability

The RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.*, 2002) and are accessible through GEO Series accession number GSE217852 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217852). The full IDIO+ transcriptome (TSA, transcriptome shotgun assembly), including coding, non-coding, and splicing variants, has been deposited at DDBJ/EMBL/GenBank under accession number GKIJ00000000. The version described herein is the first version, GKIJ01000000. All other data supporting the findings of this study are available within the paper and within its supplementary data published online.

## Abbreviations

ABC: ATP-binding cassette
anhydrovinblastine: α-3ʹ,4ʹ-anhydrovinblastine
BUSCO: Benchmarking set of Universal Single-Copy Orthologs
D4H: desacetoxyvindoline-4-hydroxylase
DAT: deacetylvindoline-4-*O*-acetyltransferase
DGE: differential gene expression
DPAS: dihydroprecondylocarpine synthase
FACS: fluorescence-activated cell sorting
GO: Gene Ontology
MATE: multidrug and toxic compound extrusion
MIA: monoterpenoid indole alkaloid
NPF: nitrate and peptide transporter family
P450: cytochrome P450
PCA: principal component analysis
PRX1: class III peroxidase 1
PUP: purine permease
RT: retention time
SGD: strictosidine-β-D-glucosidase
SS: serpentine synthase
STR: strictosidine synthase
T3O: tabersonine 3-oxygenase
T3R: tabersonine 3-reductase
THAS: tetrahydroalstonine synthase
TPM: transcript count per million
VAS: vitrosamine synthase.

# Supplementary material for: The leaf idioblastome of the medicinal plant Catharanthus roseus is associated with stress resistance and alkaloid metabolism
**Source:** J Exp Bot. 2023 Oct 7;75(1):274–99. doi: 10.1093/jxb/erad374
**Supplement:** erad374_suppl_Supplementary_Figs_S1-S12_Tables_S1-S13

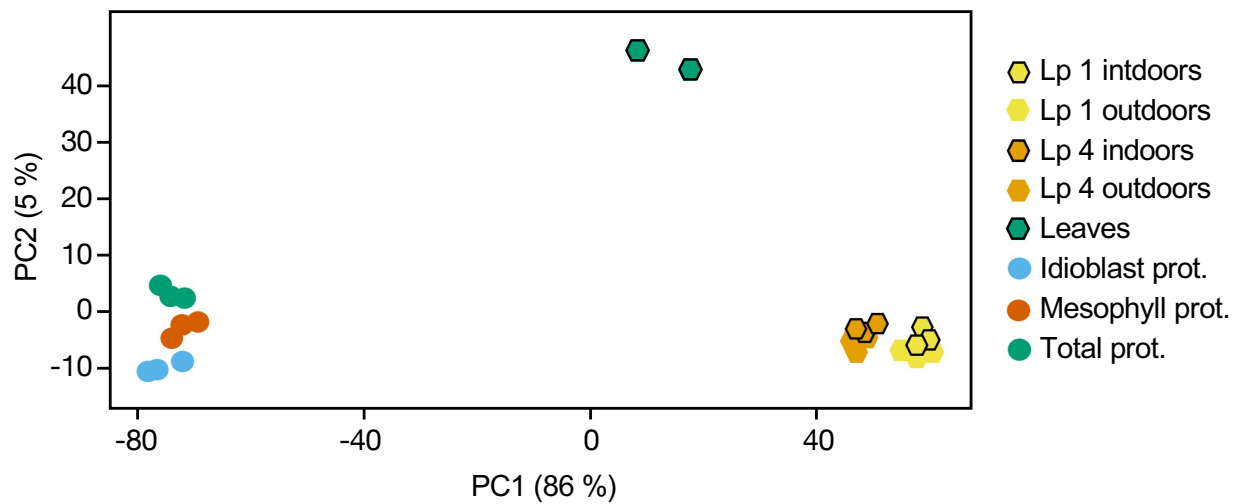

Supplementary Fig. S1. Principal Component Analysis (PCA) of all the Illumina short-read transcriptomic datasets (Fig. 2C). Analysis was based on the regularized log transformation of normalized read counts per gene. Lp 1 and 4 – leaf pair 1 and 4 counting from the shoot apex. Indoors and outdoors – plant leaves from an experiment including one group of control plants grown in a growth chamber (indoor plants) and another group of plants grown outdoors, submitted to natural light and temperature conditions (outdoor plants). Hexagons represent leaf samples and circles represent protoplast samples. Outlined hexagons correspond to indoor plants.

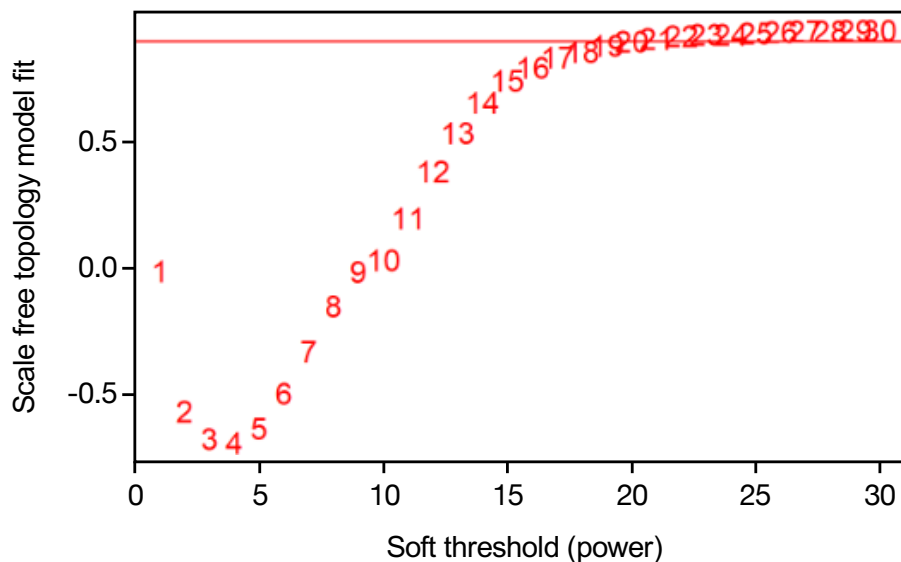

Supplementary Fig. S2. Scale-free topological indices at various soft-thresholding powers for the co-expression network used in the module-trait correlation analysis of Fig. 4A.

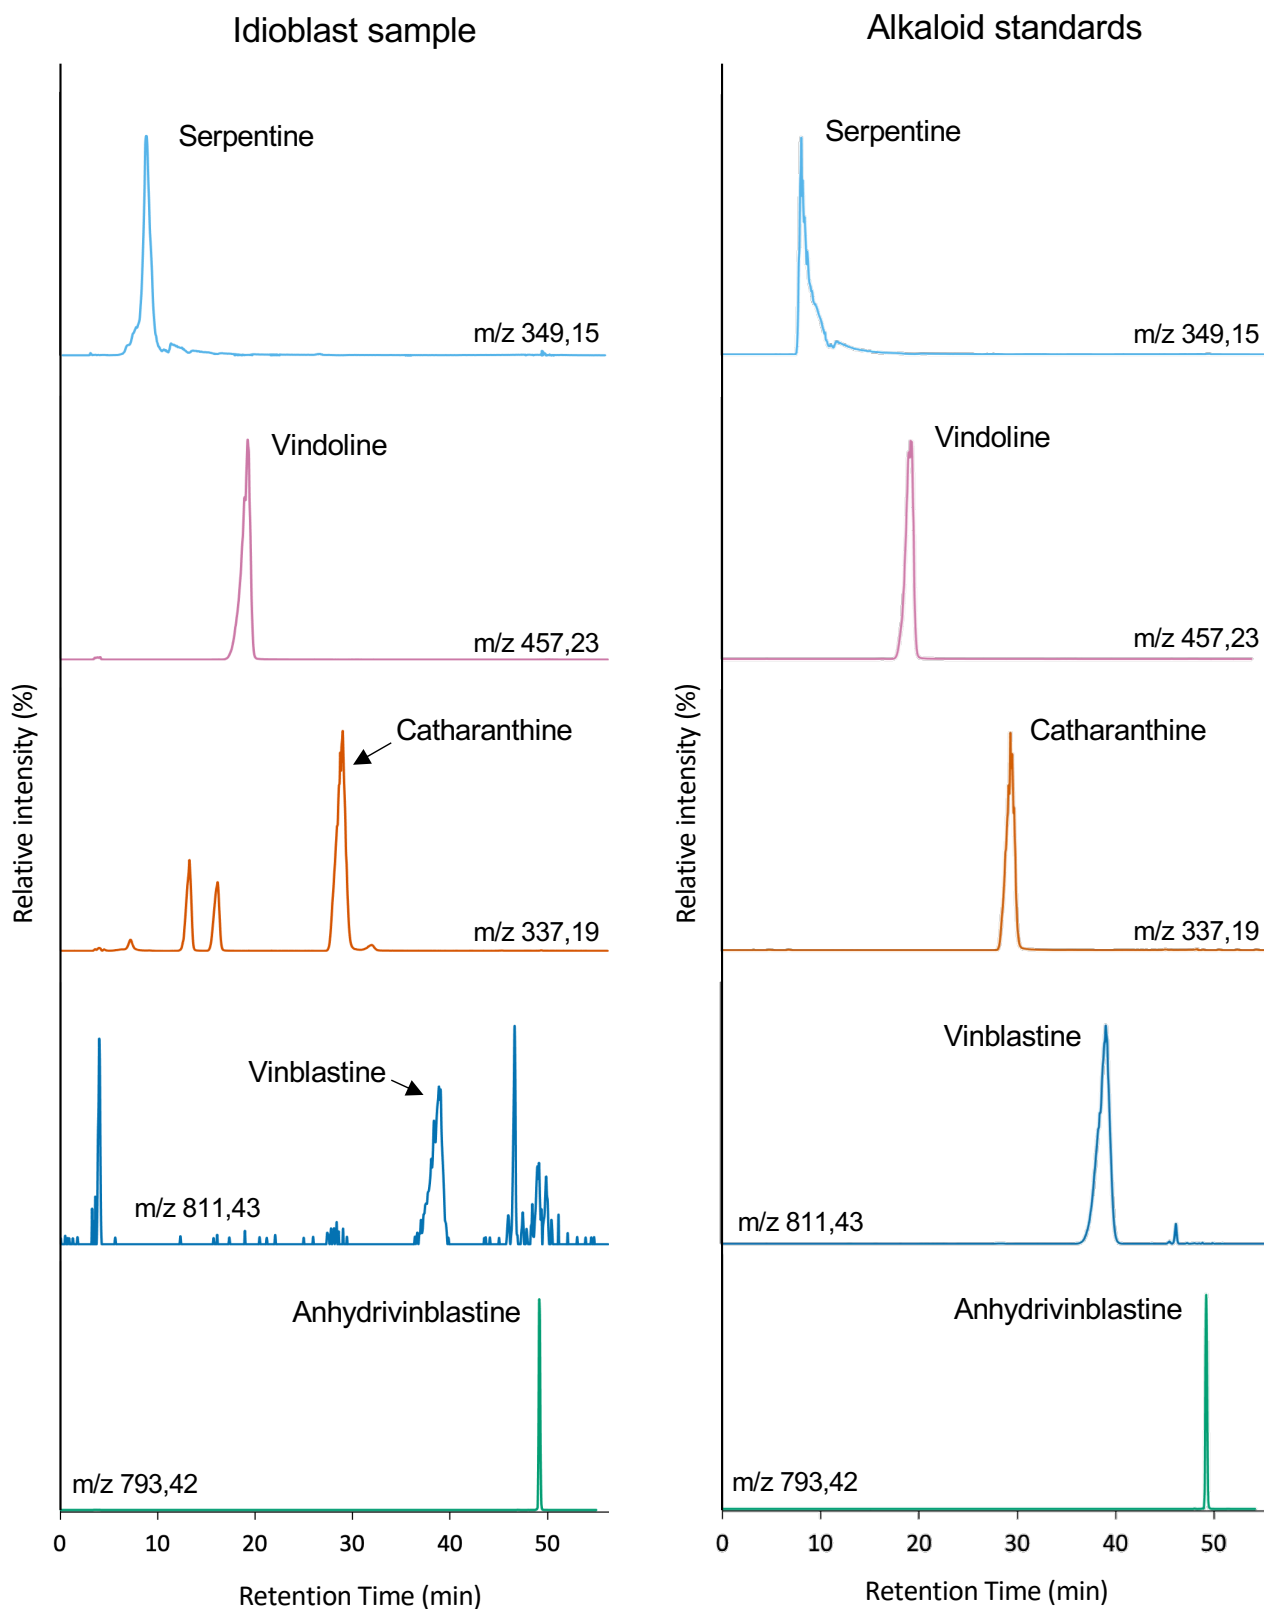

Supplementary Fig. S3. Extracted ion chromatograms of a typical sample of idioblast protoplasts (left) and the extracted ion chromatograms of alkaloid standards used for alkaloid identification (right).

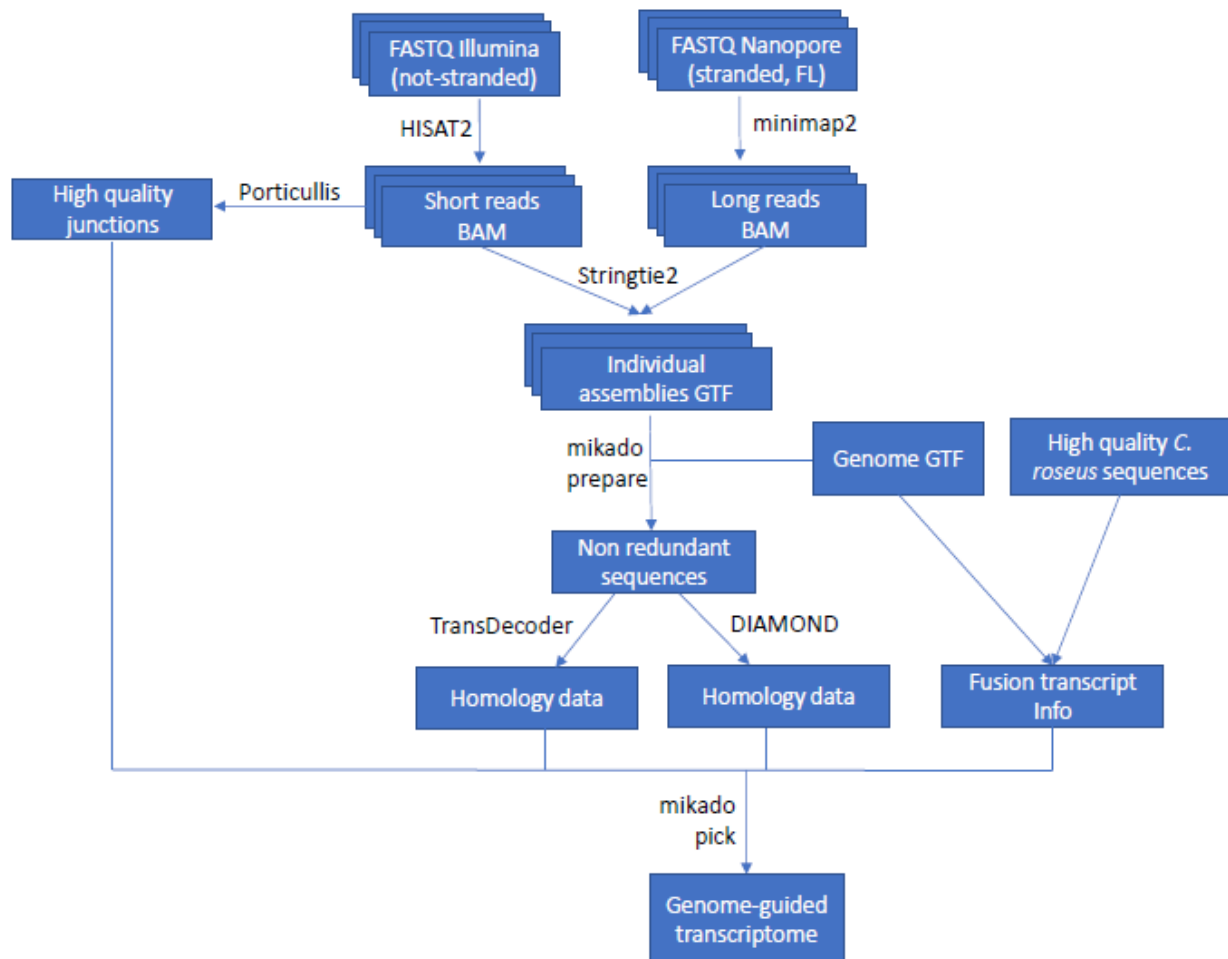

Supplementary Fig. S4. Summary of the approach used for genome-guided transcriptome assembly. Blue boxes represent data and arrows represent the software used. Briefly, the reads were aligned using HISAT2 and minimap2 (short and long read data respectively) and gene models were assembled using Stringtie. Mikado was used to filter, merge and refine gene models using information from high quality junctions (derived from Porticullis), open reading frame coordinates (TransDecoder) and homology data (DIAMOND). Furthermore, fusion transcripts were filtered by mapping genes to high quality *C. roseus* sequences from CD97 (Dugé de Bernonville *et al.*, 2015b) and the GenBank. The final set of transcripts was obtained using Mikado pick.

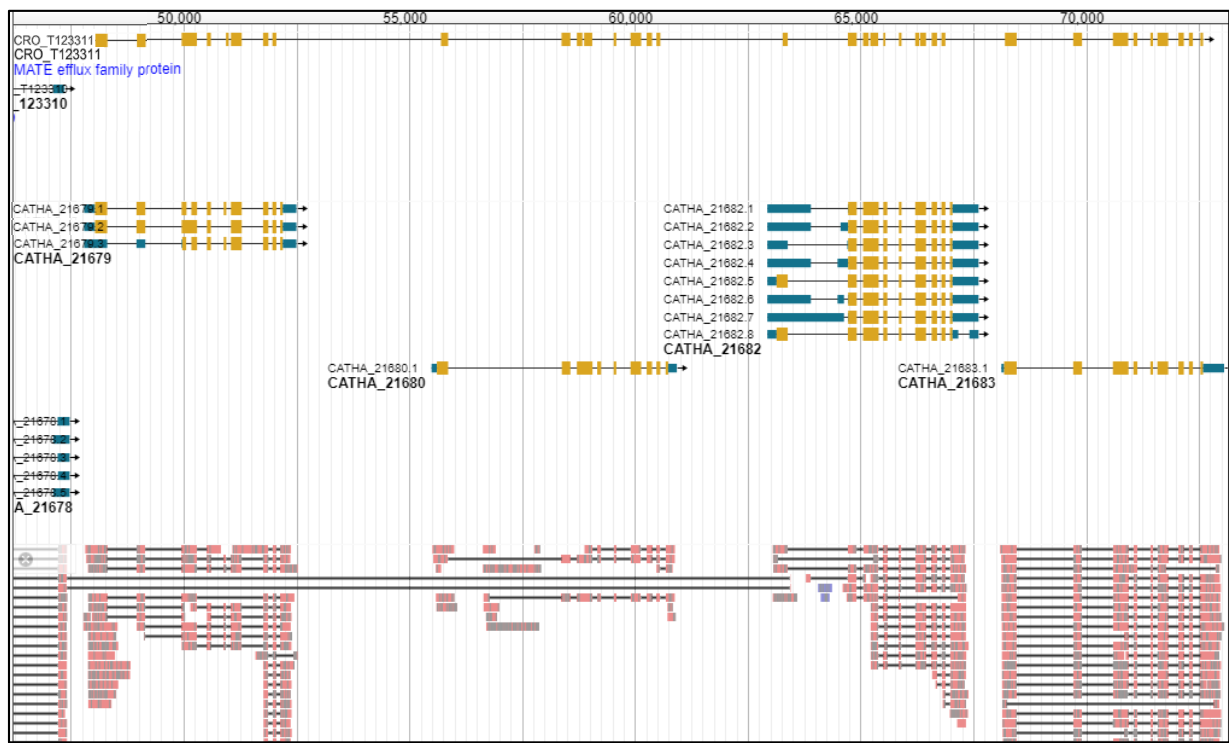

Supplementary Fig. S5. Screenshot obtained with the genome browser Jbrowse (jbrowse.org) depicting an example of an erroneous gene-model of a MATE protein present in the reference genome annotation (CRO_T123311). Genes with the prefix “CATHA” are models assembled in the scope of this work. Nanopore data is represented in rose. The data clearly shows that the genome reference gene model is actually the result of the tandem merging of several protein-coding genes.

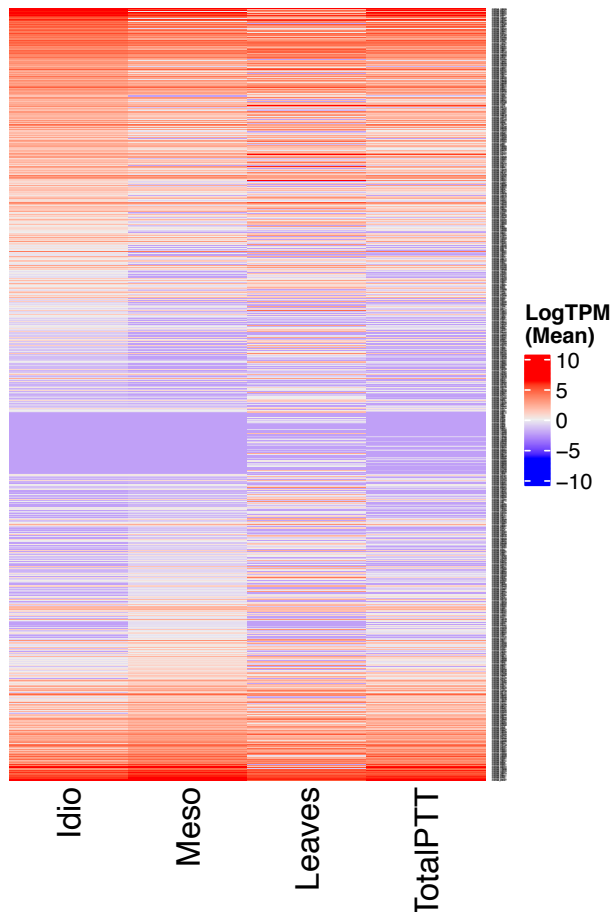

Supplementary Fig. S6. Gene expression heat map of the 1,128 novel gene loci identified in IDIO+ in comparison with the *C.roseus* genome v2 reference annotation, in the different tissue and cell samples involved in the isolation of idioblasts. The data and gene IDs are included in Supplementary Table S1. 567 of the new genes are expressed in idioblasts. TPM - transcripts per million, calculated as described in Materials and Methods.

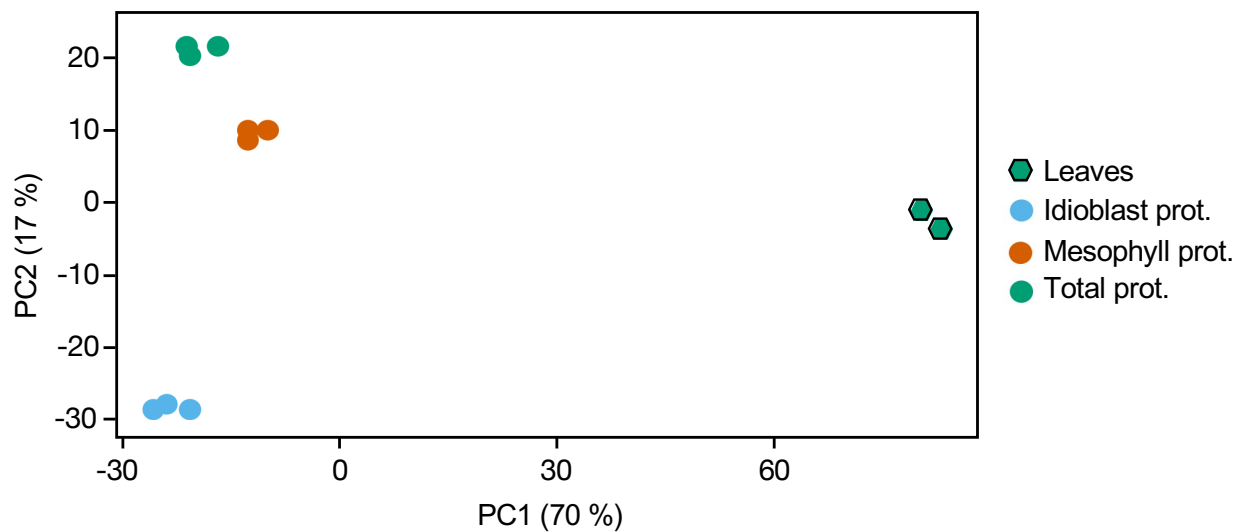

Supplementary Fig. S7. Principal component analysis (PCA) of the transcriptomic datasets generated for the different tissue and cell samples involved in the isolation of idioblasts (Fig. 2C, upper part). Analysis was based on the regularized log transformation of normalized read counts per gene. All the different protoplast populations are clearly isolated from each other, away from leaves, with total protoplasts being closer to common mesophyll cells than to idioblasts, as expected, due to the much higher abundance of common mesophyll cells compared with idioblasts.

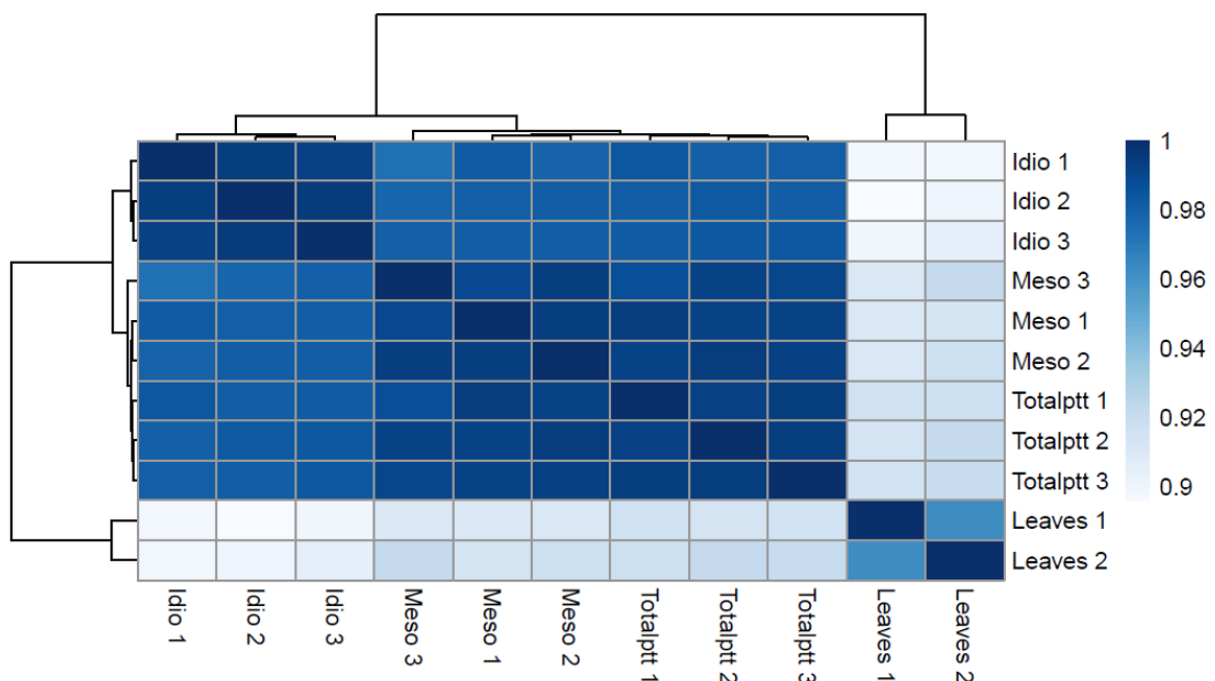

Supplementary Fig. S8. Hierarchical clustering of the different tissue and cell samples involved in the isolation of idioblasts, based on the regularized log transformation of normalized read counts per gene. Idioblast and leaf samples are well resolved, while total and mesophyll protoplast populations are not completely resolved. This may be explained by the fact that mesophyll cells are overrepresented in total protoplasts.

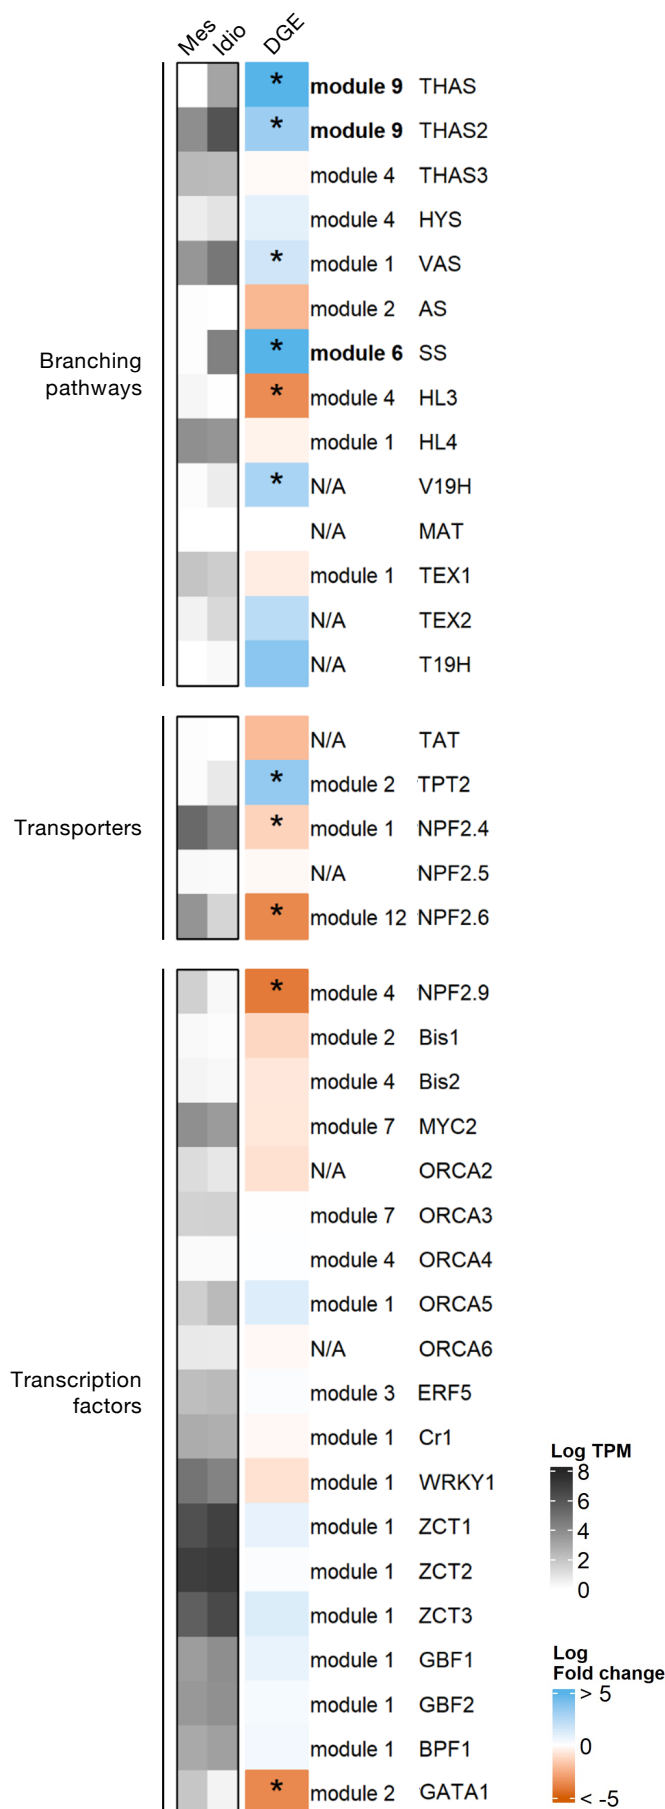

Supplementary Fig. S9. Expression analysis of genes that have been implicated in MIA branching pathways (Fig. 1), in MIA transmembrane transport and in transcriptional regulation of the MIA pathway. Heatmap grey colours represent the mean log₂ TPM of three independent biological samples of common mesophyll protoplasts (Mes) and idioblast protoplasts (Idio). DGE, differential gene expression, represents the log₂ fold change for each gene, with blue and red orange representing respectively overexpression and underexpression in idioblast protoplasts compared with common mesophyll protoplasts. Significant differential expression is marked with *. Abbreviations: THAS - tetrahydroalstonine synthase; HYS - heteroyohimbine synthase; VAS - vitrosamine synthase; AS - alstonine synthase; SS - serpentine synthase; HL3 - hydrolase 3; HL4 - hydrolase 4; V19H - vincadifformine 19-hydroxylase; MAT - minovincinin-O-acetyltransferase; TEX - tabersonine 6,7-epoxidase; T19H - tabersonine 19-hydroxylase; TAT - tabersonine-19 O-acetyltransferase; NPF - nitrate/peptide family; Bis - bHLH iridoid synthesis; MYC - myelocytomatosis; ORCA - octadecanoid-responsive Catharanthus AP2-domain; ERF - ethylene responsive factor; CR1 - Catharanthus roseus protein 1; ZCT - Zinc finger Catharanthus transcription factor; GBF - G-box-binding factors; BPF1 - box P-binding factor-1; GATA1 - GATA binding protein 1. Gene IDs in Table S9; TPM values in Dataset S4; DGE in Supplementary Table S2.

P450s

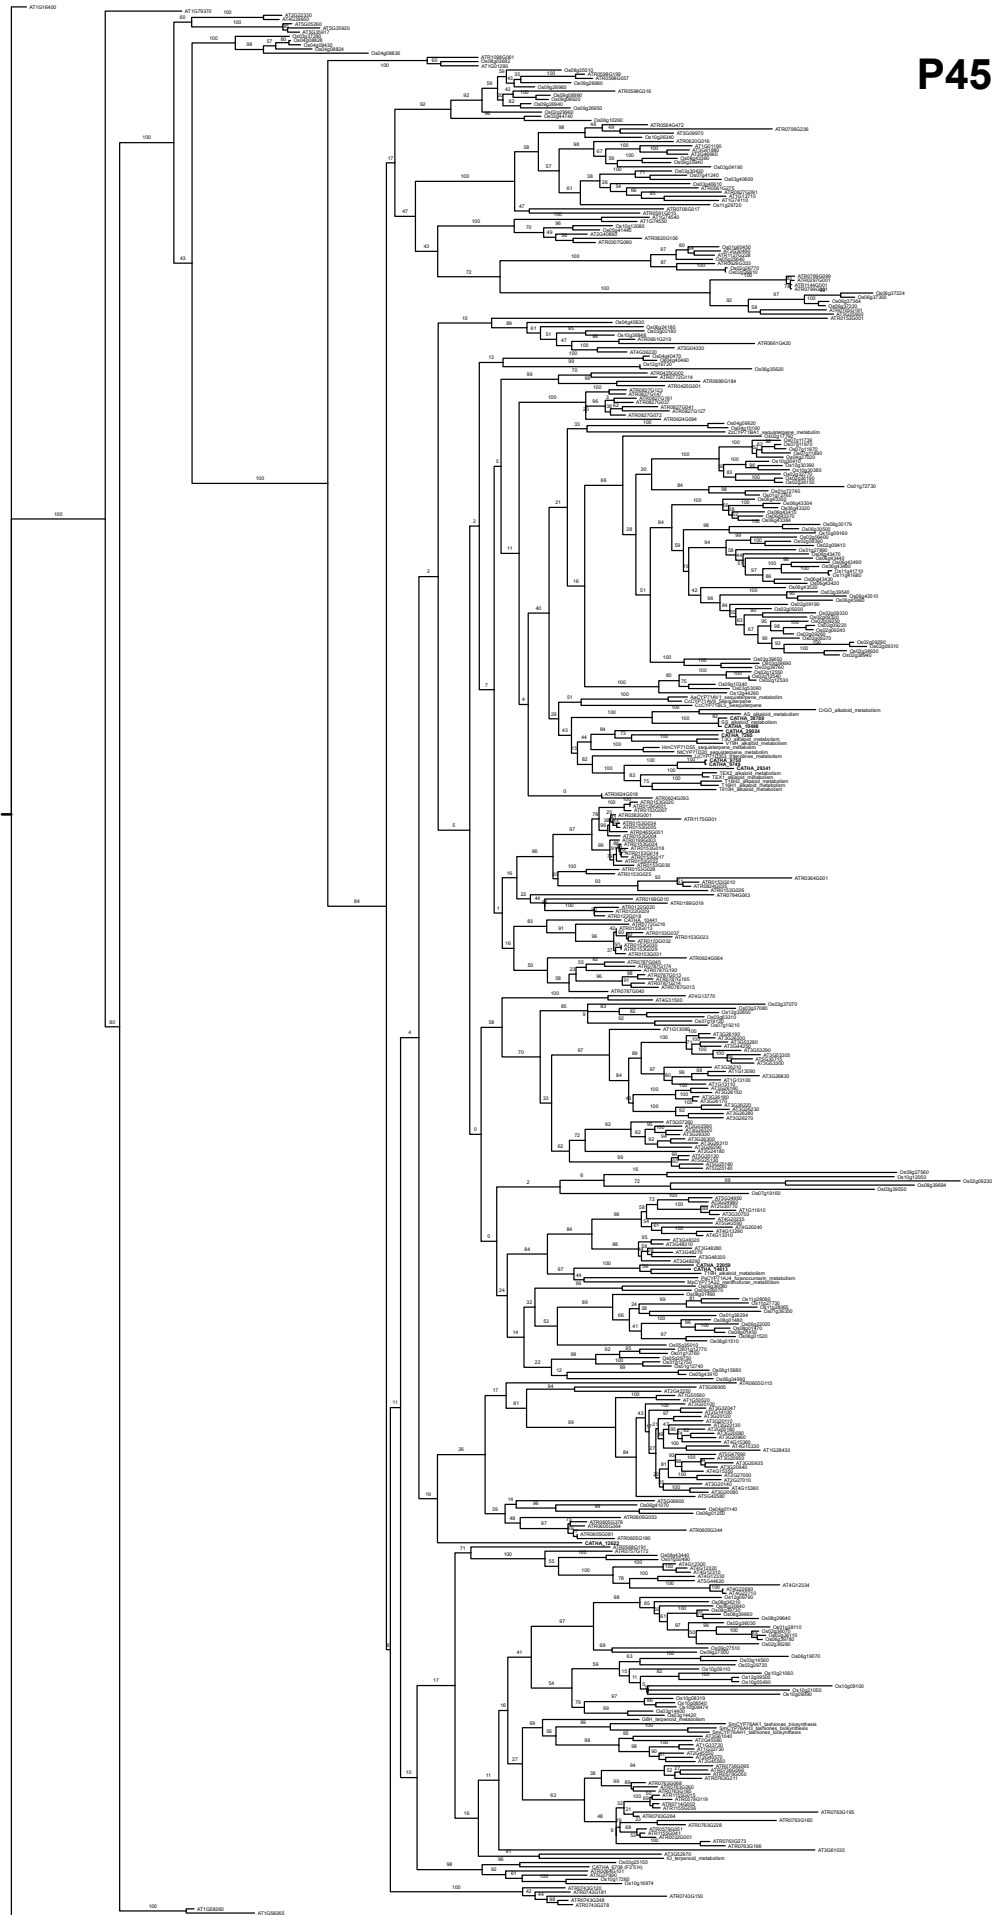

Supplementary Figure S10. Phylogenetic analysis of cytochrome P450s from clan 71 upregulated in *C. roseus* idioblasts. P450 proteins from clan 71 of *Arabidopsis thaliana* (AT), *Oryza sativa* (Os) and *Amborella trichopoda* (ATR), together with clan 71 P450s with known roles in specialised metabolism from other plant origins (Supplementary Table S12) were used in the phylogenetic analysis. Amino acid sequences were aligned using MAFFT (Kato and Standley 2013), and the maximum likelihood method was used to construct a phylogenetic tree with 1000 bootstrap replications. Numbers at the nodes represent the bootstrap value (maximum 100) supporting the respective clade. CATHA – IDIO+ gene IDs. Species: Aa, *Artemisia annua*; Cc, *Cynara cardunculus*; Hm, *Hyoscyamus muticus*; Lj, *Lotus japonicus*; Mp, *Mentha piperita*; Nt, *Nicotiana tabacum*; Ps, *Pastinaca sativa*; Sm, *Salvia miltiorrhiza*; Ti, *Tabernanthe iboga*; Zz, *Zingiber zerumbet*. Enzymes: AS, alstonine synthase; CYP, cytochrome P450; G8H, geraniol 8-hydroxylase; GO, geissoschizine oxidase; I10H, ibogamine 10-hydroxylase; IO, iridoid oxidase; SS, serpentine synthase; T3O, tabersonine 3-oxygenase; T16H, tabersonine 16-hydroxylase; TEX, tabersonine epoxidase; V19H, vincadifformine-19-hydroxylase.

ABCBs

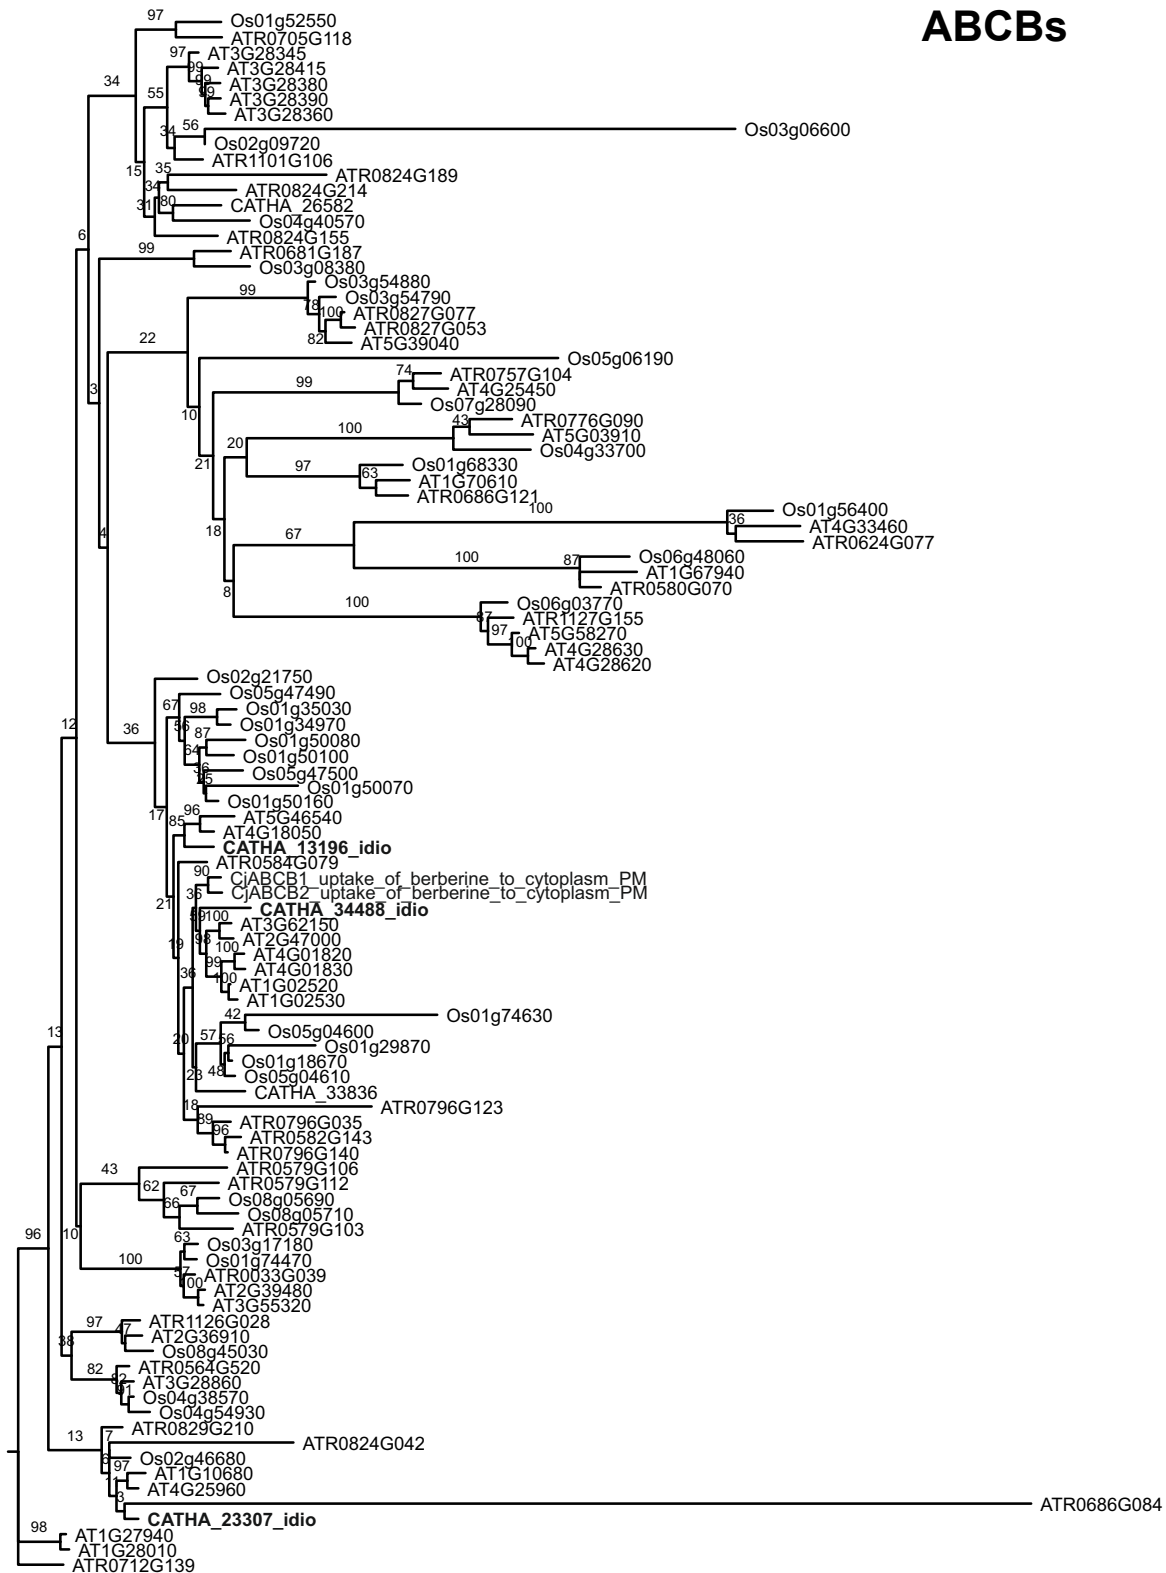

1.0

Supplementary Fig. S11. Phylogenetic analysis of ABCB transmembrane transporters upregulated in *C. roseus* idioblasts. ABCB proteins from *Arabidopsis thaliana* (AT), *Oryza sativa* (Os), *Amborella trichopoda* (ATR) and selected ABCBs with known roles in specialized metabolism (Supplementary Table S14) were used in the phylogenetic analysis. Amino acid sequences were aligned using MAFFT (Kato and Standley 2013), and the maximum likelihood method was used to construct a phylogenetic tree with 1000 bootstrap replications. Numbers at the nodes represent the bootstrap value (maximum 100) supporting the respective clade. CATHA – IDIO+ gene IDs. Cj, *Coptis japonica*.

PUPs

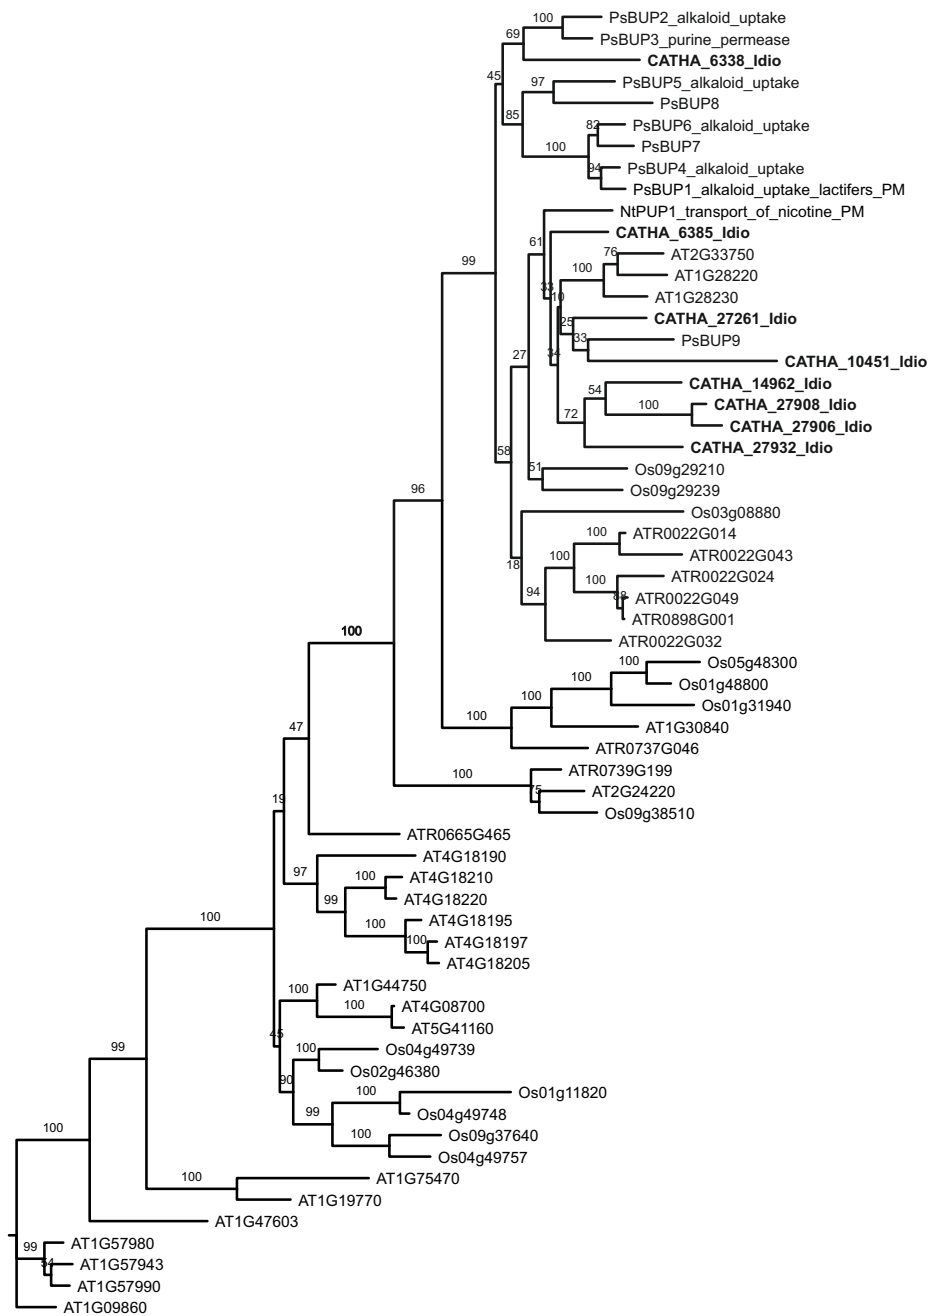

0.6

Supplementary Fig. S12. Phylogenetic analysis of PUP transmembrane transporters upregulated in *C. roseus* idioblasts. PUP proteins from *Arabidopsis thaliana* (AT), *Oryza sativa* (Os), *Amborella trichopoda* (ATR) and selected PUPs with known roles in specialized metabolism (Supplementary Table S15) were used in the phylogenetic analysis. Amino acid sequences were aligned using MAFFT (Kato and Standley 2013), and the maximum likelihood method was used to construct a phylogenetic tree with 1000 bootstrap replications. Numbers at the nodes represent the bootstrap value (maximum 100) supporting the respective clade. CATHA – IDIO+ gene IDs. Nt, *Nicotiana tabacum*; Ps, *Papaver somniferum*.

Supplementary Fig. S13. Phylogenetic analysis of MATE transmembrane transporters upregulated in *C. roseus* idioblasts. MATE proteins from *Arabidopsis thaliana* (AT), *Oryza sativa* (Os), *Amborella trichopoda* (ATR) and selected MATEs with known roles in specialized metabolism (Supplementary Table S16) were used in the phylogenetic analysis. Amino acid sequences were aligned using MAFFT (Kato and Standley 2013), and the maximum likelihood method was used to construct a phylogenetic tree with 1000 bootstrap replications. Numbers at the nodes represent the bootstrap value (maximum 100) supporting the respective clade. CATHA – IDIO+ gene IDs. Species: Bo, *Brassica oleracea*; Ec, *Eucalyptus camaldulensis*; Cj, *Coptis japonica*; Fa, *Fragaria vesca*; Hv, *Hordeum vulgare*; La, *Lupinus albus*; Md, *Malus domestica*; Mt, *Medicago truncatula*; Nt, *Nicotiana tabacum*; Sb, *Sorghum bicolor*; Md, *Malus domestica*; Vv, *Vitis vinifera*. Transporters: AM, anthoMATE; JAT, jasmonate-inducible alkaloid transporter; TT, transparent testa.

How the deposited data were processed for this re-analysis (not part of the article)

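RNA was sequenced from the idioblast, mesophyll and total protoplasts and leaves of the FACS experiment (3, 3, 3 and 2 samples) and from leaf pairs 1 to 4 grown indoors or outdoors (3 samples per leaf pair and growth condition). For the 23 Illumina samples, the authors trimmed the reads with Trimmomatic 0.39, aligned them with HISAT2 to the C. roseus genome v2 and deposited raw counts per IDIO+ gene from featureCounts 2.0.1. For the 12 Nanopore samples of leaf pairs 2 and 3, the authors oriented the reads with Pychopper and deposited estimated counts per gene. The tools minimap2 and Salmon 1.4.0 are named in the methods and the submitters' processing notes. Neither unit was normalized before deposit, and each sample is its own library. No strand option is given for the counting, so the counts of antisense or overlapping genes are uncertain, as are those of close copies of a gene, which can share reads. Total counts were 10263533 to 17625811 (median 12670642) per Illumina sample and 85976 to 732961 (median 498480) per Nanopore sample, so leaf pairs 2 and 3 were measured with less precision and for fewer genes.

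From these counts, genes with too few counts were removed by edgeR's filterByExpr, libraries were scaled by TMM, and groups were compared with edgeR 4.0.16 (estimateDisp, robust glmQLFit, glmQLFTest) in R 4.3.3. P-values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, the paper's thresholds. Standard errors are the log2 fold change divided by the root of the F statistic. Comparisons between protoplasts were fitted over 21 Illumina samples, total protoplasts against FACS leaves over the 11 samples of that experiment, leaf pairs 1 and 4 over the 12 Illumina leaf samples, and leaf pairs 2 and 3 over the 12 Nanopore samples, whose estimated counts were rounded to whole numbers. The interaction between growth condition and leaf pair tested whether the outdoors to indoors log2 fold change differed between leaf pairs 4 and 1. Gene sets were tested with camera from limma 3.58.1 on log2 CPM (prior count 2, correlation 0.01, two-sided) and adjusted over 8 lists per comparison. Sample similarity used rlog values from DESeq2 1.42.0 over the 500 most variable genes, and module genes were averaged as log2(CPM + 1) and compared by exact permutation tests, where 3 against 3 samples cannot give a p below 0.1. Figures were drawn with Python 3.11.15.

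The sample mapping, comparisons, alternatives, gene lists and the rule for named genes were fixed before the data were examined. The lists were the iridoid, indole, central, late and branching parts of the MIA pathway, all Table S9 enzymes, known transporters and transcription factors, genes of the epidermis and of the internal phloem-associated parenchyma, heat shock and chaperone genes, and genes that the paper names or tabulates (DUF679, defence and stress, carbon and nitrogen, candidate transporters, cytochromes P450 and alcohol dehydrogenases, modules 6 and 9, Tables 1, 2 and S13). The 8 epidermis genes and the 6 internal phloem-associated parenchyma genes also belong to the iridoid, indole or central lists. Named genes are those the paper names by ID in its text, Tables 1 and 2 and Table S9, whose values had been seen in the paper, and per comparison the 10 largest changes in each direction among calls with every sample of one group above every sample of the other, at least 10 CPM in the higher group and a description in the paper's tables. The rule on samples was not applied to the interaction, which has no 2 groups to separate. Descriptions were found for 950 of 35722 genes. Only 537 rows of Table S2 and 673 rows of module 1 in Table S11 could be read, so no set test or overlap was run on those tables, and 0 rows of Tables S3 and S4 were used, so that descriptions cover 475 of the 1322 genes called higher and 48 of the 1672 called lower in idioblasts than in mesophyll protoplasts. From the RefSeq table of gene symbols, 0 gene IDs matched.

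A fold against a group without counts is a lower bound against a floor of 3 counts over the group, and a ratio to a group with 1 to 3 counts has a 95% counting interval. No 2 replicates of a condition differed by less than the sampling noise. The paper states that the groups of the FACS experiment were paired samples, but no source used here says which numbers pair, so this was checked by correlating the deviations of samples from their group means. Samples with the same number had correlations of 0.123 to 0.274 between idioblast and mesophyll protoplasts and 0.119 to 0.266 between idioblast and total protoplasts, so equal numbers were treated as pairs. This pairs the mesophyll and total samples too, where equal numbers had 0.064 to 0.260 and unequal ones up to 0.152. Leaf pairs 1 and 4 of one growth condition came from the same plants, with -0.011 to 0.259 indoors and 0.326 to 0.438 outdoors. The fits have no block, since the methods name none, and the block is an alternative. Tested on simulated data with 100 genes changed per size, edgeR recovered 92% of log2 changes of 2 and 97% of those of 3 in idioblasts against mesophyll protoplasts (18008 genes, 4 false calls). These shares were 99% and 97% in leaf pair 1 outdoors against indoors (17094 genes, 2 false calls), 79% and 92% in leaf pair 2 (5175 genes, 8 false calls), 74% and 86% in total protoplasts against FACS leaves (17091 genes, 11 false calls) and 96% and 99% in the interaction (17091 genes, 9 false calls). The simulation gave all groups of a fit the same spread, so it does not test the wider spread of the FACS leaves. The changed genes were drawn without the least abundant of the tested genes, so the shares recovered do not cover those. The alternatives were DESeq2, its size factors, no low-count filter, replicate as a block, each sample left out in turn and other sets of samples in the fit, and for gene sets an estimated correlation, fry and the block. Co-expression modules, gene ontology terms, alkaloid levels, TPM and geissoschizine oxidase were not analysed here.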

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

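The counts over other splits of the samples and the test of more idioblasts among the protoplasts were chosen only after the results were seen. The paper does not report gene-by-gene comparisons between leaf groups or between total protoplasts and FACS leaves, and each of these held many calls. Between total protoplasts and FACS leaves, 8779 of 17533 genes were called, 3949 higher and 4830 lower, from 3 and 2 samples. The paper left the FACS leaves out of its own model because they varied more within their group. The fit used here shares its estimate of spread between groups, so these calls may be too many. Outdoors against indoors, 1137 of 17299 genes were called in leaf pair 1 (713 higher, 424 lower) and 2970 in leaf pair 4 (995 higher, 1975 lower). In the Nanopore samples, 575 of 5641 genes were called in leaf pair 2 (339 higher, 236 lower), or 327 (219 higher, 108 lower) without indoors replicate 2. They numbered 743 in leaf pair 3 (367 higher, 376 lower), or 489 (235 and 254) without indoors replicate 1, 535 (290 and 245) without indoors replicate 2 and 553 (309 and 244) without outdoors replicate 1. DESeq2 called 390 in leaf pair 2 and 496 in leaf pair 3. Leaf pair 4 differed from leaf pair 1 in 3853 genes, 1693 higher and 2160 lower.

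Splits of 3 samples against 3 number 10, which is too few for a share under 0.05. The real count and the highest of the other splits were 2994 and 294 for idioblasts against mesophyll protoplasts, 2941 and 62 for idioblasts against total protoplasts, and 227 and 257 for mesophyll against total protoplasts. For outdoors against indoors they were 1137 and 0 in leaf pair 1, 575 and 0 in leaf pair 2, 743 and 0 in leaf pair 3, and 2970 and 0 in leaf pair 4. For leaf pair 4 against leaf pair 1, 1 of 100 splits, the real one, reached 3853 calls, the highest of the others being 1372. Those others mix the leaf pairs within groups, which widens their spread, so they do not settle whether chance can be excluded. The 100 drawn include splits that put both leaf pairs of a plant on one side. Of the 32 that exchange labels only within plants, the real one alone reached 3853. The highest of the rest, 2090, exchanged those of 1 plant (indoors replicate 1). Equal numbers were taken to mark a plant, which no source used here states.

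The response to growth outdoors differed between leaf pairs 4 and 1 in 691 genes (128 with a higher and 563 with a lower log2 FC in leaf pair 4), by the interaction in edgeR. Of 11 central pathway genes, 6 had a lower log2 FC in leaf pair 4 (7 when adjusted over the list alone), and with 21 samples in the fit 4 did. As a set the central genes were called by camera (adjusted p = 3.0e-08), a call lost at an adjusted p of 0.279 with an estimated correlation. The number of 691 was 445, 219 and 387 without leaf pair 1 outdoors replicate 1, 2 or 3, 363 and 273 without leaf pair 1 indoors replicate 2 or 3, 352 and 338 without leaf pair 4 outdoors replicate 1 or 2, and 441 and 378 without leaf pair 4 indoors replicate 1 or 2; it was 198 with 21 samples in the fit. Of 100 splits, 6 had as many calls, and the highest of the others had 4016, several times the real count, which points to a structure of the samples. The 5 splits above the real one all exchanged 4 of the 6 leaf pair labels within 1 growth condition and left the other condition as it was, so that the difference between leaf pairs 4 and 1 entered the interaction. In the splits that exchanged labels in both growth conditions the highest was 52, but these mix the leaf pairs within groups, which widens their spread. The splits also ignore which plant a leaf came from, and none within plants were made for the interaction. Whether chance can be excluded therefore stays open.

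Of the 25 genes of Table 2, which are abundant in idioblasts, 18 were higher and 3 lower in total protoplasts than in FACS leaves, with a median log2 FC of 3.42. A single leaf library does not account for it, since 17 were higher without leaf replicate 2 and 20 without leaf replicate 1, with the lone leaf sample assumed to vary like the other groups. More idioblasts among the protoplasts than in the leaf would by themselves raise the idioblast-specific genes of Table 1 too, but their median was -2.16, with 2 higher and 16 lower of 25. A fall of idioblast transcripts during isolation could hide such a rise, so these values do not decide this explanation. A response to protoplast isolation may contribute: the Table 2 genes lay above the highest of the 4 Illumina leaf groups of the indoor/outdoor experiment by a median of 2.44 on the log2(CPM + 1) scale, and 21 of 25 lay above every one. Those leaves came from other plants and another kit, and the genes had been chosen for high levels in idioblast protoplasts, so isolation and these differences stay open.

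Outdoors, 6 of 7, 6 of 7 and 5 of 8 epidermis genes and 3 of 7, 6 of 7 and 8 of 11 central genes of the pathway were lower in leaf pairs 2, 3 and 4, with median log2 FCs of -1.37, -2.63 and -1.63 for the epidermis and -1.08, -1.50 and -1.71 for the central genes, while none was called in leaf pair 1 (medians -0.41 and -0.32). With an estimated correlation, camera called both sets in leaf pair 3 (adjusted p = 0.0302) but neither in leaf pair 2 (adjusted p = 0.122 for both) or leaf pair 4 (adjusted p = 0.562 for the epidermis and 0.472 for the central genes). In leaf pair 2 the number of epidermis genes was 3 without outdoors replicate 1 or 3 or indoors replicate 2, and that of central genes 1 without indoors replicate 2. An older developmental stage of the outdoor leaves may contribute, but the comparison made cannot separate it from growth outdoors. Across 5500 genes, which are not independent replicates, the log2 FC of leaf pair 3 outdoors against indoors was correlated with that of leaf pair 4 against leaf pair 1, from other libraries. Spearman's rho was 0.478 and Pearson's r 0.515 (0.305 and 0.386 over 30 Table S9 enzymes). The contrast of leaf pairs 4 and 1 averages both growth conditions, so an outdoor response that differs between these leaf pairs enters it too. Light, heat and the other differences between the growth conditions stay open as untested explanations, and so does scaling between libraries: with DESeq2 size factors the epidermis median closest to 0 among these leaf pairs was -1.35, but they moved the median of all genes by only 0.02 to 0.046, which does not test it.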

How the results depend on the processing

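The fit of the interaction with the plant as a block was chosen only after the data were seen; it called 656 genes (130 and 526). Counts of called genes stayed within 1.5 times in 98 combinations of comparison and setting and moved further in 25. Among named genes 6070 values stayed called or uncalled, 240 lost and 67 gained a call and 2 turned. A turn of direction was counted only where the gene was called in either fit, so uncalled genes that changed sign are among the 6070. Of the set tests 198 kept, 26 lost and 16 gained a call. Over all settings, idioblasts against mesophyll protoplasts had 2217 to 3255 calls, leaf pair 4 outdoors against indoors 2494 to 3151 and leaf pair 1 834 to 1260. With DESeq2, calls numbered 493 for mesophyll against total protoplasts, 930 for the interaction, 390 for leaf pair 2 and 496 for leaf pair 3. With only the 9 protoplast samples, they numbered 2101 (1147 and 954) for idioblasts against total protoplasts and 77 for mesophyll against total protoplasts, where they were 131 with the FACS leaves in the fit, and with 21 samples in the fit 198 for the interaction. Leaving out 1 sample gave 164 to 415 for mesophyll against total protoplasts, 219 to 991 for the interaction, 327 to 534 for leaf pair 2 and 489 to 858 for leaf pair 3. Calls among new genes were 85 with only the 9 protoplast samples and 84 with only the 6 compared. Fits with fewer samples have fewer degrees of freedom; for all other changes the cause was not tested.

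In the lists, idioblasts against mesophyll protoplasts had 6 branching genes called with DESeq2, 5 known transporters and 2 known transcription factors with only the 6 compared samples, 2 of the latter with only the 9 protoplast samples, and 1 internal phloem-associated parenchyma gene with the FACS leaves in the fit. Leaving out 1 sample gave 4 to 5 branching genes, 1 to 2 known transcription factors and 1 to 4 parenchyma genes, and in leaf pair 2 outdoors against indoors 1 to 3 central and 3 to 5 epidermis genes. The balance of known transcription factors turned in idioblasts against total protoplasts with DESeq2, to 3 called (2 higher, 1 lower). Total protoplasts against FACS leaves without leaf replicate 2 turned MYC to a log2 FC of 0.39 (adjusted p = 0.209) and CrNPF2.6 to 2.01 (adjusted p = 0.0241), against -1.95 and -1.13 without leaf replicate 1; the cause was not tested.

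With an estimated correlation, these set calls by camera were lost. Adjusted p was 0.253 for the central and the internal phloem-associated parenchyma genes and 0.0564 for the branching genes in idioblasts against mesophyll protoplasts, and 0.172, 0.298 and 0.084 against total protoplasts. It was 0.472 (central) and 0.562 (epidermis) in leaf pair 4 outdoors against indoors, and 0.279 and 0.679 for the interaction. For leaf pair 4 against leaf pair 1 it was 0.194 (iridoid and late), 0.2085 (central), 0.351 (branching), 0.2675 (parenchyma) and 0.201 (epidermis). It was 0.122 (iridoid, central, late and epidermis) and 0.328 (parenchyma) in leaf pair 2, and 0.0720 (iridoid) and 0.128 (late) in leaf pair 3. With fry, which tests whether the genes of a set move one way rather than more than other genes, calls were gained for the late genes in idioblasts against total protoplasts (8.4e-05) and, in total protoplasts against FACS leaves, for the central genes, known transporters and parenchyma genes (0.0335), late genes (1.2e-04) and branching genes and known transcription factors (0.00948). Outdoors against indoors, fry gained the late genes in leaf pair 1 (0.0280), the iridoid (0.00792), late (1.4e-04), branching and transcription factor (0.0142) and transporter genes (0.00563) in leaf pair 4 and the transporters in leaf pair 3 (0.0120), and lost the parenchyma genes in leaf pair 2 (0.05465); in leaf pair 4 against leaf pair 1 it gained the transporters (0.00821). The cause was not tested.

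With the replicate block, the comparisons treated as paired had 3097 calls (idioblasts against mesophyll protoplasts), 3094 (idioblasts against total protoplasts), 277 (mesophyll against total protoplasts) and 3900 (leaf pair 4 against leaf pair 1). In the last, the block ended camera's calls for the late (0.0724) and branching genes (0.0584), and fry gained the known transcription factors (0.0437). With an estimated correlation as well, the block ended camera's calls for the iridoid (0.129) and epidermis genes (0.0695) in idioblasts against total protoplasts and for the iridoid (0.0852), late and epidermis (0.0619) genes and known transporters (0.0598) against mesophyll protoplasts, and it changed no other set call of these comparisons. Among the genes of all lists and the named genes, it ended 1 call and gave 3 in idioblasts against mesophyll protoplasts (HSPRO2 among the latter), 1 and 5 in idioblasts against total protoplasts, 2 and 3 in mesophyll against total protoplasts, and 1 and 3 in leaf pair 4 against leaf pair 1 (DPAS among the latter). Where the numbers were not taken to pair the samples, the block gave 8805 calls for total protoplasts against FACS leaves, where the late genes gained a set call (0.0385). Outdoors against indoors, it gave 1203 in leaf pair 1, 684 in leaf pair 2, 842 in leaf pair 3 and 2931 in leaf pair 4, and 690 for the interaction. Every sample correlated best with its own number in leaf pair 2 (0.029 to 0.104, others up to 0.007), but not in leaf pairs 1 (0.085 to 0.332, others up to 0.231), 3 (-0.029 to 0.076, others up to 0.064) and 4 (-0.114 to 0.117, others up to 0.156); between total protoplasts and FACS leaves, with 2 pairs, equal numbers had 0.133 to 0.170 and others up to 0.037. For the correlations between samples and the number of new genes expressed, no paired fit was made, since they come from no test; the idioblast share was computed within the 3 sets of samples with equal numbers.

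Spearman's rho was 0.977 over all genes and 0.945 on log2(CPM + 1) between idioblast and mesophyll samples, and 0.907 and 0.815 between total protoplasts and leaves. Between idioblasts and mesophyll protoplasts, the gap of the module 6 genes was 5.55 with a pseudocount of 0.5, and that of the module 9 genes 4.22, or 5.56 as a median over genes; as medians, outdoors minus indoors was -0.22 for module 6 in leaf pair 1 and -0.35 for module 9 in leaf pair 4. The idioblast share was 3.17% with a log2 FC minimum of 3. The shallow Nanopore samples limit leaf pairs 2 and 3 to the more abundant genes.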

Differences from the paper's values

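All settings in this part were fixed before the data were examined, and no test was chosen after the result was seen. The paper's count of new gene loci with a log2 FC of at least 1 is 208, for which it names no p, filter or tool of its own; edgeR gave 135 among 832 tested loci. DESeq2 and edgeR without a low-count filter both gave 207. The counts with DESeq2 size factors (139), with the FACS leaves in the fit (147), and without idioblast replicate 1 (144) or 3 (142) or mesophyll replicate 1 (158), 2 (148) or 3 (161) were also within 1.5 times the paper's; those with replicate as a block (134), without idioblast replicate 2 (132), with only the 9 protoplast samples (85) and with only the 6 compared samples (78) were not. The paper's text gives 1776 genes lower in idioblasts; edgeR gave 1672, and DESeq2 1766, which matches the number printed in Fig. 2D.

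Of the 87 tested transcription factors of Table S13, which lists genes higher in idioblasts, 83 were called. Not called were the C2C2 gene CATHA_23273 (log2 FC 1.75, adjusted p = 0.0979) and the SRS gene CATHA_19802 (1.60, adjusted p = 0.0564), which DESeq2 and edgeR without mesophyll replicate 3 called. The MYB gene CATHA_25924 (1.67, adjusted p = 0.0522) was called by DESeq2 and without idioblast replicate 2, and the NAC gene CATHA_36352 (1.16, adjusted p = 0.0622) by DESeq2 and without idioblast replicate 1. The GARP genes CATHA_22068 and CATHA_1049 and the MYB gene CATHA_28135 had too few counts for edgeR's filter; all 3 were called by DESeq2 and by edgeR without the filter, and CATHA_28135 also with the FACS leaves in the fit. HSPRO2 (CATHA_29872) of Table 2 had a log2 FC of 1.20 (adjusted p = 0.0625), and it was called by DESeq2, with replicate as a block, without mesophyll replicate 3 and with only the 9 protoplast or the 6 compared samples. HL3, which Fig. S9 marks as lower in idioblasts, had a log2 FC of -3.35 (adjusted p = 0.0531) and was called by DESeq2 and without idioblast replicate 3 or mesophyll replicate 1.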

Other observations

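The tests of epidermis transcripts in the sorted protoplasts were chosen only after the results were seen. Outdoors, genes of the epidermis and central parts of the MIA pathway were lower in leaf pairs 2 to 4. In leaf pairs 2 and 3 the fall was not limited to them. Iridoid genes, some of which are epidermis genes, had median log2 FCs of -1.07, -1.42 and -0.359 in leaf pairs 2, 3 and 4. Internal phloem-associated parenchyma genes had -0.911, -0.809 and -0.167, and in leaf pair 4 their log2 FCs lay only between -0.413 and 0.196. In leaf pair 3, 6 of 7 epidermis genes and 6 of 7 central pathway genes were lower (6 and 6 when adjusted over the list alone), both also as sets by camera (adjusted p = 0.0302 with an estimated correlation). In leaf pair 4, 8 of 11 central and 5 of 8 epidermis genes were lower (8 and 5 when adjusted over the list alone), but camera's calls were lost at adjusted p = 0.472 and 0.562 with an estimated correlation. In leaf pair 2, 6 of 7 epidermis genes (6 when adjusted over the list alone) and 3 of 7 central genes (4) were lower, at adjusted p = 0.122 with an estimated correlation for both sets; without outdoors replicate 1 or 3 or indoors replicate 2 the former were 3, and without indoors replicate 2 the latter were 1. Catharanthine synthase (CS) was at 7.23 ± 4.00 CPM (SD, n = 3) outdoors and 205 ± 138 CPM (SD, n = 3) indoors in leaf pair 3, a log2 FC of -4.85 (standard error 0.519, adjusted p = 4.4e-06), and its log2 FC was -4.80 in leaf pair 4. Precondylocarpine acetate synthase (PAS), of the same part of the pathway, had a log2 FC of -3.12 in leaf pair 4, and its response differed from that in leaf pair 1 by -2.91 (standard error 0.233, adjusted p = 2.3e-04). The secologanin synthase SLS2 likewise had -3.41 in leaf pair 4 and a difference of -2.72 from leaf pair 1. In leaf pair 1, the median log2 FC was -0.41 for the epidermis and -0.32 for the central genes, while PRX1 was lower, with -1.53. Drought-induced protein 1 (CATHA_22518) was higher outdoors in all 4 leaf pairs, with log2 FCs of 1.55, 2.69, 2.55 and 1.61, and a glycine-rich cell wall protein gene (CATHA_19049) was lower in all 4, with -2.01, -2.04, -3.89 and -4.78. Abscisic acid 8'-hydroxylase (CATHA_10059), which breaks down the drought hormone abscisic acid, was higher in leaf pair 4, at 27.8 ± 2.69 CPM against 7.95 ± 3.38 CPM.

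Epidermis and iridoid genes of the pathway also differed with leaf age. In leaf pair 4 against leaf pair 1, over both growth conditions, 7 of 8 epidermis genes and 7 of 11 iridoid genes were lower (7 and 7 when adjusted over the list alone), with medians of -2.43 and -1.49; camera's calls were lost at adjusted p = 0.201 and 0.194 with an estimated correlation. CS had a log2 FC of -5.76 (standard error 0.442, adjusted p = 1.8e-06), HYS of -3.95 and the activator ORCA4 of -4.15. The repressor ZCT1 was higher in the older leaves, with 4.34, as was the NAC gene CATHA_26934, with 4.70 (standard error 0.417, adjusted p = 3.5e-06). A condensin subunit gene (CATHA_12221), for a complex that packs chromosomes in dividing cells, was lower, at -3.32, and so was a histone gene (CATHA_18851), at -5.38. The 3 DUF679 genes were higher (3 when adjusted over the list alone), with a median of 2.42.

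Defence genes went both ways between total protoplasts and FACS leaves. The Kunitz trypsin inhibitor CATHA_18632 was at 513 ± 63.0 CPM (SD, n = 3) in total protoplasts with no counts in the 2 leaf samples, at least 4196-fold higher, and a RING-type ubiquitin ligase (CATHA_14119) was at least 632-fold higher. The repressors ZCT2 and ZCT1 had log2 FCs of 10.78 (standard error 0.521, adjusted p = 3.3e-07) and 8.84. Lower in protoplasts were CS, with -7.16, and a proline-rich protein gene (CATHA_12004), with -7.47. Of 13 defence and stress genes, 8 were higher and 5 lower (8 and 5 when adjusted over the list alone), and the list is not independent evidence, since the paper chose it on samples of this experiment. Of 9 late pathway genes, 7 were lower and 1 was higher (7 and 1 when adjusted over the list alone; camera, adjusted p = 0.0700); the number higher was 0 without total protoplast replicate 3 or leaf replicate 2, and 2 without leaf replicate 1.

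Of 13 heat shock and chaperone genes, found by their descriptions in the tables read, 5 were higher in idioblasts than in mesophyll protoplasts and 8 did not pass the test (5 higher when adjusted over the list alone). The 5 are those described in Table S2, which lists genes higher in idioblasts, so the count is not independent evidence, and of the 8 from Table S1, of new genes, none was called. Among the 5, a chaperone dnaJ 10 gene (CATHA_16645) had a log2 FC of 6.73 (standard error 0.446, adjusted p = 1.5e-09) and a small heat shock protein gene (CATHA_12830) of 2.85; without idioblast replicate 1, 1 gene was lower. Of all 45 tested Table S9 enzymes, 11 were higher and 17 lower in idioblasts (11 and 18 when adjusted over the list alone). The idioblast share of the RNA of total protoplasts was estimated from 57 genes with a log2 FC of at least 5 and at least 50 CPM in idioblasts, as total minus mesophyll over idioblast minus mesophyll CPM, and its median over genes was 2.99%, 2.79% and 2.44% in the 3 sets of samples with equal numbers. A β-amyrin 28-oxidase gene (CATHA_16918), of triterpene synthesis, was lower in mesophyll than in total protoplasts, with a log2 FC of -5.58 (standard error 0.643, adjusted p = 4.5e-05).

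Epidermis genes of the pathway were lower in idioblasts than in total protoplasts, 8 of 8 (8 when adjusted over the list alone) with a median log2 FC of -3.40, but had a median of 0.13 in mesophyll protoplasts, against the same total protoplasts. RNA of broken cells of all types, idioblasts among them, carried into every sorted sample is argued against, since it would bring idioblast transcripts into the mesophyll samples too. RNA from mainly epidermis cells would not, and was not tested. The 29 genes with a log2 FC of at least 5 over total protoplasts and at least 50 CPM in idioblasts, chosen without the mesophyll samples, had a median of -3.65 in mesophyll against total protoplasts (unchanged with the 1 gene without mesophyll counts at its bound), and 23 lay at or below -2. Epidermis cells in the mesophyll gate may be a source, as LAMT was at 1481 ± 51.8 CPM and SLS4 at 435 ± 89.9 CPM in mesophyll and 1558 ± 424 CPM and 487 ± 119 CPM in total protoplasts, although the paper describes the mesophyll population as made up only of mesophyll cells. The median near 0 leaves this explanation and expression in mesophyll cells themselves such that they cannot be told apart, since total protoplasts consist largely of the same cells.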
